# Orientation-dependent *Dxz4* contacts shape the 3D structure of the inactive X chromosome

**DOI:** 10.1038/s41467-018-03694-y

**Published:** 2018-04-13

**Authors:** G. Bonora, X. Deng, H. Fang, V. Ramani, R. Qiu, J. B. Berletch, G. N. Filippova, Z. Duan, J. Shendure, W. S. Noble, C. M. Disteche

## Abstract

The mammalian inactive X chromosome (Xi) condenses into a bipartite structure with two superdomains of frequent long-range contacts, separated by a hinge region. Using Hi-C in edited mouse cells with allelic deletions or inversions within the hinge, here we show that the conserved *Dxz4* locus is necessary to maintain this bipartite structure. *Dxz4* orientation controls the distribution of contacts on the Xi, as shown by a massive reversal in long-range contacts after *Dxz4* inversion. Despite an increase in CTCF binding and chromatin accessibility on the Xi in *Dxz4*-edited cells, only minor changes in TAD structure and gene expression were detected, in accordance with multiple epigenetic mechanisms ensuring X silencing. We propose that *Dxz4* represents a structural platform for frequent long-range contacts with multiple loci in a direction dictated by the orientation of its bank of CTCF motifs, which may work as a ratchet to form the distinctive bipartite structure of the condensed Xi.

## Abstract (web summary)

The inactive X chromosome condenses into a bipartite structure. Here the authors use cells with allelic deletions or inversions to show that the *Dxz4* locus is necessary to maintain the bipartite structure and that *Dxz4* orientation controls the distribution of contacts on the inactive X chromosome.

## Introduction

Mammalian X chromosome inactivation (XCI) results in the silencing of one of the two X chromosomes in female somatic cells. Silencing is initiated by the expression of the long non-coding RNA (lncRNA) *Xist* from the future inactive X chromosome (Xi), followed by epigenetic changes that, among others, include histone H3 tri-methylation at lysine 27 (H3K27me3) enrichment and DNA methylation at CpG islands^1,2^. The Xi acquires a distinctive condensed structure (Barr body) unlike that of the active X chromosome (Xa) or the autosomes, and it is often located at the nuclear periphery or adjacent to the nucleolus^3–5^.

Genome-wide chromosome conformation capture (Hi-C) studies in mammalian cells and tissues demonstrate that chromosomes are divided into two types of compartments, A and B, associated with open and closed chromatin, respectively^6^. In contrast, allelic contact maps for the condensed human and mouse Xi show two superdomains of contacts separated by a hinge, forming a characteristic bipartite three-dimensional (3D) structure^7–11^. Long-range contacts are frequent within each superdomain, but are not observed between them, with little evidence of A/B compartments as compared to the Xa or the autosomes. The hinge region is partially preserved between human and mouse, and contains the macrosatellite repeat locus *DXZ4/Dxz4* in both species^7–11^. The *DXZ4/Dxz4* loci encode lncRNAs and bind CCCTC-binding factor (CTCF) and components of the cohesin complex only on the Xi, while the loci are methylated on the Xa, preventing CTCF binding^12–16^.

CTCF and cohesin are two of the main organizers of nuclear structure^17–20^. Highly dynamic chromatin loops form by progressive extrusion of chromatin fibers through cohesin rings, which proceed until a boundary element (BE), such as CTCF, stalls loop formation and ultimately defines topologically associated domains (TADs)^21,22^. Convergent CTCF-binding motifs (i.e., facing each other) at the base of chromatin loops favor strong interactions and the inversion of CTCF sites can disrupt loop formation^11,23,24^. At the *DXZ4/Dxz4* loci CTCF motifs are arranged in tandem orientation, with an estimated 10–100 copies in human^14^ and 14 copies in mouse^12^. How the CTCF motif arrangement influences long-range chromatin contacts on the Xi is unknown. In addition to *Dxz4*, the mouse hinge region originally defined using Hi-C also contains the mouse-specific minisatellite repeat *Ds-TR* whose function is unknown^7,12^. Both *Dxz4* and *Ds-TR* loci bind nucleophosmin, an essential component of the nucleolus, and could represent a large nucleolus-associated domain that may help position the Xi near the nucleolus^7,15^.

Here to determine the role of each element of the hinge in the maintenance of the 3D structure of the mouse Xi in relation to its silencing and nuclear positioning in somatic cells, we use allele-specific CRISPR/Cas9 editing to induce deletions and inversions specifically targeted to the Xi. We test the effects of these modifications on the overall 3D structure of the Xi using in situ DNase Hi-C^25^. Allele-specific analyses are done to assess changes to the distribution of contacts and the TAD structure. We score these changes in relation to CTCF-binding profiles obtained by chromatin immunoprecipitation-sequencing (ChIP-seq) and to chromatin accessibility profiles obtained by ATAC-seq. We determine the effects of genomic alterations of the hinge on the size and position of the Xi relative to the nuclear periphery and the nucleolus. Finally, gene expression changes are measured by RNA-seq. We conclude that *Dxz4* alone is necessary for maintenance of the condensed structure of the Xi in mouse fibroblasts, and that the distribution of contacts on the Xi depends on *Dxz4* orientation.

## Results

### *Dxz4* is necessary for Xi integrity

To evaluate specific elements located within the hinge that separates superdomains of long-range interactions on the mouse Xi, we used allele-specific CRISPR/Cas9 editing in F1 hybrid Patski cells, in which skewed XCI and frequent species-specific polymorphisms allows the Xi (C57BL/6 (BL6)) to be distinguished from the Xa (*Mus spretus)*^7,26,27^. We isolated the following edited clones: two independent clones with a large 127 kb deletion of the hinge, including both *Dxz4* and *Ds-TR* (Del-hinge clone a and b); two independent clones with a 44 kb inversion of *Dxz4* (Inv-Dxz4 clone a and b); and single clones with either a 44 kb deletion of *Dxz4* alone (Del-Dxz4), a 37 kb deletion of *Ds-TR* alone (Del-Ds-TR), or a small 907 bp inversion of two of three CTCF-binding sites located at the 5′end of *Ds-TR* (Inv-5′ Ds-TR). Additionally, a single clone (Patski2-4) was derived from wild-type (WT) cells (Supplementary Fig. 1a; see Methods).

In situ DNase Hi-C of Del-hinge clone a, Del-Dxz4, Inv-Dxz4 clone a, Del-Ds-TR, and Inv-5’ Ds-TR was performed in comparison to WT Patski cells (Supplementary Table 1)^7,25^. Similar numbers of allelic reads confirmed the presence of one Xa and one Xi (Supplementary Data 1), which was also verified by karyotyping and fluorescence in situ hybridization (FISH) analyses (see below and Methods). Both the large hinge deletion (Del-hinge) and the deletion of *Dxz4* alone (Del-Dxz4) dramatically disrupted the Xi bipartite structure, implicating *Dxz4* as the critical element in maintaining this structure (Fig. 1a, b). We noted subtle differences between Xi contact maps for the two deletions, with the Del-hinge map more closely resembling that of the Xa with respect to A/B compartment structure (Fig. 1a; Supplementary Fig. 2a). Thus, we cannot exclude that another hinge element plays a minor role in the Xi structure in the context of a *Dxz4* deletion, even though the deletion of *Ds-TR* (Del-Ds-TR) alone or inversion of its 5′end (Inv-5′ Ds-TR) did not cause any apparent disruption of the Xi bipartite structure. Inversion of *Dxz4* is also associated with persistence of the Xi bipartite structure, but caused extensive re-distribution of contacts as described below. There was no apparent change in contact maps for the Xa or the autosomes in any of the clones (Supplementary Fig. 2a).

**Fig. 1:**
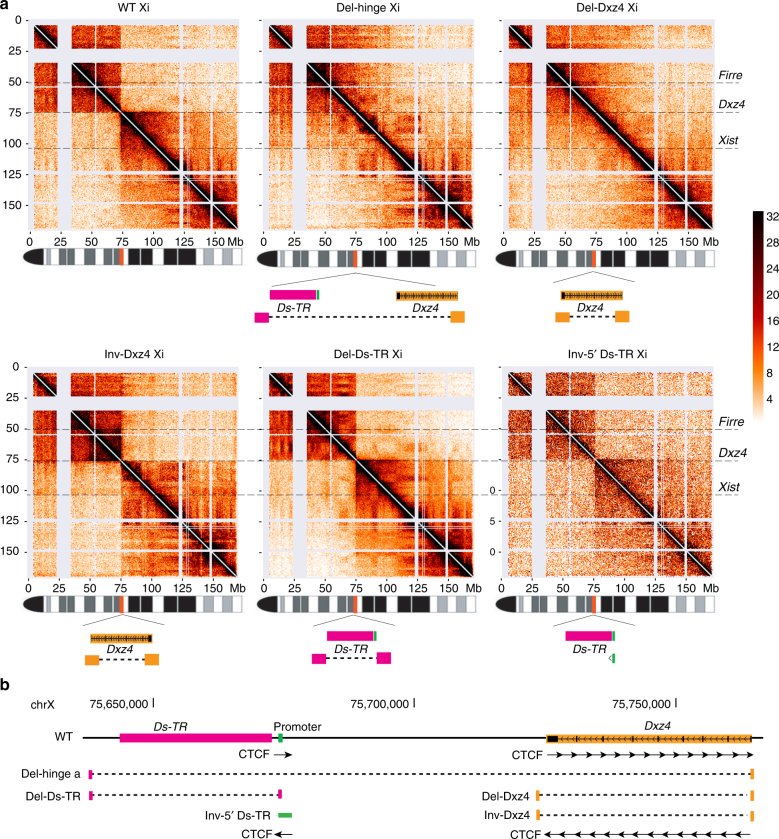
*Dxz4* alone is necessary to maintain the bipartite structure of the Xi. **a** Hi-C contact maps are shown at 500 kb resolution for the Xi in WT, Del-hinge (Xi deletion nt75637519–75764753), Del-Dxz4 (Xi deletion nt75721096–75764754), Inv-Dxz4 (Xi inversion nt75721096–75764754), Del-Ds-TR (Xi deletion nt75637501–75674037), and Inv-5′ Ds-TR (Xi inversion nt75674046–75674952). Note that fewer reads were obtained for the Inv-5′ Ds-TR, resulting in lower resolution (Supplementary Table 1). Allelic reads are listed in Supplementary Data 1. The location of *Dxz4*, *Firre*, and *Xist*, and schematics of the allele-specific deletions/inversions are shown. The color scale shows normalized contact counts. See Supplementary Fig. 2a for contact maps of the Xa in the same cell lines. **b** Relative position of the loci within the hinge region and location of the CRISPR/Cas9-induced alterations. Arrows indicate the orientation of CTCF motifs at *Dxz4*^12^ and at the 5′end of *Ds-TR*. See Supplementary Fig. 5b for CTCF binding at *Dxz4* on the Xi by ChIP-seq

We conclude that *Dxz4* alone is necessary for the formation of the two superdomains on the Xi.

### *Dxz4* contacts on the Xi are orientation-dependent

Raw and Pearson correlation-transformed contact maps of the Xi for pooled datasets (Del-hinge/Dxz4 and WT*; see Methods) show that the hinge region almost disappears in Del-hinge/Dxz4, but not in Inv-Dzx4 (Fig. 2a; Supplementary Fig. 2b). Zooming in to examine a 50 Mb region around *Dxz4* confirms the loss of the boundary between superdomains in Del-hinge/Dxz4, and shows a strong shift in contacts in Inv-Dxz4, with new contacts appearing between *Dxz4* and *Firre*, a locus that also binds CTCF specifically on the Xi^15,28^ (Fig. 2b).

**Fig. 2:**
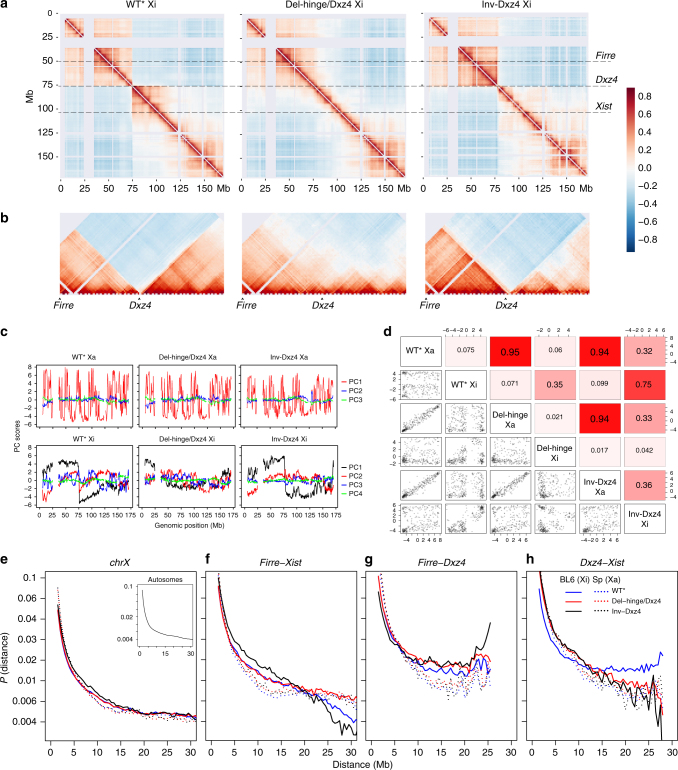
*Dxz4* deletion or inversion changes contact distribution on the Xi. **a** Contact maps (500 kb resolution) for the Xi in WT*, Del-hinge/Dxz4, and Inv-Dxz4 visualized using Pearson correlation to highlight contact probabilities. The color scale shows Pearson correlation values. **b** Pearson correlation-transformed contact maps (500 kb resolution) for 50 Mb around the *Dxz4* locus to highlight the loss of superdomain structure in Del-hinge/Dxz4 and the shift in contacts in Inv-Dxz4, where a new contact domain forms between *Firre* and *Dxz4*. The color scale shows Pearson correlation values. **c** Allelic principal component (PC) score profiles for the Xa and Xi chromosomes in WT*, Del-hinge/Dxz4, and Inv-Dxz4, based on distance-corrected, normalized contact maps with counts binned at 500 kb resolution. For the Xa, the top three allelic PC scores are shown in red, blue, and green, respectively. For the Xi, PC1 score profiles are plotted in black to emphasize that PC1 captures the bipartite structure rather than A/B compartments in WT*, and PC2-4 are shown in red, blue, and green, respectively. See Supplementary Fig. 3a for analysis of the variance in the PC score profiles of the X chromosomes and Supplementary Fig. 3b, c for analyses of autosomes. **d** Pair-wise Spearman correlation values and associated scatter plots between allelic PC1 scores for the Xa and Xi in WT*, Del-hinge/Dxz4, and Inv-Dxz4. Xi PC1 scores are less correlated between WT* and Del-hinge/Dxz4 (Spearman *ρ* = 0.35) compared to those of Xa (*ρ* = 0.95) and autosomes (*ρ* > 0.9). The Xi PC1 score in Inv-Dxz4 is less correlated with the WT* Xi PC1 profile (*ρ* = 0.75) than Xa PC1 scores (*ρ* = 0.94), indicative of changes in Xi-specific long-range contacts. See Supplementary Fig. 3d for analysis of autosomes. **e**–**h**. Plots of the average Hi-C interaction frequencies (at 500 kb resolution) as a function of genomic distance along the Xa (dotted line) and Xi (line) for WT* (blue), Del-hinge/Dxz4 (red), and Inv-Dxz4 (black) for the entire length of the X chromosomes (**e**) and for three regions along the X chromosome: *Firre-Xist* (~53 Mb, **f**); *Firre-Dxz4* (~25 Mb, **g**); *Dxz4-Xist* (~28 Mb, **h**). Inset: plots of average contacts as a function of distance for autosomes

Changes to A/B compartment scores were evaluated by decomposition of allelic contact maps into principal components (PCs). PC score profiles for autosomes and for the Xa are very similar between cell lines with PC1 capturing A/B compartment structure (Supplementary Fig. 3a-d). In contrast, Xi PC1 captures the bipartite structure as a sign switch at *Dxz4* in WT*, but not in Del-hinge/Dxz4, resulting in a low correlation between these scores (Fig. 2c, d). Although a distinctive bipartite PC1 score profile is still evident along the Inv-Dxz4 Xi, its correlation with the WT* Xi PC1 profile is lower than that between WT* and Inv-Dxz4 Xa PC1 scores, indicative of changes in Xi-specific long-range contacts (Fig. 2c, d)

Strong differences in the contact decay curves (average contact counts as a function of distance) are evident for particular regions of the Xi between the different cell lines (Fig. 2e–h). Within the *Firre*-*Xist* region (~53 Mb), Del-hinge/Dxz4 shows a high proportion of very long-range interactions (>20 Mb), resulting in an Xa-like profile due to loss of insulation between superdomains, while Inv-Dxz4 makes even fewer very long-range interactions than WT*, implying that the inverted *Dxz4* locus results in even stronger insulation between superdomains than in its WT orientation (Fig. 2f). In the *Firre*-*Dxz4* region (~25 Mb) both *Dxz4*-edited cell lines display a high proportion of long-range contacts (10–20 Mb), with Inv-Dxz4 showing the highest proportion of very long-range contacts, reflecting increased contacts between *Dxz4* and *Firre* (Fig. 2g). In the *Dxz4*-*Xist* region (~28 Mb) there is a dramatic loss in long-range contacts in both Del-hinge/Dxz4 and Inv-Dxz4 (Fig. 2h). Note that a locus close to *Xist*, *x75* (chrX:105 037 350–105 070 119), previously shown to interact with *Dxz4* in mouse cells^8^, may also contribute to these regional effects.

Differential contact maps accentuate changes between cell lines (Fig. 3a, b; Supplementary Fig. 3e-h). Intriguingly, the differential contact map between Inv-Dxz4 and WT* shows that the *Dxz4* region makes many new contacts with centromeric loci, visualized as a red band running from *Dxz4* to the centromere, while losing interactions with telomeric loci (blue band; Fig. 3b). These bands (also known as “flames”^21,29^) represent the reversal of a line of unidirectional long-range contacts emanating from *Dxz4* due to the reversal in *Dxz4*’s orientation (Figs. 1a, 2b, and 3b). A subtle shift in the transition zone between the two superdomains is also discernable in these differential flames and will be described in more detail below. The unidirectional nature of interactions between *Dxz4* and other Xi loci is made further evident in virtual 4C plots based on Hi-C data using *Dxz4* as a viewpoint (Fig. 3c). Additional virtual 4C plots confirm that interactions between *Dxz4* and telomeric regions located as far as 40 Mb (chrX:75–115 Mb) are strongly reduced in Del-hinge/Dxz4 or Inv-Dxz4 (Supplementary Fig. 3i). The 4C plots show evidence of contact hotspots, for example, between *Dxz4* and either *Xist* or *x75* in WT*, and between *Dxz4* and *Firre* in Inv-Dxz4 (Fig. 3c; Supplementary Fig. 3i).

**Fig. 3:**
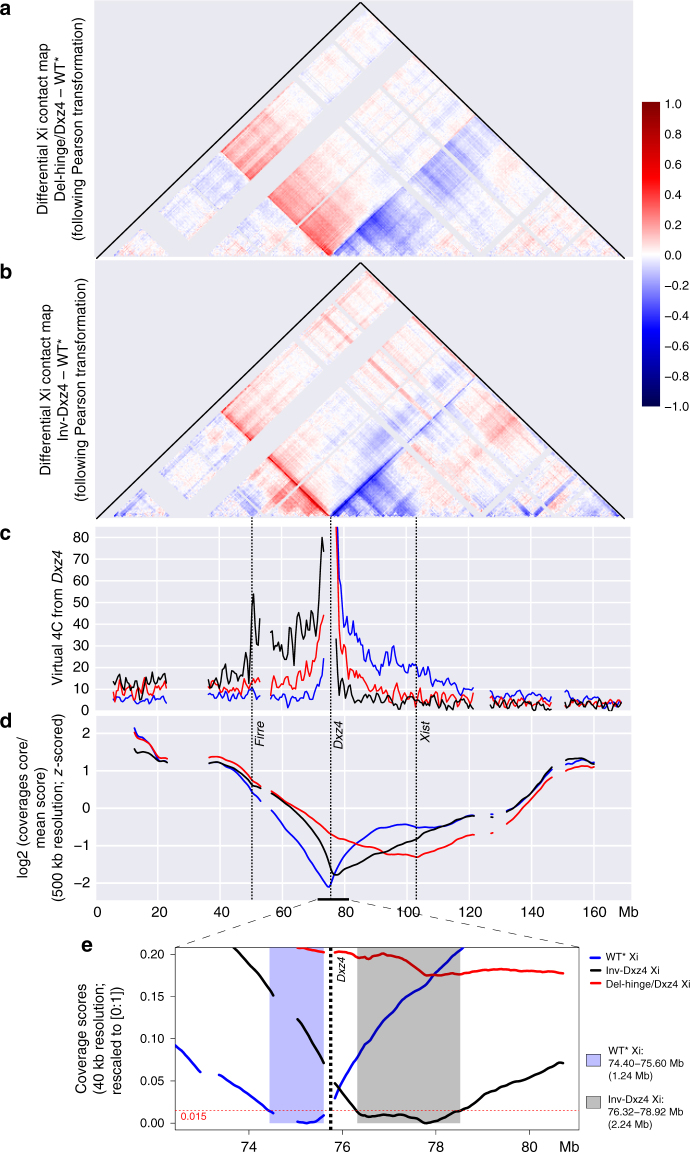
Unidirectional disruption of contacts on the Xi after *Dxz4* deletion or inversion. **a** Differential contact map based on Pearson correlation-transformed data at 500 kb resolution to highlight differences between Del-hinge/Dxz4 Xi and WT* Xi (loss or gain of contacts in the Del-hinge/Dxz4 versus WT* appear blue or red, respectively). The color scale shows differential Pearson correlation values. See Supplementary Fig. 3e, f for comparison with differential contact maps based on untransformed count data. **b** As in **a** to highlight differences between Inv-Dxz4 Xi and WT* Xi. See Supplementary Fig. 3g, h for comparison with differential contact maps based on untransformed count data. **c** Virtual 4C plots derived from Hi-C data at 500 kb resolution using a 500 kb region around *Dxz4* as the viewpoint on the Xi in WT* (blue), Del-hinge/Dxz4 (red), and Inv-Dxz4 (black). *Y*-axis (contact counts) limited to 20% of maximum. The positions of *Firre*, *Dxz4*, and *Xist* are indicated. See additional 4C analyses in Supplementary Fig. 3i. **d** Standardized coverage score profiles at 500 kb resolution for the Xi in WT* (blue), Del-hinge/Dxz4 (red), and Inv-Dxz4 (black). The positions of *Firre*, *Dxz4*, and *Xist* are indicated. See additional analysis of coverage scores for Xi and Xa in all cell lines in Supplementary Fig. 4a-d. **e** Coverage scores (rescaled to [0; 1]) at 40 kb resolution within a 8 Mb region around *Dxz4* for the Xi. The light blue background highlights the Xi boundary region of minimal interaction in WT* based on a threshold of 0.015 (horizontal red dashed line). The light gray background shows how this region is shifted to the right in Inv-Dxz4

Contact frequency at all scales, including very long-range contacts, was quantified using a modified version of the coverage score measure^30^. As expected, the strong dip in coverage score at the boundary between superdomains in WT* disappears in Del-hinge/Dxz4, but is mostly retained in Inv-Dxz4 (Fig. 3d). Coverage scores reflect loss of contacts between *Dxz4* and telomeric regions in both Del-hinge/Dxz4 and Inv-Dxz4, and gain of contacts between the two superdomains specifically in Del-hinge/Dxz4, or between chrX:45–75 Mb in Inv-Dxz4 (Fig. 3d). Considering all edited clones, it is clear that changes in long-range contacts are only seen for deletions that include *Dxz4* and for *Dxz4* inversion (Supplementary Fig. 4a, b). Hierarchical clustering of coverage scores results in segregation of Xa’s from Xi’s, and within the Xi’s, segregation of Del-hinge, Del-Dxz4, and Inv-Dxz4 from the other mutants (Supplementary Fig. 4c, d). Coverage scores based on higher resolution (40 kb) data reveal that the region of minimal interactions between the two superdomains shifts to the opposite side of *Dxz4* in Inv-Dxz4, and almost doubles in size (Fig. 3e).

Taken together, these results demonstrate that *Dxz4* contacts a number of regions located telomeric to the locus in the WT Xi and that deletion or inversion of *Dxz4* exerts their strongest effects in the vicinity of the locus. The unidirectional nature of contacts due to the orientation of CTCF-binding sites is clearly demonstrated by contact changes observed after *Dxz4* inversion.

### TAD structure of the *Dxz4*-edited Xi

We and others reported that the mouse Xi does not display prominent TADs, in contrast to the Xa or the autosomes^7,9,10,19^. To quantify TAD number and distribution, we determined insulation scores^31^ at 500 and 40 kb resolution (Fig. 4a–c). Overall, a similar number of TADs were identified on the Xi and Xa in WT*, but insulation scores were attenuated along the Xi (Supplementary Table 2; Supplementary Fig. 4e, f). Insulation scores for Del-hinge/Dxz4 show the loss of the deep trough seen in WT* at *Dxz4* resulting in a steep peak seen in the differential insulation scores plot (Fig. 4a–c; Supplementary Fig. 4e). Inversion of *Dxz4* also results in a dramatic change in insulation scores immediately around the locus, with a rapid switch in the differential plot corresponding with a shift of the trough towards the telomere, similar to that seen in coverage score profiles (Figs. 3e and 4a–c; Supplementary Fig. 4e, f). Xi insulation scores cluster away from Xa scores (Fig. 4d, e), and a similar allelic separation is seen when comparing the extent of TAD overlap (Fig. 4f). Additionally, boundary scores and insulation score amplitudes are much greater along the Xa than the Xi, both chromosome-wide and within the *Firre*-*Xist* region (Fig. 4g; Supplementary Fig. 4f). Clustering of insulation scores suggests subtle differences in the TAD structure of Xi’s with a disrupted bipartite structure versus other clones (Supplementary Fig. 4g).

**Fig. 4:**
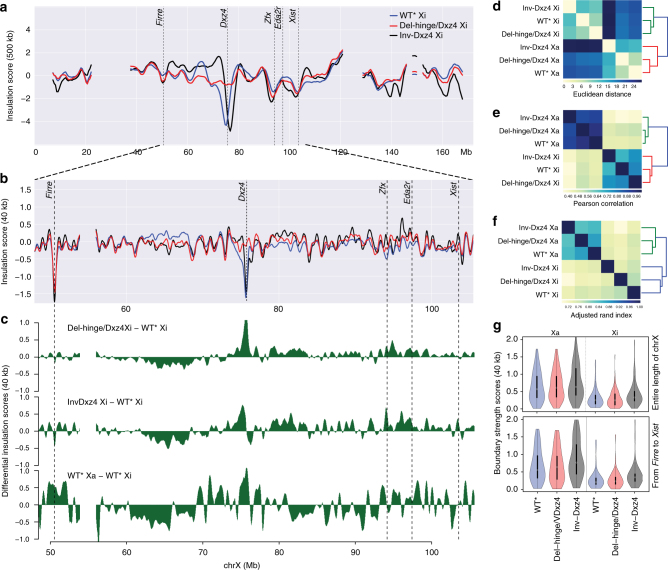
Changes in Xi TAD configuration after *Dxz4* deletion or inversion. **a** Insulation score profiles at 500 kb resolution for the whole Xi in WT* (blue), Del-hinge/Dxz4 (red), and Inv-Dxz4 (black). The positions of *Firre*, *Dxz4*, *Zfx*, *Eda2r*, and *Xist* are indicated. See Supplementary Fig. 4e, f for analysis of insulation scores of Xi and Xa in all cell lines. **b** As in **a** but based on 40 kb resolution data for a region from *Firre* to *Xist* along the X chromosome. **c** Differential insulation score profiles for Del-hinge/Dxz4 Xi (top), Inv-Dxz4 Xi (middle), and WT* Xa (bottom) relative to WT* Xi based on 40 kb resolution data for a region from *Firre* to *Xist*. **d**, **e** Hierarchical clustering based on the Euclidean distance (**d**) and Pearson correlation (using 1 − *r* as the distance measure; **e**) between standardized insulation scores at 40 kb resolution considering the Xi and Xa in WT*, Del-hinge/Dxz4, and Inv-Dxz4. See Supplementary Fig. 4g for analysis of all cell lines. **f** Hierarchical clustering based on the adjusted Rand index to quantify the correspondence between TADs called using insulation scores at 40 kb resolution along the Xi and Xa in WT*, Del-hinge/Dxz4, and Inv-Dxz4. **g** Violin plots showing the distributions of TAD boundary strength scores (see Methods) for the Xa (left) and Xi (right) in WT* (blue), Del-hinge/Dxz4 (pink), and Inv-Dxz4 (gray) for the entire X chromosome (top) and for the region from *Firre* to *Xist* (bottom). The boxes demarcate the interquartile range (IQR) with median. Whiskers are ±1.5 times the IQR

Both Del-hinge/Dxz4 and Inv-Dxz4 show some increase in short to medium range contacts in a region 5–10 Mb telomeric to *Dxz4*, consistent with local and partial restoration of TADs (Fig. 4b, c; Supplementary Fig. 4f). Zooming in to assess potential changes in short-range contacts for specific loci normally subject to XCI (e.g., *Eda2r* and *Zfx*) shows that TADs, normally attenuated on the Xi, are partially restored in Del-hinge/Dxz4 (Fig. 5a). In contrast, loci that escape XCI, such as *Ddx3x*, show little change. A particularly large decrease in Del-hinge/Dxz4 and Inv-Dxz4 insulation scores occurs in a region between 60 and 68 Mb along the Xi, a region where WT* Xa insulation scores are also lower than WT* Xi (Fig. 4b, c; Supplementary Fig. 4f). Scatter plots of insulation scores at TAD boundary regions defined on the WT* Xa (using 40 kb bins) all show weak correlations for WT*, Del-hinge/Dxz4, and Inv-Dxz4 Xi’s versus WT* Xa, whereas control plots for the Xa’s in all three cell types show a much closer correlation, indicating that the TAD structure of the Xi is not widely restored in *Dxz4* mutants (Fig. 5b).

**Fig. 5:**
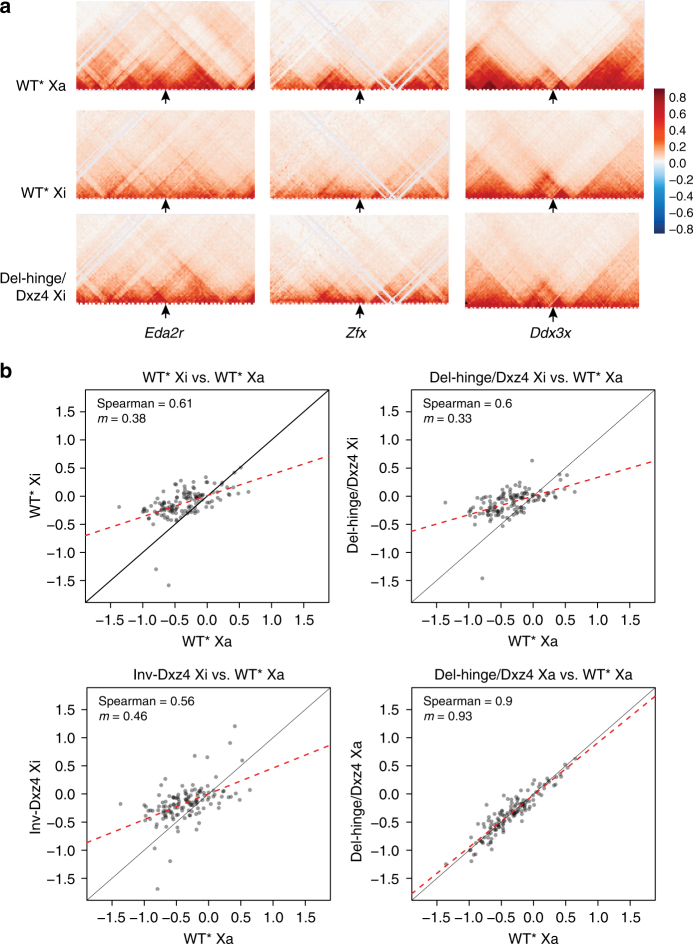
Local changes in TAD structure after *Dxz4* deletion or inversion. **a** Comparisons of contacts on the Xa and Xi in WT* and Del-hinge/Dxz4 at individual loci. Changes in TAD configuration at 40 kb resolution are shown within 4 Mb regions, each centered at a specific gene, including two genes normally subject to XCI, *Edar2* and *Zfx*, and a gene that escapes XCI, *Ddx3x*. **b** Scatter plots of WT* Xi, Del-hinge/Dxz4 Xi, Inv-Dxz4 Xi, and Del-hinge/Dxz4 Xa insulation scores at the TAD boundaries identified on WT* Xa. The dash red line shows the correlation between the samples as a linear fit, while the black line shows the expected fit for perfectly correlated data

We conclude that the TAD structure remains largely unchanged along the Xi following *Dxz4* ablation or inversion, except around the locus itself and a few other select loci along the Xi.

### Allelic CTCF binding in *Dxz4*-edited cells

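CTCF binding was measured by ChIP-seq, in which DNA fragments bound by CTCF are recovered with an antibody and sequenced beside input DNA from the same chromatin. There were 4 ChIP libraries, 1 each from WT, Del-hinge clone a, Inv-Dxz4 clone a, and Patski2-4, the unedited WT subclone used to derive Inv-Dxz4. With 1 library per cell line, variation between replicates could not be measured and no test across replicates was possible. After filtering by the authors, 39335415 fragments remained for WT, 22741658 for Del-hinge, 24260327 for Inv-Dxz4, and 36793673 for Patski2-4, the same numbers as in Supplementary Table 3. The fragment length was 151 bp in WT, 152 bp in Del-hinge, 171 bp in Inv-Dxz4, and 132 bp in Patski2-4. The headers of the peak lists date the runs of WT and Del-hinge to the same month, and those of Inv-Dxz4 and Patski2-4 to later and separate months. A shared month does not by itself show that WT and Del-hinge shared a run. The sequencing run and the cell line cannot be told apart in any comparison with Inv-Dxz4 or Patski2-4.

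The authors mapped the read pairs to mm10 and called diploid peaks, from the reads of both alleles together, with MACS2 version 2.1.1.20160309 at a q-value cutoff of 0.05. The headers name the WT input (65615369 fragments) as the control for WT and Inv-Dxz4, and the Del-hinge input (56188199 fragments) for Del-hinge and Patski2-4. Supplementary Table 3 names the Del-hinge input for Inv-Dxz4. For each peak the authors deposited the pileup (the number of ChIP fragments covering the summit, not scaled between libraries), the fold enrichment over the input background, and the p- and q-values as negative logarithms. The peak lists do not separate the alleles, so the values derived from them are sums over the Xa and the Xi.

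The median pileup of a peak was 56 in WT, 39 in Del-hinge, 58 in Inv-Dxz4, and 46 in Patski2-4. Peaks that overlapped by at least 1 bp were merged across libraries into 100973 regions, of which 50252 held a peak in all 4 libraries. Peak heights were compared in these shared regions, 1494 of them on the X chromosome and 43229 on the 17 autosomes other than chromosomes 3 and 4. The height of a region was the highest pileup in it. The shift of a chromosome was the median log2 ratio of heights over its regions minus the median over the 17 autosomes. Its 95% interval came from 1000 bootstrap resamples of 1 Mb windows, and Wilson 95% intervals were used for percentages. These intervals cover counting error and the spread between regions, not differences between libraries of the same cells.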

CTCF-binding profiles were obtained in WT, Del-hinge clone a, and Inv-Dxz4 clone a (Supplementary Fig. 5a, b; Supplementary Table 3). Average allelic proportions (see Methods) across CTCF peaks for the X chromosomes (Xa/(Xa + Xi)) were markedly different in Del-hinge (60%) and Inv-Dxz4 (63%) compared to WT (71%), but were close to the anticipated 50% for autosomes (*spretus*/(*spretus* + BL6)) in all samples (Supplementary Fig. 5c-e). Accordingly, the distribution of allelic proportions for each individual CTCF peak shows a pronounced shift toward lower values for the X chromosomes in Del-hinge, and to a lesser extent in Inv-Dxz4, compared to WT (modes of 0.57, 0.59, and 0.85, respectively; Fig. 6a; Supplementary Fig. 6). This shift cannot be attributed to a gain of Xi since ratios of BL6/*spretus* reads in input fractions of the ChIP-seq are close to one and fall within the same range as those for most autosomes in WT and Del-hinge (Supplementary Data 1). 

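The input reads assigned to an allele in Supplementary Data 1 were set beside the diploid peak heights on the X chromosome. In the WT input, 294783 reads from the X chromosomes were assigned to BL6 and 386490 to *spretus*. The corresponding numbers in the Del-hinge input were 316206 and 315803. Divided by the ratio over the 17 autosomes other than chromosomes 3 and 4, the BL6/*spretus* ratio of the X chromosomes was 0.787 in WT and 1.05 in Del-hinge. The same relative ratio ran from 0.737 to 1.35 among these autosomes in WT and from 0.940 to 1.14 in Del-hinge. It was lower than that of the X chromosomes for 2 of the 17 autosomes in WT and for 14 of 17 in Del-hinge. BL6 reads on the X chromosome per 1000 autosomal BL6 reads rose from 18.2 in WT to 23.3 in Del-hinge, while the *spretus* number was 23.1 in WT and 22.2 in Del-hinge. Taking both alleles, X-linked input reads per 1000 autosomal reads changed by 0.14 on the log2 scale from WT to Del-hinge. The same change for single autosomes lay between -0.19 and 0.19. The X-linked shift of diploid peak height from WT to Del-hinge, less this change of the input, was 0.0780. The fold enrichment does not make such a correction, since MACS2 divided by the lowest, library-wide background at 82.1% of the X-linked peaks in WT and 82.8% in Del-hinge.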

To confirm an increase in CTCF binding to the Xi seen by analyzing single-nucleotide polymorphism (SNP) coverage within diploid peaks and to further rule out an imbalance in Xi and Xa abundance between Del-hinge and WT, we called allele-specific CTCF peaks using segregated ChIP-seq reads matched to input reads. The Del-hinge/WT ratio for Xi-specific CTCF peaks called using BL6 reads (1.51) is much higher than seen for Xa-specific peaks called using *spretus* reads (1.05), or genome-wide for either BL6 or *spretus*-specific CTCF peaks (1.04 and 1.01, respectively; Supplementary Table 4). As stated above, karyotyping and FISH analyses also confirm the presence of one Xa and one Xi in a majority of cells from each cell line (see below and Methods). 

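Diploid CTCF peaks were compared between each pair of libraries. Of the regions with a peak in WT or Patski2-4, 72.4% had a peak in both, and across the shared regions Spearman's rho of the peak heights was 0.935. The corresponding values were 72.5% and 0.946 for WT with Del-hinge, and 64.0% and 0.911 for WT with Inv-Dxz4. Patski2-4 and Inv-Dxz4 shared 64.4% of their regions, with a rho of 0.954, the highest of the 6 pairs. Regions within a library are not independent replicates. With peaks of a negative log10 q-value of at least 5 only, the percentage shared by WT and Patski2-4 was 76.3%, the highest of the 6 pairs. On the X chromosome, the peak height shifted by -0.22 (95% interval -0.27 to -0.18) from WT to Patski2-4. X-linked peak height was lower in Patski2-4 than in WT relative to the median autosomal ratio in most regions, with 35.6% of the regions above it. Among the 20 chromosomes, the X chromosome ranked 19 from the highest in this comparison, and the other autosomes apart from 3 and 4 lay between -0.15 and 0.30. The sequencing run differed as well as the cell line.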

Analysis of Patski2-4, a WT subclone, showed an average allelic proportion of 68%, close to the 72% seen for WT (Supplementary Fig. 5e), with a distribution of allelic proportions per CTCF peak largely overlapping that of for WT (Supplementary Fig. 5f). Plots of CTCF peak *d*-scores (*spretus*/(*spretus* + BL6) − 0.5) confirm the increase in CTCF binding along the length of Xi in Del-hinge and to a lesser extent in Inv-Dxz4, whereas *d*-scores fall mainly around zero along autosomes (e.g., chromosome 2; Supplementary Fig. 7a).

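Diploid peak heights relative to WT were taken in 10 Mb windows of the X chromosome with at least 20 shared regions. In Del-hinge, all 16 such windows lay above the autosomal median, with log2 shifts from 0.04 to 0.80 and a median of 0.23. The lowest value was in the window from 70000001 to 80000000, and the highest in the window from 110000001 to 120000000. In Inv-Dxz4, 7 of the 16 windows lay above the autosomal median, and the shifts ran from -0.22 to 0.37. In Patski2-4, 1 of the 16 windows did, and the shifts ran from -0.40 to 0.03. With 5 Mb windows, 23 of 23 windows lay above the autosomal median in Del-hinge, 11 in Inv-Dxz4, and 1 in Patski2-4. The 3 windows with the fewest shared regions, 27 to 29 each, had the largest shifts in Del-hinge. Apart from the highest window, these were 0.76 from 80000001 to 90000000 and 0.58 from 60000001 to 70000000.

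**Figure D1:**
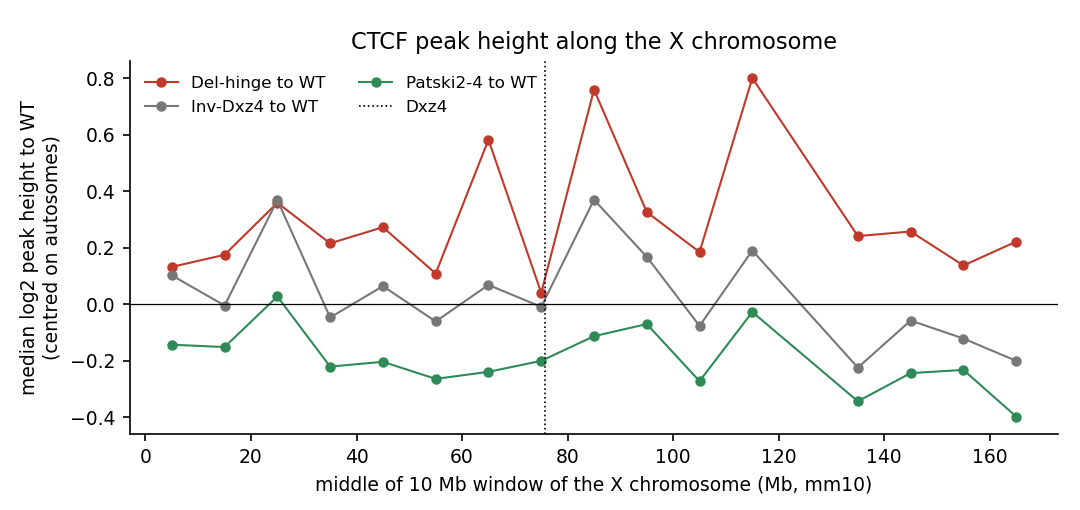
Median log2 ratio of CTCF peak height to WT, centred on the autosomes other than chromosomes 3 and 4, against the middle of each 10 Mb window of the X chromosome (mm10), for Del-hinge (red), Inv-Dxz4 (gray) and Patski2-4 (green), 1 library each. All 16 windows are above 0 in Del-hinge, 7 in Inv-Dxz4 and 1 in Patski2-4, and the dotted line marks *Dxz4*.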

**Fig. 6:**
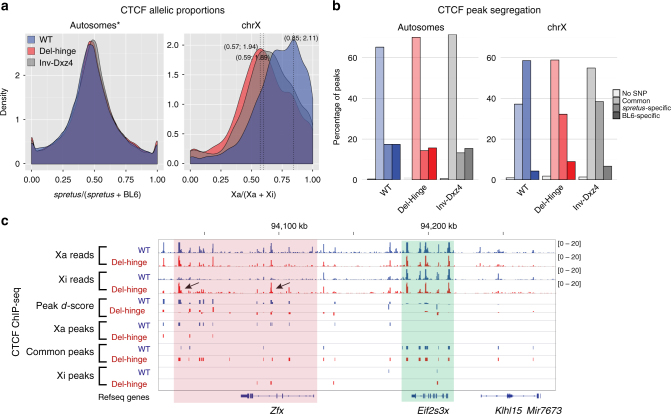
CTCF peak distribution on the Xi in Del-hinge and Inv-Dxz4. **a** Density histograms of the distribution of allelic proportions of CTCF peaks (*spretus*/(*spretus* + BL6)) along autosomes and the X chromosomes for WT (blue), Del-hinge (red), and Inv-Dxz4 (gray). The modes of the X-chromosome distributions are given in parentheses. *Chromosomes 3 and 4 were removed from the autosomes because they show aneuploidy in WT (Supplementary Fig 6). A shift in the distribution of allelic proportions due to an increase in CTCF binding on the Xi is evident for the X chromosome in Del-hinge and to a lesser extent Inv-Dxz4, compared to WT. **b** Percentages of CTCF peaks in WT (blue), Del-hinge (red), and Inv-Dxz4 along the autosomes and the X chromosomes classified as *spretus*-specific, BL6-specific, or common peaks. **c** Genome browser tracks of allelic CTCF ChIP-seq reads on the Xa and Xi, of CTCF peak *d*-scores ((Xa/(Xa + Xi) − 0.5), and of CTCF peaks assigned as Xa-specific, common, or Xi-specific for WT (blue), Del-hinge (red), and Inv-Dxz4 along a region of the X chromosome (pink background) that includes *Zfx* (a gene subject to XCI in WT, which reactivated in Del-hinge) and a region (green background) that includes *Eif2s3x* (a gene that escapes XCI). CTCF peaks that appear on the Xi in a region around *Zfx* in Del-hinge are indicated with arrows. See additional analyses in Supplementary Fig. 5–7

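The diploid peak heights of every chromosome were compared with WT in the same way. On chromosome 3, the shift relative to WT was -0.43 in Del-hinge, -0.44 in Inv-Dxz4, and -0.33 in Patski2-4, from 2566 shared regions. On chromosome 4, it was 0.34 in Del-hinge, 0.44 in Inv-Dxz4, and -0.05 in Patski2-4, from 2963 shared regions. On chromosomes 15 and 19, Inv-Dxz4 shifted by 0.18 and 0.07 and Patski2-4 by -0.15 and 0.30. When fold enrichment over the input was used in place of the pileup, chromosome 3 shifted by -0.21 and chromosome 4 by 0.17 in Del-hinge. The corresponding shifts were -0.44 and 0.43 in Inv-Dxz4, and -0.22 and -0.20 in Patski2-4. In the WT input reads of Supplementary Data 1, the paper's BL6/*spretus* ratio relative to the genome was 1.96 for chromosome 3 and 0.0868 for chromosome 4.

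**Figure D2:**
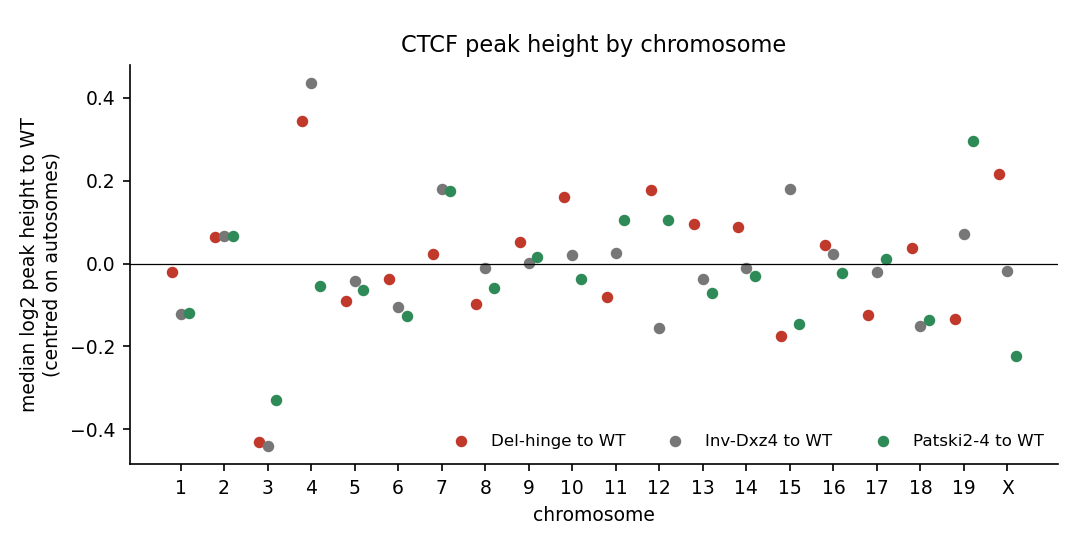
Median log2 ratio of CTCF peak height to WT for each chromosome, centred on the autosomes other than chromosomes 3 and 4, for Del-hinge (red), Inv-Dxz4 (gray) and Patski2-4 (green), 1 library each. Chromosome 3 lies between -0.44 and -0.33 in the 3 libraries, and chromosome 4 at 0.34, 0.44 and -0.05.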

Diploid CTCF peaks with sufficient SNP coverage (5×) were designated as either *spretus*-specific or BL6-specific based on an allelic proportion (*spretus*/(*spretus* + BL6)) greater than 70% or lower than 30%, respectively, with remaining peaks classified as common (Fig. 6b). 

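Of the X-linked diploid CTCF peaks in Del-hinge, 88.2% (95% Wilson interval 86.8 to 89.4%) overlapped a WT peak by at least 1 bp. On the autosomes other than chromosomes 3 and 4, 93.6% (93.4 to 93.8%) of Del-hinge peaks did. In Inv-Dxz4, 94.4% (93.3 to 95.3%) of X-linked peaks and 95.5% (95.3 to 95.6%) of the autosomal peaks overlapped a WT peak. In Patski2-4, the percentages were 87.4% (86.1 to 88.6%) of X-linked peaks and 85.2% (85.0 to 85.4%) of autosomal peaks. The X-linked peaks without a WT peak, 295 in Del-hinge and 105 in Inv-Dxz4, were low, with a median pileup of 12 in Del-hinge against 40 for the peaks that overlapped a WT peak, and of 17 against 50 in Inv-Dxz4. With peaks of a negative log10 q-value of at least 5 only, 95.6% of X-linked Del-hinge peaks overlapped a WT peak.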

The majority of X-linked CTCF peaks in Del-hinge and Inv-Dxz4 are common (59% and 55%, respectively), indicating that the increased CTCF binding on the Xi occurs at regions that bind CTCF on the Xa (Fig. 6b; Supplementary Fig. 7c). Interestingly, some of the CTCF peaks that appear on the Xi in Del-hinge occur near genes whose TAD structure and expression change. For example, at *Zfx*, a gene normally subject to XCI, new CTCF peaks (marked by arrows) located both within and downstream of the gene appear on the Xi in Del-hinge, consistent with more prominent TADs as well as reactivation (Figs. 5a and 6c; see below). In contrast, genes that escape X inactivation, for example, *Eif2s3x*, show no change in CTCF peaks (Fig. 6c).

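*Zfx* (NCBI gene 22764) lies on the minus strand of the X chromosome from 94074631 to 94150645 in mm10 (RefSeq annotation), and its longest transcript has 9 exons. Within the gene and 10 kb to each side, there were 9 diploid CTCF peaks in WT, 13 in Del-hinge, 9 in Inv-Dxz4, and 11 in Patski2-4. In Del-hinge, 1 peak at 94066935 to 94067190, downstream of the 3′ end of the gene, had no counterpart in the other libraries. It was a low peak with a pileup of 12, where the lowest pileup of any Del-hinge peak was 8. Relative to WT and centred on the autosomes, the height rose in Del-hinge by 1.41 on the log2 scale at an intronic region from 94106610 to 94107416. At another intronic region, from 94094385 to 94094946, it rose by 1.15. In Inv-Dxz4, these regions shifted by 0.72 and 0.79. The tallest region, an untranslated exon at 94122112 to 94122670, shifted by -0.29 in Del-hinge. A region from 94136454 to 94136855 had a low peak in each library but WT, and the other added peaks in Del-hinge were further summits in shared regions. With peaks of a negative log10 q-value of at least 5 only, the number of peaks was 8 in WT and 9 in Del-hinge.

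**Figure D3:**
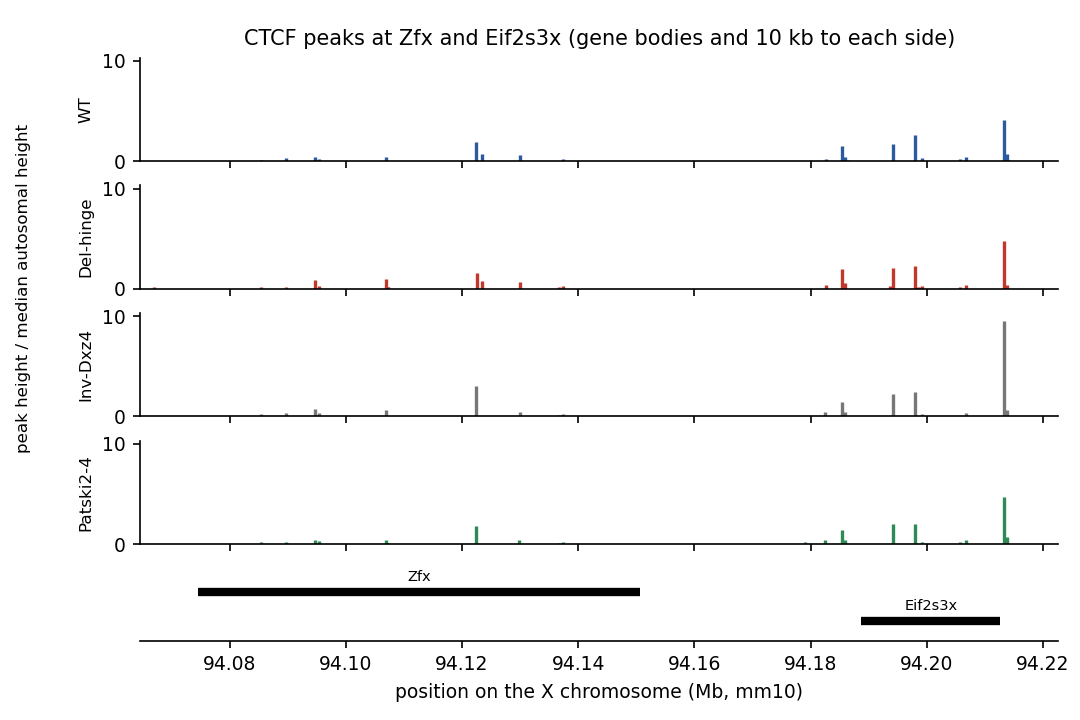
CTCF peak summits at *Zfx* and *Eif2s3x* and 10 kb to each side, in WT, Del-hinge, Inv-Dxz4 and Patski2-4 (1 library each), with the height of each peak divided by the median autosomal height of shared regions in that library, against position on the X chromosome (mm10). *Zfx* has 9 peaks in WT and 13 in Del-hinge, and black bars mark the gene bodies.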

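*Eif2s3x* (NCBI gene 26905) lies on the minus strand of the X chromosome from 94188709 to 94212651 in mm10 and has 12 exons. Within the gene and 10 kb to each side, WT had 12 diploid CTCF peaks, Del-hinge 14, Inv-Dxz4 9, and Patski2-4 11. The sum of their heights, each divided by the median autosomal height of the library, was 12.2 in WT, 14.0 in Del-hinge, 17.7 in Inv-Dxz4, and 12.6 in Patski2-4. The tallest region lies upstream of the gene from 94212913 to 94214175. Relative to WT, its height shifted by 0.24 in Del-hinge, 1.12 in Inv-Dxz4, and 0.12 in Patski2-4. In the gene body alone, WT had 5 peaks and Del-hinge 9, of which 5 and 6 had a negative log10 q-value of at least 5. No region had a peak in WT or Del-hinge alone, and the added peaks in Del-hinge were further summits in shared regions.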

We conclude that deletion of the hinge, and to a lesser extent inversion of *Dxz4*, results in a general increase in CTCF binding along the Xi. However, we cannot exclude that changes in CTCF binding may vary between cell clones.

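Over the whole X chromosome, the diploid peak height in Del-hinge shifted by 0.22 (95% interval 0.18 to 0.25) relative to WT. Of the shared X-linked regions, 69.3% lay above the autosomal median ratio. Only chromosome 4 shifted further upward, so that the X chromosome ranked 2 of the 20 chromosomes, and the 17 autosomes other than 3 and 4 lay between -0.18 and 0.18. In Inv-Dxz4, the shift relative to WT was -0.02 (-0.07 to 0.04), and the X chromosome ranked 12 of 20. In the unedited Patski2-4, from a later run, the shift was -0.22 (-0.27 to -0.18). It was similar in size to the rise in Del-hinge and went in the other direction. Among 10000 random sets of as many autosomal regions, matched on peak height, the X chromosome lay at percentile 100 in Del-hinge, 99.2 in Inv-Dxz4 and 0 in the unedited Patski2-4. Such sets mix regions of 17 chromosomes, so that they do not show whether a shift exceeds that of other whole chromosomes. The regions on the X chromosome were lower, with a median log2 pileup of 6.32 against 6.64 on the 17 autosomes, and the log2 ratio of Inv-Dxz4 to WT rose with the height of the region (Spearman's rho 0.24).

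The log2 ratio to WT fell with the GC content of the region in Del-hinge, with a Spearman's rho of -0.39 across autosomal regions. In Inv-Dxz4 and Patski2-4, it rose with GC content, with a rho of 0.44 in each. X-linked regions had a median GC content of 44.3% against 46.8% for autosomal regions. After a correction for GC content fitted on the 17 autosomes, the X-linked shift was 0.14 (0.11 to 0.17) in Del-hinge and 0.06 (0.02 to 0.11) in Inv-Dxz4, and the autosomes lay between -0.16 and 0.16 in the Del-hinge comparison. With the number of shared regions within 1 Mb added to the correction, the shift was 0.09 (0.07 to 0.12) in Del-hinge and 0.09 (0.04 to 0.12) in Inv-Dxz4. These corrections were chosen after the data were seen.

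Among the 747 shared X-linked regions above their median height, the 3 with the largest rise in Del-hinge lay between genes. They were at 109237566 to 109238837, with a log2 ratio of 1.53, at 19969708 to 19970678, with 1.35, and at 23565428 to 23566429, with 1.32. The 3 with the largest fall were at 75733565 to 75735157 within the deleted *Dxz4* locus, with -3.04, in an intron of *Morc4* at 139870086 to 139870763, with -1.45, and in an intron of *Elf4* at 48462379 to 48463328, with -1.22.

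From the lower Xa/(Xa + Xi) proportions of reads in CTCF peaks on the X chromosomes of the edited cells, the paper reasons that more CTCF was bound on the Xi. It excludes a gain of the Xi on the basis of the input reads, the allele-specific peak numbers, karyotyping and FISH, along with the allelic ratios of WT genomic DNA and of Hi-C read pairs between chromosomes. It concludes that CTCF binding rises generally along the Xi after deletion of the hinge, and less so after inversion of *Dxz4*.

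**Figure D4:**
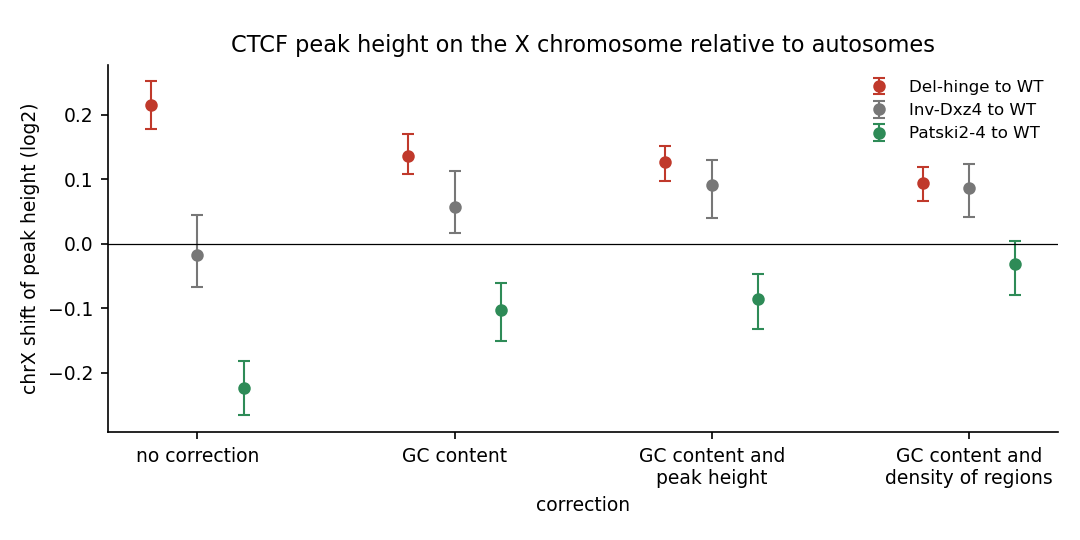
Shift of CTCF peak height on the X chromosome relative to WT (log2, centred on the autosomes other than chromosomes 3 and 4) without a correction and with each of 3 corrections, for Del-hinge (red), Inv-Dxz4 (gray) and Patski2-4 (green), 1 library each, with 95% bootstrap intervals as bars. In Del-hinge it is 0.22 without a correction and 0.14, 0.13 and 0.09 with the corrections.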

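Inv-Dxz4 was also compared with Patski2-4, its parental subclone, which was sequenced in another run. Relative to Patski2-4, the diploid peak height on the X chromosome in Inv-Dxz4 shifted by 0.18 (95% interval 0.15 to 0.21), and the X chromosome ranked 3 of the 20 chromosomes. The log2 ratio between these libraries was nearly independent of GC content (Spearman's rho 0.03). After the correction for GC content, the shift was still 0.18 (0.16 to 0.21). The autosomes other than chromosomes 3 and 4 lay between -0.25 and 0.33 in this comparison. In Del-hinge relative to Patski2-4, the shift was 0.48 (0.42 to 0.54), with a rho of -0.59 for GC content, and 0.27 (0.23 to 0.31) after the correction. With the number of shared regions within 1 Mb added to the correction, the shift relative to Patski2-4 was 0.14 (0.11 to 0.19) in Del-hinge. In Inv-Dxz4 it was then 0.14 (0.11 to 0.16).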

### Allelic chromatin accessibility in *Dxz4*-edited cells

Chromatin accessibility was measured using ATAC-seq in WT, Del-hinge clone a, and Inv-Dxz4 clone a (Supplementary Table 5). Although the overall autosomal allelic proportions (*spretus*/(*spretus* + BL6)) were as expected (50%), the X-chromosome allelic proportions (Xa/(Xa + Xi)) for Del-hinge, and to a lesser extent for Inv-Dxz4, were lower compared to WT (70% and 78% compared to 88%), possibly due of an increase in chromatin accessibility especially in Del-hinge (Supplementary Fig. 8a-c). Accordingly, the distributions of allelic proportions (see Methods) for each ATAC peak with SNP coverage are shifted to lower values for the X chromosome, but not for autosomes (Fig. 7a; Supplementary Fig. 9). Analysis of accessibility in the Patski2-4 WT subclone showed a similar Xa bias to that seen for WT, with an average allelic proportion of 92% versus 88% in WT (Supplementary Fig. 8c) and its distribution of allelic proportions being even more skewed toward the Xa than for WT (Supplementary Fig. 8d). Plots of ATAC peak *d*-scores (*spretus*/(*spretus* + BL6) − 0.5) show that the increase in chromatin accessibility is not uniform, but occurs across the entire length of the Xi in Del-hinge and to a lesser extent in Inv-Dxz4, while *d*-scores fall mainly around zero along autosomes (e.g., chromosome 2; Supplementary Fig. 7b).

**Fig. 7:**
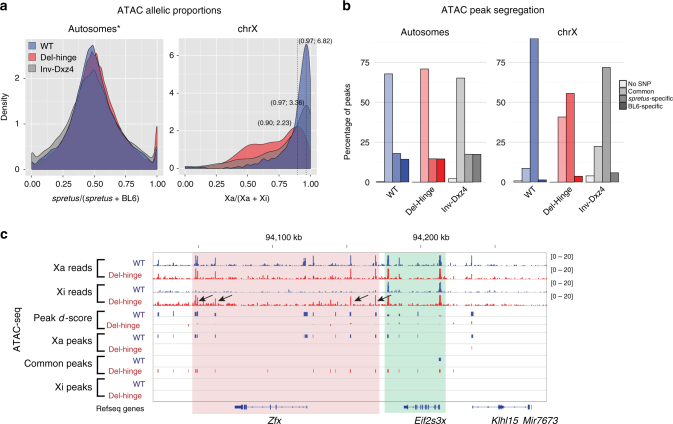
ATAC peak distribution on the Xi in Del-hinge and Inv-Dxz4. **a** As in Fig. 6a but for ATAC peaks. A shift in the distribution of allelic proportions due to an increase in ATAC peaks on the Xi is evident for the X chromosome in Del-hinge and to a lesser extent Inv-Dxz4, compared to WT. **b** As in Fig. 6b but for ATAC peaks. **c** As in Fig. 6c but for ATAC peaks. Note that the location of peaks that appear around *Zfx* (arrows) in Del-hinge differ from that of the CTCF peaks. See additional analyses in Supplementary Fig. 7–9

The same approach as described above for CTCF was used to designate *spretus*-specific, BL6-specific, and common peaks (Fig. 7b;). A smaller proportion of ATAC peaks are Xa-specific in Del-hinge (55%) versus WT (90%), with a higher proportion of common peaks in Del-hinge (40%) versus WT (9%; Fig. 7b). In Inv-Dxz4 these proportions are intermediate, with 72% peaks being Xa-specific and 23% common. Zooming in on individual genes, the appearance of ATAC peaks around X-linked genes that are normally inactivated and become expressed from the Xi in Del-hinge cells, for example *Zfx*, is evident, while ATAC peaks are not altered around genes that escape XCI such as *Eif2s3x* (Fig. 7c).

As seen for CTCF peaks, the additional Del-hinge and Inv-Dxz4 common ATAC peaks are found on the Xi in regions where WT common and Xa-specific ATAC peaks are also located (Supplementary Fig. 7d). Furthermore, binned CTCF and ATAC common peaks correlate both in Del-hinge (Spearman *ρ* = 0.84) and Inv-Dxz4 (*ρ* = 0.6), indicating that these two features are correlated. Indeed, unbinned common CTCF and ATAC peaks show spatial colocalization by the relative distance metric^32^ along both the Xa and the Xi in WT, Del-hinge, and Inv-Dxz4 (Supplementary Fig. 8e).

Taken together, results of the ATAC-seq analysis show an increase in Xi chromatin accessibility after deletion of the hinge and a lesser increase after inversion of *Dxz4*, consistent with a role for *Dxz4* in maintaining condensation of the Xi. Again, since we examined single-mutant clones, we cannot exclude clonal variability as an explanation to our findings.

### Epigenetic features of the *Dxz4*-edited Xi

To test for changes in the 3D volume of the Xi in *Dxz4*-edited cell lines, we used DNA-FISH for a whole X-chromosome paint. The majority of nuclei had two signals for the X-paint, consistent with the presence of two X chromosomes (Fig. 8a). H3K27me3 immunostaining resulted in a strong Xi-staining cluster in 90% of nuclei from Patski2-4, Del-hinge, and Inv-Dxz4 cells (Fig. 8b). These results confirm the presence on an Xa and Xi in these cell lines and also suggest that *Dxz4* deletion or inversion does not cause major changes in enrichment of the repressive histone mark on the Xi. The relative Xi/Xa signal intensities for the X-paint, H3K27me3 immunostaining, and Hoechst 33352 staining were comparable between cell types (Fig. 8c–e). However, the relative Xi/Xa volume determined by image analyses showed a small increase in Xi volume in Del-hinge (7%; *p*-value = 0.01 using Wilcoxon sum rank test) and in Inv-Dxz4 (6%; *p*-value = 0.03) nuclei compared to WT Patski2-4 nuclei (Fig. 8f).

**Fig. 8:**
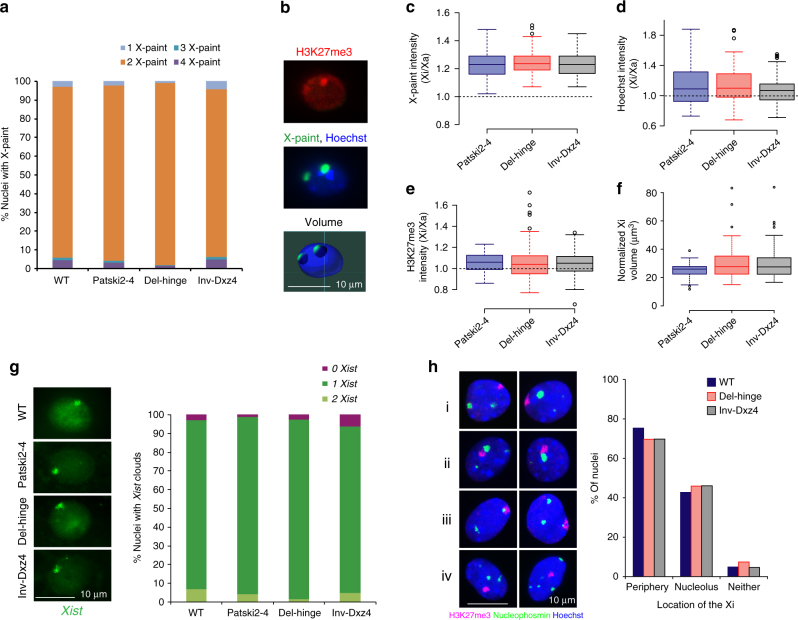
Epigenetic features of the Xi in *Dxz4*-edited cell lines. **a** Percentage of nuclei (`200 nuclei scored in each line) with 1 (light blue), 2 (orange), 3 (dark blue), or 4 (purple) X signals after DNA-FISH using an X-paint in WT, Patski2-4, Del-hinge, and Inv-Dxz4 cells. **b** Example of a *z*-stack image of a Del-hinge nucleus after H3K27me3 immunostaining (red), DNA-FISH using an X-paint (green), and Hoechst 33342 staining (blue). The Xa and Xi volumes were called based on the X-paint signals (lines show the microscope grid), using H3K27me immunostaining to identify the Xi. A 10 µm scale is shown. **c**–**e** Box plots of fluorescence intensities for the X-paint, Hoechst 33342, and H3K27me3 in wild-type Patski2-4 (blue), Del-hinge (red), and Inv-Dxz4 (gray) cells. No difference was detected between these lines by Wilcoxon rank sum test. Note that the Xi shows higher intensity of staining compared to the Xa. The boxes demarcate the interquartile range (IQR) with median. Whiskers are ±1.5 times the IQR. Outliers plotted as individual points. **f** Box plots of the Xi volume normalized to the Xa volume show a slight but significant (by Wilcoxon rank sum test) increase of the median value in the Xi volume in Del-hinge (7%; *p*-value = 0.01) and in Inv-Dxz4 (6%; *p*-value = 0.03). Boxes as described in **c**–**e**. **g** Left, examples of nuclei from WT, Patski2-4, Del-hinge, and Inv-Dxz4 cells after RNA-FISH for *Xist* (green; 10 µm scale shown). Right, bar plots of the percentage of nuclei (`200 nuclei scored in each line) with 0 (magenta), 1 (green), or 2 (yellow/green) *Xist* RNA clouds. The majority of nuclei have one *Xist* cloud with no significant difference between cell lines by Fisher’s exact test. See Supplementary Fig. 10a, b for *Xist* expression analyses. **h** Left, examples of nuclei stained with Hoechst 33342 (blue) and immunostained for H3K27me3 (red) to locate the Xi, and for nucleophosmin (green) to locate the nucleolus, show the Xi located either at the periphery (i), near the nucleolus (ii), sandwiched between periphery and nucleolus (iii), or at neither of these locations (iv). A 10 µm scale is shown. Right, the percentage of nuclei with the Xi near the periphery, the nucleolus, and at neither of these locations does not significantly differ between WT (blue), Del-hinge (red), and Inv-Dxz4 (gray) by Fisher’s exact test. A total of ~200 nuclei were scored per cell type by at least two different observers

RNA-FISH for *Xist* showed that the majority of nuclei had one cloud in WT (90%), Patski2-4 (95%), Del-hinge (96%), and Inv-Dxz4 (89%) cells, indicating that *Dxz4* deletion or inversion does not appear to disrupt *Xist* RNA coating on the Xi (Fig. 8g). Consistently, *Xist* expression levels were similar between cell types as shown both by RNA-seq and quantitative reverse transcription-PCR (RT-PCR; Supplementary Fig. 10a, b). We have previously reported that *Dxz4* and *Firre* on the Xi, but not on the Xa, are preferentially located near the edge of the nucleolus, and that the frequency of this preferred location and the level of H3K27me3 on the Xi decrease after knockdown of *Firre* lncRNA^15^. In contrast, we found that *Dxz4* deletion or inversion did not affect Xi positioning or H3K27me3 enrichment, as determined by nucleophosmin and H3K27me3 immunostaining (Fig. 8h).

Taken together, our results show that the changes in the configuration of the Xi we detect by Hi-C in Del-hinge/Dxz4 and Inv-Dxz4 are associated with a small increase in the apparent size of the Xi, but not with any apparent changes in H3K27me3 accumulation, *Xist* RNA coating, or location of the Xi. We cannot exclude changes that may be visible by super-resolution microscopy.

### Allelic gene expression in *Dxz4*-edited cells

RNA-seq was done on the edited cell lines and pair-wise comparisons were used to evaluate allelic gene expression changes (Supplementary Tables 6 and 7). In comparison to WT, Del-hinge clone a showed reactivation of a few genes on the Xi, with 16 genes showing significant upregulation, and no gene showing downregulation (Fig. 9a; Supplementary Fig. 10c; Supplementary Data 2). This unidirectional trend was not observed for the Xa, nor for the autosomes, for which 55 and 2689 genes, respectively, showed differential expression (DE) occurring in both directions (Fig. 9a; Supplementary Fig. 10c; Supplementary Data 2, 3). Note that 517 DE autosomal genes map to chromosomes 3 and 4, reflecting aneuploidy in WT cells. While a greater number (but lower proportion) of genes subject to XCI (12/331 or 4%) than escape genes (4/29 or 14%) were DE in Del-hinge clone a, the significance of this observation is unclear, given the limited number of genes classified as escape genes (Supplementary Data 4). Reactivated genes were distributed all along the Xi in regions of high gene density, with no correlation with respect to *Dxz4* location (Fig. 9b). Intriguingly, two reactivated genes (*Zfx* and *Eda2r*) show a surrounding TAD structure that becomes more similar to that of the Xa in Del-hinge clone a (Fig. 5a; Supplementary Data 2), and *Zfx* also shows an apparent increase in ATAC accessibility and CTCF binding around the gene (Figs. 6c and 7c)

**Fig. 9:**
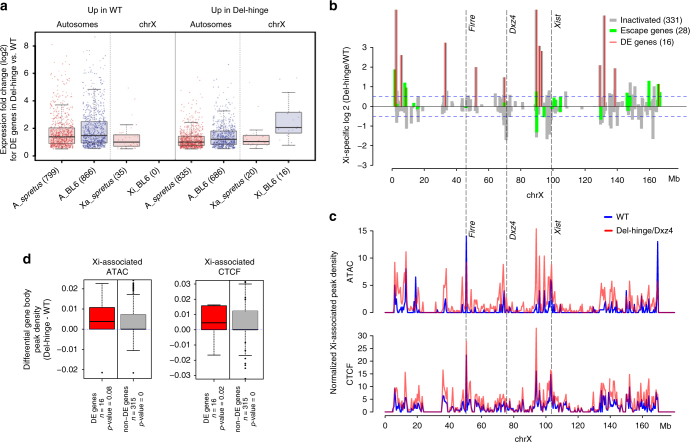
Gene expression analyses. **a** Box plots showing the distribution of fold changes in allelic gene expression in Del-hinge versus WT for autosomal (A_*spretus* or A_BL6) and X-linked (Xa or Xi) genes that have significantly increased expression (log2 > 0.5 and adjusted *p*-value < 0.05 by the Wald test) in WT or in Del-hinge as determine by DESeq2^59^. Red, *spretus* alleles; blue, BL6 alleles. Box and whisker demarcations as described for Fig. 8c–f. **b** Distribution of genes with expression fold changes between Del-hinge versus WT along the length of the Xi, considering 331 genes normally subject to XCI (gray) and 28 genes that escape XCI (green) (note only 28/29 escape genes could be tested for differential expression because *Slc16a2* lacked the allelic coverage to do so). The 16 genes that show significant differential expression are demarcated with red vertical lines. The positions of *Firre*, *Dxz4*, and *Xist* are indicated. **c** Plots of Xi-associated (common + Xi-specific) ATAC and CTCF peak density (counts binned within 500 kb windows) along the X chromosome for WT (blue) and Del-hinge (red) aligned with expression fold changes in **a**. To account for differences in the number of SNP-covered peaks obtained between samples due to differences in the depth of sequencing (Supplementary Tables 3 and 5), the binned counts are scaled by a factor obtained from the between-sample ratios of autosomal diploid SNP-covered peaks. For CTCF the scaling factors are 0.7 and 0.87, while for the ATAC peaks the scaling factors are 0.5 and 0.38, for WT and Del-hinge, respectively. The positions of *Firre*, *Dxz4*, and *Xist* are indicated. See also Supplementary Fig. 7c, d and 10c. **d** Box plots of differential Xi-associated ATAC and CTCF peak densities between Del-hinge and WT. Peak densities within X-linked gene promoter regions and gene bodies (10 kb upstream to TTS) are normalized for gene length and scaled by total diploid autosomal peak ratios. Genes are partitioned into those that show significant differential expression between WT and Del-hinge (DE; red) and those that did not (non-DE; gray). The number of genes in each group and the *p*-values from one-sided paired Wilcoxon tests are indicated. Box and whisker demarcations as described in **a**

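The same between-sample ratios were taken from all diploid autosomal CTCF peaks. Scaled to Inv-Dxz4, the library with the fewest peaks, the factor was 0.692 for WT and 0.838 for Del-hinge over autosomes 1 to 19. Without chromosomes 3 and 4, it was 0.692 for WT and 0.836 for Del-hinge. With peaks of a negative log10 q-value of at least 5 only, it was 0.731 and 0.898. These numbers include peaks without SNP coverage.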

Next, we examined the possibility of a correlation between increased Xi expression and increased accessibility and CTCF binding in general. The 16 reactivated genes on the Xi fall within regions with a higher density of Xi-associated ATAC and CTCF peaks (Xi-specific and common peaks binned within 500 kb) in Del-hinge clone a, suggesting that de-condensation of the Xi may facilitate limited reactivation (Fig. 9b, c; Supplementary Fig. 7c, d). We then calculated the ATAC and CTCF peak densities within all X-linked gene bodies and their upstream promoter regions (10 kb upstream of the transcription start site (TSS)). 

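Diploid CTCF peaks were counted from 10 kb upstream of the TSS to the end of each gene listed in Supplementary Data 2, divided by that length, and scaled between libraries by the autosomal peak numbers. They include peaks on the Xa alone, where the paper's densities are of Xi-associated peaks, so that the values are not directly comparable. Of the 331 genes listed, 329 were matched to the annotation, including all 16 DE genes. The median difference between Del-hinge and WT for the 16 DE genes was 0.00307 scaled peaks per kb (95% bootstrap interval -0.000933 to 0.0149), and 0.00141 for the other 313 genes. The scaling raises Del-hinge relative to WT at each gene with an unchanged number of peaks, unless that number is 0. Before scaling, the number of peaks was higher in Del-hinge for 4 of the DE genes, lower for 6 and the same for 6, and the median difference was 0 (-0.00808 to 0.00936). Among the other genes, it was higher for 35, lower for 102 and the same for 176. With scaling, the median of the DE genes lay at percentile 59.3 of 10000 random sets of 16 other genes matched on peak density. Without scaling, 14.4% of the sets had a lower median than the DE genes, with ties not counted as lower. The median over the sets was then 0, the same as that of the DE genes. In the gene body alone, the median difference was 0.00344 and the percentile 90.7. With peaks of a negative log10 q-value of at least 5 only, the median difference was 0.00420 (0.00258 to 0.0161) and the percentile 84.6. Genes are not independent replicates.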

Both peak densities were greater in Del-hinge clone a for the 16 DE genes, though this trend was only significant for CTCF binding and not for accessibility (Fig. 9d). However, non-DE genes showed similar trends, indicating that although ATAC and CTCF densities along the Xi are strongly correlated (Spearman *ρ* = 0.71), they do not correlate with the upregulation of any X-linked gene in particular but rather with gene dense regions (*ρ* = 0.41 and 0.57 for ATAC and CTCF, respectively). 

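The number of diploid CTCF peaks in 500 kb windows of the X chromosome followed the number of genes starting in the window. Across the 343 windows, which held 1091 genes, Spearman's rho was 0.680 (95% interval 0.618 to 0.733) in WT and 0.690 (0.630 to 0.742) in Del-hinge. It was 0.678 in Inv-Dxz4 and 0.685 in Patski2-4. With 172 windows of 1 Mb, rho lay between 0.748 and 0.760 in the 4 libraries. Windows within a library are not independent replicates.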

We conclude that changes to the chromosome structure may set up an environment that allows for limited, stochastic reactivation/upregulation.

Next, we examined Xi- and Xa-specific expression levels in additional cell lines, Del-hinge clone b, Del-Dxz4, and Del-Ds-TR (Supplementary Fig. 11a-d). As many as 77–85% of genes showed no or very low Xi-specific expression (Xi-TPM < 0.2), indicating that silencing is largely maintained in these cell lines. There was a minor reactivation of the Xi in Del-hinge clone b and in Del-Dxz4, with the upregulated genes partially overlapping those observed in Del-hinge clone a, indicating variability between cell clones (Supplementary Fig. 11a-c; Supplementary Tables 6 and 7; Supplementary Data 2 and 3). In two Inv-Dxz4 clones (a and b) and corresponding subclones of WT cells (Patski2-4 a and b) there was very little evidence of DE genes on the X (8 including 4 on the Xi) and on the autosomes (317; Supplementary Fig. 10d, 11e; Supplementary Data 5). Pair-wise comparisons between cell lines confirm limited expression changes between Inv-Dxz4 and Patski2-4 (Supplementary Table 7).

To test for potential synergistic effects between condensation of the Xi and DNA methylation, we treated cells with 5-aza-2′-deoxycytidine (5-aza-2dC) to induce DNA demethylation. Consistent with the inhibitory role of DNA methylation on gene expression, there was global upregulation of autosomal and X-linked genes in WT and Del-hinge cells after 5-aza-2dC treatment (Supplementary Fig. 12a-d). In WT cells, 2328 autosomal and 129 X-linked genes were significantly upregulated, with only 640 autosomal and 27 X-linked genes being downregulated (Supplementary Fig. 12a, c). Similarly, in Del-hinge cells, 1318 autosomal and 75 X-linked genes were significantly upregulated and only 133 autosomal genes and no X-linked gene downregulated. Thus, demethylation did not cause a differential increase in the number of reactivated X-linked genes between Del-hinge and WT (Supplementary Fig. 12b, d; Supplementary Table 7; Supplementary Data 6 and 7).

Thus, deletion of *Dxz4* or of the hinge, with or without DNA demethylation, and inversion of *Dxz4* are insufficient to cause massive reactivation of genes on the Xi, despite the observed de-condensation and increase in chromatin accessibility in the edited cell lines.

## Discussion

We determined that *Dxz4* is the sole element necessary for maintenance of the condensed 3D bipartite configuration of the Xi in mouse fibroblasts. Indeed, a deletion of *Dxz4* alone (44 kb), which is much smaller than those previously reported in mouse embryonic stem (ES) cells and in human fibroblasts (200–300 kb), is sufficient to cause de-condensation of the Xi^8,9^. Remarkably, we show that the Xi bipartite structure persists after inversion of *Dxz4*, indicating that the locus insulates the Xi superdomains in either orientation. However, *Dxz4* inversion causes a massive re-distribution of long-range contacts from the telomeric to centromeric superdomain, presumably due to a reversal of the mostly unidirectional CTCF-binding motifs at *Dxz4*^12^.

The greatest level of disruption of the Xi bipartite structure after *Dxz4* deletion or inversion is in the vicinity of the locus, in agreement with a study in human where a large hinge deletion coincides with the disruption of an interaction compartment (as reflected by PC scores) in the vicinity of *DXZ4*^8^. We observed minor changes in the TAD structure of the Xi, also mostly located in the vicinity of *Dxz4*. However, the surprising increases in CTCF binding and in chromatin accessibility in cells with a deletion of the hinge, and to a lesser extent in cells with an inversion of *Dxz4*, were widespread along the Xi. CTCF binding is normally low on the Xi except at genes that escape XCI^33^, and Minajigi et al.^10^ proposed that *Xist* RNA evicts CTCF and cohesin. Furthermore, induction of *Xist* expression in male ES cells results in the formation of a bipartite structure and loss of chromatin accessibility^9^. However, our results suggest that partial CTCF return after deletion of the hinge is independent of *Xist* in our system. The increase in CTCF binding concomitant with the loss of long-range interactions on the Del-hinge Xi is reminiscent of observations made on neuronal cells with altered levels of CTCF^34^. One possibility is that loss of long-range contacts and increased chromatin accessibility may facilitate CTCF binding in cells with an alteration of the hinge.

Very little reactivation of X-linked genes, even in the presence of a demethylating agent, was observed in mutant cells, attesting to the multiple layers of control that ensure silencing of the X^1,35,36^. Rather, our findings of clonal variability suggest that de-condensation of the Xi in Del-hinge may facilitate stochastic dysregulation of a few X-linked genes (Fig. 9). A similar level of clonal variability was reported in human cells, as well as in mouse ES cells, the latter with a deletion of the hinge induced prior to XCI, in which loss of escape from XCI was observed for a single-cell clone, but was not confirmed in others^8,9^. Taken together, these results indicate that *Dxz4* mutations induced either prior to XCI or following XCI do not result in widespread changes in gene expression. No changes in the repressive histone mark H3K27me3 enrichment on the Xi were observed in our mutant lines, but we cannot exclude local changes around the locus, or a shift in Xi replication timing from early to late as observed in human cells^8^.

Since the inversion of *Dxz4*, which includes its promoter, causes massive contact re-distribution, it appears that the locus itself rather than its lncRNA is critical for the proper orientation of contacts. *Dxz4* transcription could still play a role in the Xi structure, e.g., by opening the locus, but this remains to be clarified. *Dxz4* lncRNA is differentially expressed from Xa and Xi alleles, with a long sense-transcript detected from the Xa^12^, and higher expression in female versus male tissues and cell lines consistent with Xi expression^15^.

A surprising finding in our study is that *Dxz4* mainly contacts loci located in the telomeric superdomain and that these long-range contacts are either lost after deletion or shifted to the centromeric superdomain after inversion (Fig. 3). 

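*Dxz4*, as defined by the edited interval, spans 43659 bp of the X chromosome up to 75764754 in mm10, without an unknown base in the reference. A non-coding RIKEN gene covers most of it, on the minus strand from 75725458 to 75764699. Each primer of the *Dxz4* ChIP pair matched the reference exactly at 13 places. The forward primer matched on the plus strand from 75729611 to 75758837, and neighboring matches were 968 to 3882 bp apart with a median of 2507 bp. A 19 bp CTCF motif was learned from 2500 CTCF peaks (consensus GTGGCCACCAGAGGGCACC) and occurred in 70.7% of 2500 other peaks, against 0.84% of background sequences. At this threshold, 5 matches per 100000 background positions, there was no match in *Dxz4*, where 4.37 were predicted from the background rate. At 20 per 100000 positions, a threshold added after that result, there were 3 matches, 1 on the plus and 2 on the minus strand, against 17.5 from the background rate. The background was sequence near the summits of strong CTCF peaks. In shuffled *Dxz4* sequence, the search at 5 per 100000 gave 0 calls other than planted motifs, so that this rate overstates the matches predicted here. A motif that differs from the learned one would be missed, and the background rate treats the copies of a repeat as independent sequence. The number of matches therefore shows neither an absence of CTCF motifs nor a depletion below the background. The motif search was not planned before the data were seen.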

CTCF strongly binds at *Dxz4* on the Xi via unidirectional conserved CTCF-binding motifs embedded in the tandem repeats of the macrosatellite locus^12,15^. The orientation of CTCF motifs is critical in the formation of chromatin loops by extrusion, in which a cohesin ring complex is loaded onto two *cis* regions of chromatin, potentially in combination with other extruding factors (EFs), and then slides over the chromatin fiber in opposing directions bringing increasingly remote regions together and resulting in extrusion of a loop^11,21–23,37^. The processivity of EFs is curtailed by BEs, such as CTCF, in a directional manner, with binding to convergent motifs being far more effective^11,21–23,37^. In this scenario, the particularly large bank of Xi-specific CTCF binding at *Dxz4*^12,15^ would present a formidable barrier to EFs, halting chromatin fiber translocation at that end of the loop. Thus, EFs would tend to stall at *Dxz4*, impeded from moving through to the other side of the locus and effectively insulating the two superdomains from one another. At the other end of the loop, however, EFs would remain relatively free to continue to extrude chromatin, unless they encountered another loop or another CTCF-binding site preferably in opposite orientation (Fig. 10). Given the paucity of CTCF binding on the Xi this would result in very large loops spooling out from the *Dxz4* locus bridging relatively few contact hotspots. This is consistent with polymer simulations highlighting the role of EFs in imposing insulation over large spatial and genomic distances simply by their translocation processivity being regulated by BEs such as CTCF^21^. Following this reasoning, regions immediately to the rear of *Dxz4* (with directionality dictated by the orientation of the CTCF motifs) would be subject to reduced translocation, due to stalling of the EFs. The diminished extrusion would result in fewer long-range contacts and reduced loop formation with chromatin taking on a more unraveled appearance (Fig. 10). This unraveling “behind” *Dxz4* may also result from increased tension in the chromatin fiber due to the locus being pulled closer to *Xist* and *Firre* in the WT and Inv-Dxz4 Xi, respectively (Fig. 3e). The *Dxz4* orientation-dependent shift in contacts is also visible as a telomeric to centromeric switch in the line of strong contacts made by *Dxz4*, representing a “flame”^21,29^, in line with the model proposed above (Figs. 1a, 2b, and 3b).

**Fig. 10:**
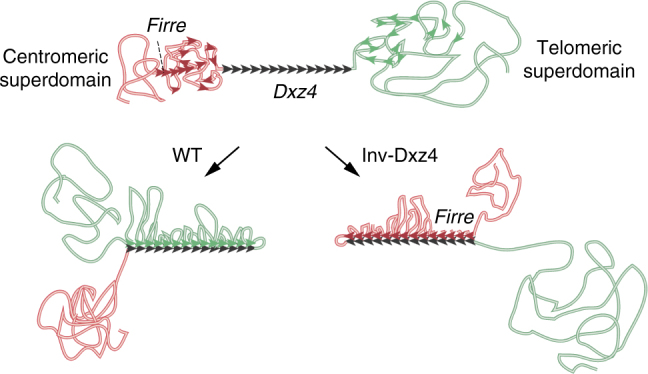
Model for the role of *Dxz4* in unidirectional contacts with other loci on the Xi. Diagram of the *Dxz4* locus (black) with adjacent centromeric (red) and telomeric (green) superdomains of the Xi. The orientation of CTCF-binding motifs is shown with black arrows, with 14 motifs being represented. Potential CTCF sites located in the telomeric superdomain are shown as green arrows, and on the centromeric domain as red arrows. In WT cells contacts between *Dxz4* and loci telomeric to the locus would result in the formation of loops anchored at *Dxz4* by the correct alignment of CTCF motifs, which would stall cohesin rings that continuously extrude loops (not depicted). *Dxz4* would be pulled to the telomeric end of the hinge. After *Dxz4* inversion contacts would shift to the centromeric superdomain, and be especially enhanced between *Dxz4* and *Firre*. A new de-condensed hinge would form, with *Dxz4* located at its centromeric end. Note that in WT and Inv-Dxz4, loops are depicted as anchored at each CTCF-binding site on *Dxz4*. However, the process of loop formation is not static, but rather highly dynamic; thus, at a given time not all loops are likely to be anchored and larger or smaller loops may form.

Among the new or enhanced long-range contacts found after *Dxz4* inversion, the most striking is a strong interaction between *Dxz4* and *Firre*, most likely mediated by the banks of CTCF-binding sites at both loci^12,15,28^. While the orientation of CTCF motifs is not completely defined at *Firre* due to the repetitive nature of the locus, our motif searches indicate that a similar number of CTCF-binding sites exist in either orientation. 

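*Firre* lies on the minus strand of the X chromosome from 50563120 to 50635321 in mm10. In the gene body, 27 diploid CTCF peaks were called in WT, 26 in Del-hinge, 24 in Inv-Dxz4, and 27 in Patski2-4. The motif learned from CTCF peaks matched at 8 places in the gene, 7 on the plus strand and 1 on the minus strand, where 7.22 were predicted from the background rate. The match on the minus strand was at 50624871 to 50624889 (ACAGACACCAGATGGCAGT). A 19 bp sequence, AATGGCAGAAGATGGCGGC, occurred at 4 of the matches on the plus strand. In WT, 6 of the 8 matches lay in a CTCF peak. At 20 matches per 100000 background positions, there were 54 matches, 37 on the plus and 17 on the minus strand, against 28.9 from the background rate, and at 1 per 100000 there was none. At the main threshold the number of matches was close to that predicted from the background rate. That rate overstated the matches in shuffled *Dxz4* sequence and was not tested on *Firre* sequence. The split of the 8 matches between strands is a weak measure of motif orientation.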

Note that a previous study reported a strong peak of *DXZ4/FIRRE* interactions in human cells, while we observed little interaction in mouse WT cells^8,11^. This probably reflects a different configuration between species, with the human *DXZ4* locus containing two sets of CTCF motifs in opposite orientation^14^, which would be favorable to interactions with loci on both sides, including *FIRRE*. In human *DXZ4* colocalizes with a strong visible accumulation of CTCF^38,39^. We found that the bank of CTCF-binding sites at *Dxz4* still has the ability to curtail the movement of cohesin even when inverted (Fig. 10). Thus, *Dxz4* contacts have little specificity, consistent with the lack of conservation of the *Dxz4* repeat units, except for the CTCF-binding motifs and a short sequence (13 bp) that may represent a binding site for another BE^12^. A previous study reported that cohesin is excluded from the Xi^10^, but we have reported that at least *Dxz4* and *Firre* strongly bind cohesin on the Xi^15^. Further studies are needed to sort out the role of cohesin and CTCF on the Xi. Indeed, loss of CTCF can lead to re-distribution of cohesin away from CTCF binding peaks rather than a loss of cohesin^40^.

We propose a model in which the multiple CTCF sites within *Dxz4* act as a row of unidirectional obstacles that hook multiple loops of chromatin with an inherent ability to insulate in either orientation (Fig. 10). This model also suggests a possible mechanism by which the Xi may fold at the hinge, but this remains to be further investigated^6^. The *Dxz4* platform may behave in a manner more akin to a ratchet than to velcro, since the locus orientation is important and translocation of chromatin is impeded unidirectionally. Although Xi-specific *Dxz4* contacts are represented as occurring simultaneously along the same chromatin fiber in our model and could be interpreted to be stable structures, in reality this is unlikely to be the case. The process is probably dynamic, with contacts between distant X-linked loci and the *Dxz4* platform being transient albeit relatively frequent. And whether some or all units of the Xi tandem repeat are engaged in loop formation in a single cell is unclear. Single-cell analyses may help better understand cell-to-cell variability in the Xi contact distribution.

## Methods

### Allele-specific CRISPR/Cas9 editing of Patski cells

Patski cells are fibroblasts that we previously derived from 18dpc embryonic kidney from a cross between a BL6 female mouse with an *Hprt*^*BM3*^ mutation^41^ and *Mus spretus* male. Frequent polymorphisms between mouse species (1/93 bp using validated Sanger *M. spretus* SNPs compared to mm10) allow distinction between alleles. The cells were selected in HAT media such that the BL6 X chromosome is always inactive as verified in previous studies^26,27^. Patski cells were cultured in Dulbecco’s modified Eagle medium with 10% fetal bovine serum and 1% penicillin/streptomycin. Xi-specific deletions or inversions were induced using pairs of small guide RNAs (sgRNAs) that flank either most of the hinge region or only some of its elements (Supplementary Table 8). The allele-specific sgRNAs designed using CHOPCHOP^42,43^ were selected to include BL6 SNPs at the PAM site if available (Supplementary Fig. 1a; Supplementary Table 8). Patski cells were transfected using Ultracruz transfection reagents (Santa Cruz). Verifications of the deletions/inversion were done using PCR together with Sanger sequencing to confirm specific loss of the BL6 allele at the deletion and to verify junction sequences containing BL6 SNPs (Supplementary Fig. 1b; Supplementary Table 9). Note that two independent clones (a and b) with a deletion of the hinge and with an inversion of *Dxz4* were derived, while single clones were derived for other deletions or inversion. Del-hinge clone a was also confirmed by FISH (Supplementary Fig. 1c). The presence of normal un-rearranged X chromosomes was verified by karyotyping. Del-hinge clone a and Inv-Dxz4 clone a, which have a near-diploid normal karyotype, were used for all studies (Hi-C, ChIP-seq, ATAC-seq, and microscopy), except for gene expression analyses in which we considered both clones a and b. The main WT Patski cell line is near-diploid, with 40,XX cells as well as cells with trisomy 3 and monosomy 4. A WT 40,XX subclone of WT Patski, Patski2-4, was also derived. Genomic DNA sequencing verified the presence of similar number of reads for the X chromosomes from BL6 (Xi) and from *spretus* (Xa) in WT cells with an allelic ratio similar to that seen for autosomes except for chromosomes 3 and 4, which show skewing due to known BL6 trisomy 3 and monosomy 4 in a high proportion of WT cells, not present in Del-hinge and Inv-Dxz4 clones. (Supplementary Data 1).

### DNA-FISH, RNA-FISH and immunostaining

To verify the presence of a deletion in Del-hinge DNA-FISH was done on metaphase cells fixed in methanol:acetic acid (3:1 volume) using BAC probes (RP23-299L1 for *Dxz4* and RP24-322N20 for *Firre*). Probes were labeled with SpectrumGreen or SpectrumRed dUTP (Vysis # 02N32-050 or 02N34-050) using a nick translation reagent kit (Abbott Molecular Inc.). Probes were hybridized overnight at 42 °C to slides denatured in 70% formamide/2× SSC at 85 °C for 15 min and dehydrated for 2 min each in 70, 85, and 100% ethanol, followed by post-hybridization washing three times 5 min in 50% formamide/2× SSC at 42 °C and three times 5 min in 2× SSC at 42 °C. Counterstaining was done with 33342 Hoechst in phosphate-buffered saline (PBS; 2 µg/ml), prior to mounting the slides in Antifade.

RNA-FISH was done using a 10 kb *Xist* cDNA plasmid (pXho, which contains most of exon 1 of *Xist*^44^) labeled by nick translation using green dUTP (Abbott Molecular Inc., # 02N32-050). Cells were permeabilized in buffer (100 mM NaCl, 300 mM sucrose, 3 mM MgCl_2_, and 10 nM PIPES, pH 6.8) containing 0.5% Triton and an RNase inhibitor (2 nM vanadyl ribonucleoside complex) on ice for 10 min prior to fixation in 3% paraformaldehyde for 10 min at room temperature. Slides were dehydrated for 2 min each in 70, 80, 95, and 100% ethanol. Hybridization to the probe was done overnight at 37 °C prior to washing three times 5 min in 50% formamide/2× SSC at 42 °C and three times 5 min in 2× SSC at 42 °C. Slides were counterstained with 33342 Hoechst in PBS (2 µg/ml, Molecular probes). A total of ~200 nuclei per genotype were scored for the presence of *Xist* RNA clouds.

Immunostaining of paraformaldehyde-fixed nuclei was done using primary antibodies for H3K27me3 (rabbit-derived polyclonal antibody diluted 1:250, Upstate/Millipore, # 07-449) and for nucleophosmin (mouse-derived monoclonal antibody diluted 1:250, Abcam, # ab10530). Briefly, cells were cultured on chamber slides and permeabilized in 0.5% Triton X-100 for 10 min prior to fixation with 4% paraformaldehyde for 10 min. Fixed cells were blocked in bovine serum albumin (BSA) buffer (4× SSC and 0.42% BSA) for 30 min prior to incubation with the primary antibody overnight at 4 °C. Cells were then washed with PBS with 0.05% Tween and slides were incubated with secondary antibodies diluted 1:300 (Texas red anti-rabbit from Vector # TI-1000, and fluorescein anti-mouse, Vector, # FI-2100) for 2 h at 37 °C. Slides were washed in PBS with 0.05% Tween and counterstained with Hoechst 33342 (2 µg/ml, Molecular Probes). Nuclei were examined by fluorescence microscopy to score the position of the Xi marked by H3K27me3 with respect to the nuclear periphery and the edge of the nucleolus. For Xi nuclear positioning, a total of ~200 nuclei were scored by at least two different observers.

For 3D image analysis, DNA-FISH using a whole mouse X chromosome paint probe (XMP X green from MetaSystems) was done as described above in combination with H3K27me3 immunostaining and Hoechst 33342 staining (2 µg/ml, Molecular Probes). Images were collected using 21 *z*-stacks (0.3 µm per stack; 10 stacks up and down from the middle plane) using a Nikon TiE inverted wide-field fluorescence microscope. The 3D image analysis was done using Imaris image analysis software for 63, 86, and 51 nuclei from Patski2-4, Del-hinge, and Inv-Dxz4, respectively, in which the X-chromosome surface was called based on X-paint probe intensity using the auto-setting threshold. As expected, the condensed Xi marked by H3K27me3 usually showed stronger signals for the X-paint probe compared to the Xa, and also had a stronger Hoechst 33342 signal. The Xi volume was calculated and normalized to the Xa volume in the same nucleus (Xi/Xa×15 µm^3^).

### Quantitative RT-PCR

RNA extracted from WT, Patski2-4, Del-hinge, and Inv-Dxz4 cells by the Qiagen RNeasy kit with on-column DNaseI digestion was reverse-transcribed into first-strand cDNA using SuperScriptII reverse transcriptase (Invitrogen). qPCR was done for two independent cDNA preparations per genotype using gene-specific primers and an ABI7900 qPCR system. The primer sequence information is in Supplementary Table 9.

### In situ DNase Hi-C data analysis

In situ DNase Hi-C was done on intact nuclei from WT and deleted/inverted Patski cells using a previously described method^45^. We sequenced the in situ DNase Hi-C libraries using paired-end reads 80 and 150 bp in length (Supplementary Table 1). For each in situ DNase Hi-C library, we mapped each end of the paired-end reads separately to the BL6 genome using the NCBI build v38/mm10 reference genome assembly obtained from the UCSC Genome Browser^46^ and a pseudo-*spretus* genome using BWA-MEM (v0.7.3) in single-end mode using default parameters^47,48^. A pseudo-*spretus* genome was assembled by substituting available SNPs (from Sanger Institute, SNP database 2014/10/27 v4) into the BL6 reference genome, as described^33^. We retained only primary reads with mapping quality (MAPQ)  ≥ 30 for further analysis. Using heterozygous SNPs between the BL6 genome and the pseudo-*spretus* genome that were validated for our particular Patski cell line, we segregated all high-quality uniquely mapped reads (MAPQ ≥ 30) using an approach very similar to that described in ref. ^7^, with the exception that in order to maximize the number of reads assigned to either the BL6 Xi or the *spretus* Xa, we required that only one end of the read be specifically mapped to one mouse species, while the other end was allowed to be ambiguously mapped. This approach, commonly used to analyze data from hybrid systems, is based on the assumption that intrachromosomal contacts are much more frequent than interchromosomal contacts. Briefly, each end of each read pair was assigned to one of three categories: (1) BL6-SNP reads containing only BL6-specific SNP(s); (2) *spretus*-SNP reads containing only *spretus*-specific SNP(s); (3) ambiguous reads that did not contain valid SNPs or that contained valid SNPs from both alleles. We refer to both BL6-SNP reads and *spretus*-SNP reads as “allele-specific reads”, and reads that do not contain valid SNPs as “allele-uncertain reads”. Reads were paired with their corresponding mates, and those read pairs with at least one end being allele-specific were retained for subsequent allele-specific analysis. To eliminate the bias due to the PCR duplication step, we removed redundant paired-end reads defined as those pairs where both ends were mapped to identical locations in the same genome assembly. This resulted in a set of valid read pairs representing DNA–DNA interactions (Supplementary Table 1).

We generated tables of allelic read counts by chromosome and genome-wide along with the allelic ratio (BL6/*spretus*) and the ratio relative to the genome-wide ratio for Patski WT, Del-hinge, and Inv-Dxz4 in situ DNase Hi-C libraries (Supplementary Data 1). Tables were generated for (1) all read pairs (*cis* + trans), (2) interchromosomal read pairs (*trans* only), (3) intrachromosomal reads pairs (*cis* only), and (4) intrachromosomal reads pairs separated by at least 20 kb (*cis* > 20 kb). Note that in the case of (1) and (2) counts are based on each end of filtered and segregated read pairs, while for (3) and (4) counts are based on filtered and segregated read pairs. The tables show a similar number of reads for the X chromosomes from BL6 (Xi) and from *spretus* (Xa) in WT cells with an allelic ratio similar to that seen for autosomes except for chromosomes 3 and 4 in WT cells, which show skewing due to known BL6 trisomy 3 and monosomy 4 in a high proportion of WT cells, not present in Del-hinge and Inv-Dxz4 clones. Using all read pairs (*cis* + trans), the X-chromosome allelic ratio relative to the genome is slightly skewed toward the Xi (1.08, 1.2, and 1.21 for WT, Del-hinge, and Inv-Dxz4, respectively). However, this appears to be driven by intrachromosomal interactions rather than by potential copy number differences, and by using only interchromosomal read pairs (*trans* only), the X-chromosome allelic ratio relative to the genome is close to 1 in all samples (1.01, 1.01, and 1.03 for WT, Del-hinge, and Inv-Dxz4, respectively). Furthermore, no such skewing in the allelic ratios for the X chromosome are seen for WT genomic DNA, nor for WT or Del-hinge ChIP input (Supplementary Table 3).

The resulting valid read pairs were used to generate allele-specific whole-genome contact maps at 500 and 40 kb resolution. To do so, we partitioned the genome into non-overlapping bins and counted the number of allele-specific contacts (uniquely mapped valid paired-end reads) observed between each pair of bins. The dimension of the resulting allelic contact maps is the total number of bins in the genome, where entry (*i*, *j*) contains the contact count between bins *i* and *j*. We normalized the allele-specific contact maps using an iterative correction method^49^ to obtain a filtered contact map with near-equal row and column sums. Prior to applying the iterative correction procedure, the contact maps were filtered as follows: bins along the diagonal, super-diagonal (+1 off-diagonal), and sub-diagonal (−1 off-diagonal) (representing entries dominated by self-ligation products), and bins with the lowest 2% read coverage (representing sparsely populated regions dominated by spurious contacts) had their contact counts set to zero.

To increase resolution, two pooled sets of Hi-C contacts were generated: a data set representing Del-hinge and Del-Dxz4 (designated Del-hinge/Dxz4) and another representing WT and Del-Ds-TR (designated WT*; Supplementary Table 1). Allelic contact maps for each individual data set are very similar to those obtained from the pooled data in terms of the presence or absence of the bipartite structure, justifying the pooling (Fig. 1a; Supplementary Fig. 2a, b).

To compare contact maps across multiple samples, intrachromosomal contact maps were quantile normalized to one another. The Pearson correlation transformation of contact matrices was performed to better visualize the more probable contacts and mitigate for differences in sequencing depth and data sparsity due to allelic-specific read assignment. This transformation was performed as described in ref. ^6^, except that the transformation was performed on the ICE (iterative correction and eigenvector decomposition)-normalized contact matrices rather than the observed-over-expected matrices because we did not wish to normalize out the distance effect.

### Contact decay curves

Plots of the average Hi-C interaction frequencies as a function of genomic distance^6^ were performed using ICE-normalized contact matrices at 500 kb resolution either across the length of the chromosomes or within the specified regions of the X chromosome. The value in the contact decay curve at *x*-axis position *k* is the normalized sum of read counts for all intrachromosomal interactions involving pairs of loci (*i*, *j*) such that *i* − *j* = *k* or *j* − *i* = *k*. The curve is the same if we consider only the upper triangle (unidirectional) or both upper and lower triangles (bidirectional), as long as we divide through by the correct total count in each case. To account for differences that arise for technical reasons during library preparation, the average autosomal reads per unit of distance from the diagonal for each sample and allele were scale normalized to one another. These autosomal scaling factors were then applied to the X-chromosome alleles.

### Coverage score analysis

To count the number of reads spanning each locus along the chromosome across all length scales we made a minor adaptation to the coverage score developed by^30^. Briefly, the coverage score for each bin at a particular resolution was calculated as the average number of interactions within bins spanning this central bin of interest. This score calculation can be visualized as sliding a V-shaped region (with the arms of the V extending all the way to the edges of the contact map) along the diagonal of the contact map and calculating the mean interaction counts (sum of counts/number of bins) within the region. One point of difference compared to Eser et al.^30^ was that instead of normalizing the coverage score for each chromosome to fall within the range [0; 1], we normalized the scores by calculating log2(coverage score/chromosomal mean), as is done in the insulation score calculation (see below). Additionally, we did not restrict our analysis to interactions <100 kb, but instead considered all interactions spanning each locus (i.e., the arms of the V-shaped region extend all the way to the borders of the contact map). However, when calculating the coverage scores for the unmerged datasets (WT, Del-hinge, Del-Dxz4, Del-Ds-TR, and Inv-5′ Ds-TR), we did exclude bins within the first and last 10 Mb of the chromosome in order to avoid extreme edge effects that were evident especially in the sparser samples. Furthermore, a five-window, degree two polynomial Savitzky-Golay filter was applied to the resulting vector to smooth the signal, with interpolated values being assigned to edge-case bins. A standardized smoothed coverage score (coverage *z*-score) or a coverage score rescaled to lie within the [0; 1] interval was used where described in text.

### Insulation score and domain boundary analysis

To determine regions of more localized interaction (domains) and associated boundaries, we used the insulation score method introduced by Crane et al.^31^. Insulation score scripts were downloaded from https://github.com/dekkerlab/cworld-dekker. For 500 kb binned DNase Hi-C counts, insulation scores were called using the script matrix2insulation.pl with options --is 3500001 –immean --ss 1000001 --ids 2000001 --nt 0.01 --bmoe 3, while for 40 kb data the parameters used were --is 520001 --immean --ss 160001 --ids 320001 --nt 0.01 --bmoe 3. TADs were called using the script insulation2tads.pl using the default parameters (--mbs 0 --mts 0, representing minimum boundary strength and minimum TAD strength, respectively) (Supplementary Table 2). Boundary strength (Fig. 4g) is defined as the difference in the delta vector between the local maximum to the left and local minimum to the right of the boundary bin.

### CTCF ChIP-seq analysis

ChIP-seq was performed on WT and edited Patski cells using an antibody for CTCF (Upstate/Millipore, # 07-729-25UL) and an established protocol^50,51^. Briefly, chromatin was crosslinked with 1% formaldehyde chromatin, sonicated to ~500 bp fragments and immunoprecipitated overnight with the CTCF antibody followed by pull down using protein A sepharose beads (Amersham). Controls included the input fraction. DNA was purified from the ChIP and input control fractions using a PCR purification kit (Qiagen). PCR analyses confirmed loss of CTCF binding at the deleted *Dxz4* locus in Del-hinge cells, while CTCF binding at the imprinting control region near *H19* was maintained (Supplementary Fig. 5a, b; Supplementary Table 9). CTCF ChIP and input libraries were sequenced as paired-end reads of 75 bp in length (Supplementary Table 3). CTCF and input ChIP-seq paired-end reads were mapped to the BL6 genome using the NCBI build v38/mm10 reference genome assembly obtained from the UCSC Genome Browser^46^ using BWA-MEM (v0.7.3) in paired-end mode using default parameters^47,48^. Primary mapped valid paired reads with MAPQ ≥ 10 were de-duplicated and used for downstream analysis (Supplementary Table 3).

Additionally, input ChIP-seq paired-end reads were also mapped to the pseudo-*spretus* assembly described in the In situ DNase Hi-C data analysis section of the Methods (above) in order to assign reads to each parental allele where possible and compare their numbers across chromosomes (Supplementary Table 4). These data were used to generate tables of allelic read counts per chromosome and genome-wide along with the allelic ratio (BL6/*spretus*) and the ratio relative to the genome-wide ratio for both the Patski WT and Del-hinge ChIP libraries (Supplementary Data 1). The tables show that a similar number of reads for the X chromosomes from BL6 (Xi) and from *spretus* (Xa) in WT cells with an allelic ratio within the range seen for autosomes except for chromosomes 3 and 4 in WT cells, which show skewing due to known BL6 trisomy 3 and monosomy 4 in a high proportion of WT cells, not present in Del-hinge and Inv-Dxz4 clones. Furthermore, no skewing in the allelic ratios for the X chromosome is seen for WT genomic DNA, nor for WT, Del-hinge, and Inv-Dxz4 in situ DNase Hi-C libraries (Supplementary Data 1, see above).

Segregated CTCF ChIP-seq and input reads were also used to call allele-specific CTCF peaks using MACS2^52^ (Supplementary Table 4). Allelic CTCF peak numbers throughout the genome and along the X chromosome were determined for both WT and Del-hinge (Supplementary Table 4). Additionally, the BL6/*spretus* ratios was calculated for reads and peaks, as well as the Del-hinge/WT ratios of peak numbers, with Del-hinge/WT peak abundance ratios scaled by a correction factor based on the genome-wide WT/Del-hinge ratio of the total number of peaks (1.13) (Supplementary Table 4).

We also called diploid (non-allelic) CTCF peaks using all reads (unsegregated) after normalization to their chromatin inputs also using MACS2^52^ (Supplementary Table 3). Over 80% of these peaks contained a validated BL6/*spretus* SNP (Supplementary Fig. 5c), with the vast majority covered by at least five reads and considered for allelic analysis (Supplementary Fig. 5d). CTCF peaks containing *spretus*/BL6 SNPs that were covered by a total of at least five reads were considered for allelic analysis (Supplementary Fig. 5; Supplementary Table 3). This level of coverage was chosen because the overall allelic proportion (*spretus*/(*spretus* + BL6)) did not change much regardless of whether 5× or 10× coverage thresholds were used (Supplementary Fig. 5e).

For each non-allelic CTCF peak with sufficient SNP coverage, an allelic proportion of SNP read coverage (*spretus*/(*spretus* + BL6)) was calculated. For autosomes, distributions of allelic proportions fell around 0.5 indicating that peaks were common to both alleles, as expected (Fig. 6a, Supplementary Fig. 6). Chromosomes 3 and 4 in WT were anticipated exceptions due to known BL6 trisomy 3 and monosomy 4 in a high proportion of WT cells, not present in Del-hinge and Inv-Dxz4 clones. This served as useful validation, but these chromosomes were excluded from subsequent aggregate autosomal analysis (Fig. 6a; Supplementary Fig. 6). In contrast to the diploid autosomes, distributions of allelic proportions for the X chromosome were skewed toward the Xa (Fig. 6a, Supplementary Fig. 6). Small peaks at 0 (BL6-specific peaks) and 1 (*spretus*-specific peaks) in the distributions arise due to lack of coverage in some regions.

Using autosomal distributions of allelic proportion as a guide, peaks with an allelic proportion of >0.7 were designated as *spretus*/Xa-specific, while those with an allelic proportion of <0.3 were deemed to be BL6/Xi-specific. Peaks with an allelic proportion falling within the range [0.3; 0.7] were considered common to both alleles (Supplementary Fig. 5; Supplementary Table 3).

Subtracting 0.5 from allelic proportions resulted in “*d*-scores” as previously described^9,53^, with values ranging from −0.5 to +0.5. Peaks with positive *d*-scores were covered by more reads emanating from the *spretus*/Xa allele, while those peaks having negative *d*-scores showed a BL6/Xi bias. 

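The amplicon of the *H19* ChIP primers lies on chromosome 7 from 142580208 to 142580413 in mm10, upstream of *H19*, which runs on the minus strand from 142575530 to 142578146. The reverse primer matched the reference exactly, and the forward primer differed from it at its last 2 bases (A28C and C29A, counted from 1 at the 5′ end of the primer, with the base of the primer first). A diploid CTCF peak region from 142579939 to 142582416 covered the amplicon in all 4 libraries. Its height was 1.06 times the median autosomal height of shared regions in WT, 1.34 in Del-hinge, 2.19 in Inv-Dxz4, and 2.37 in Patski2-4. In *Peg3*, on the minus strand of chromosome 7 from 6703892 to 6730462, the intronic region from 6726992 to 6728237 had the tallest peak in each library. Its height was 2.29 times the median autosomal height in WT, 1.70 in Del-hinge, 5.39 in Inv-Dxz4, and 5.42 in Patski2-4. At both loci, the heights in Inv-Dxz4 and Patski2-4, from the later runs, were above those in WT and Del-hinge.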

Imprinting control regions near *H19* (maternally expressed gene) and within *Peg3* (paternally expressed gene) on chromosome 7 showed CTCF peaks only on the maternal and paternal allele, respectively (Supplementary Fig. 7a).

### ATAC-seq analysis

ATAC-seq was done on WT and edited Patski cells using a published method^54^. ATAC-seq libraries were sequenced in multiple runs as paired-end reads of 75 or 150 bp in length (Supplementary Table 5). ATAC-seq read mapping, peak calling, allelic assignment, and *d*-score calculation were performed as described for CTCF peaks, except that ATAC peaks were called without using an input (background) library and all reads were trimmed to 75 bp prior to mapping for the sake of consistency (Supplementary Fig. 8; Supplementary Table 5). A smaller proportion of ATAC peaks contained SNPs than CTCF peaks (Supplementary Fig. 8a), which could be due to the fact that in both WT and Del-hinge many more, smaller ATAC peaks were called compared to CTCF peaks, possibly a consequence of not having background data to compare against as one does for ChIP-seq with input samples. However, the majority of peaks harboring a SNP were covered by at least five SNP reads (Supplementary Fig. 8b). The overall allelic proportion (*spretus*/(*spretus* + BL6)) for ATAC peaks did not change much regardless of whether 5× or 10× coverage was required (Supplementary Fig. 8c).

For each ATAC peak with sufficient SNP coverage, an allelic proportion of SNP read coverage (*spretus*/(*spretus* + BL6)) was calculated and, as described for CTCF peaks distributions of allelic proportions for autosomes fell around 0.5 indicating that peaks were common to both alleles, as expected (Fig. 7a; Supplementary Fig. 9). Once again, the exceptions to this were chromosomes 3 and 4 in WT due to known BL6 trisomy 3 and monosomy 4 in a high proportion of WT cells, not present in Del-hinge and Inv-Dxz4 clones, which acted as useful validation, with these two chromosomes excluded from subsequent aggregate autosomal analysis (Fig. 7a; Supplementary Fig. 9). In contrast to the diploid autosomes, distributions of allelic proportions for the X chromosome were skewed toward the Xa (Fig. 7a; Supplementary Fig. 9). Small peaks at 0 (BL6-specific peaks) and 1 (*spretus*-specific peaks) in the distributions arise due to lack of coverage in some regions. Imprinting control regions near *H19* (maternally expressed gene) and within *Peg3* (paternally expressed gene) on chromosome 7 showed ATAC peaks only on the maternal and paternal allele, respectively (Supplementary Fig. 7b).

### RNA-seq analysis

RNA-seq indexed libraries were prepared using Illumina TruSeq RNA sample preparation kit on WT, Del-hinge (clone a and b), Del-Dxz4, and Del-Ds-TR cells, as well as on Inv-Dxz4 (clone a and b) and the WT subclone Patski2-4 (used to derive Inv-Dxz4). By RT-PCR, *Dxz4* expression was similar in Del-hinge, Inv-Dxz4, and WT, but we could not separate expression from the Xa or Xi, due to lack of informative SNPs. To induce DNA demethylation a 48 h treatment using 4 µM 5-aza-2dC was used, followed by a 24 h recovery period, reported to lead to 2% of cells with reactivation of an X-linked green fluorescent protein reporter gene^55^. We found that 5-aza-2dC treatment caused 20% more cell death in WT and Del-hinge cells compared to the mock treatment, similar to that reported for dermal fibroblasts^55^.

RNA-seq libraries were sequenced as single-end reads of 75 bp in length (Supplementary Table 6). RNA-seq reads were mapped to the UCSC mm10 (NCBI build v38) refSeq transcriptome^46^ as downloaded and packaged in the iGenomes reference sequences and annotation files on July 17, 2015. (https://support.illumina.com/sequencing/sequencing_software/igenome.html). Tophat2 (v 2.0.12) (calling bowtie2 (v2.2.3)) was used to perform single-end mapping allowing six mismatches but otherwise default parameters^56,57^. To determine biallelic expression levels, mapped reads were assigned to refSeq genes using HT-seq^58^ and counts were converted into TPMs using custom R scripts.

Genes containing *spretus*/BL6 SNPs that were covered by a total of at least five reads were considered for allelic analysis. For each gene with sufficient SNP coverage, an allelic proportion of SNP read coverage (*spretus*/(*spretus* + BL6)) was calculated. Read counts for each gene were then distributed to each allele based on this SNP read allelic proportion, allowing us to perform DE between samples for each allele. DE analysis was performed using DESeq2^59^ (Supplementary Table 7). WT and Del-hinge control samples from the 5-aza-2dC experiment were pooled and treated as biological replicates for the WT and Del-hinge clone a samples.

Genes were deemed to escape XCI in the Patski WT line if their expression levels met the similar criteria to those used by Berletch et al.^33^ in 2/3 of the WT samples (WT and the two WT 5-aza-2dC untreated replicates; Supplementary Data 4): (1) the 99% lower confidence limit (alpha = 0.01) of the escape probability was >0.01 based on a binomial distribution parameterized by the expected proportion of reads from the Xi indicating some contribution from the Xi; (2) the diploid gene expression measured by TPM was  ≥ 1, indicating that the gene was expressed; (3) the Xi-TPM was ≥0.1, representing sufficient reads from the Xi; and (4) the SNP coverage was  ≥ 5 for each gene. A similar set of genes that escape XCI in WT cells were found as in our previous study (29 escape genes; Supplementary Data 4)^33^.

### Data availability

All sequencing data that support the findings of this study have been deposited in the National Centre for Biotechnology Information GEO and are accessible through the GEO SuperSeries GSE59779 as SubSeries GSE107282, GSE107286, GSE107290, and GSE107291. All other data and the scripts used for the analyses that support the findings of this study are available from the corresponding authors upon reasonable request.

## Electronic supplementary material

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

# Supplementary material for: Orientation-dependent Dxz4 contacts shape the 3D structure of the inactive X chromosome
**Source:** Nat Commun. 2018 Apr 13;9:1445. doi: 10.1038/s41467-018-03694-y
**Supplement:** Supplementary file 1 — Supplementary Information

# **Orientation-dependent *Dxz4* contacts shape the 3D structure of the inactive X chromosome**

Bonora, Deng et al.

**Supplementary Figures 1 – 12**

**Supplementary Tables 1 – 9**

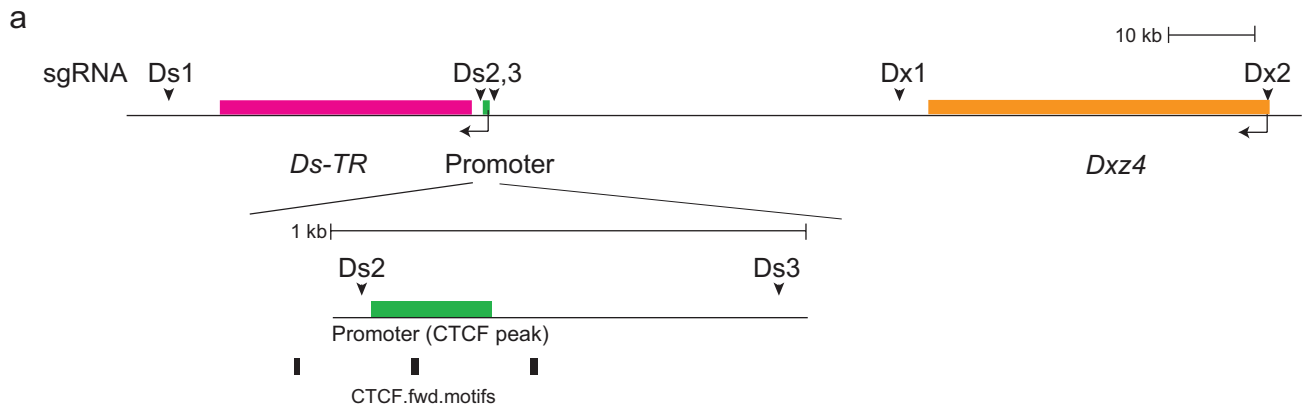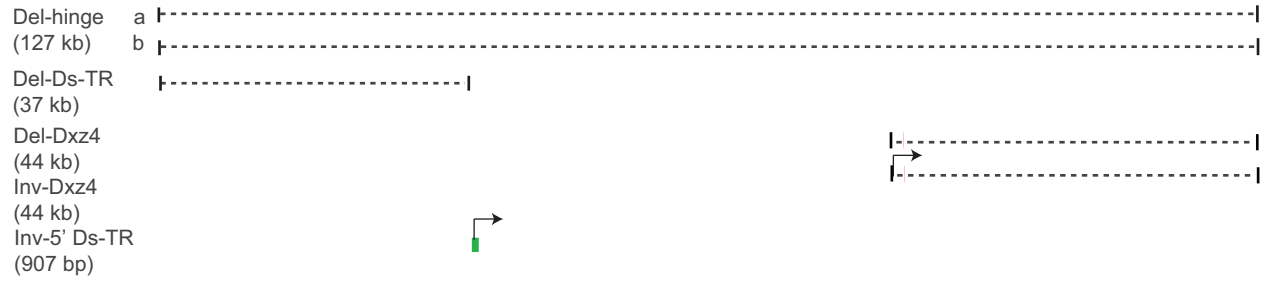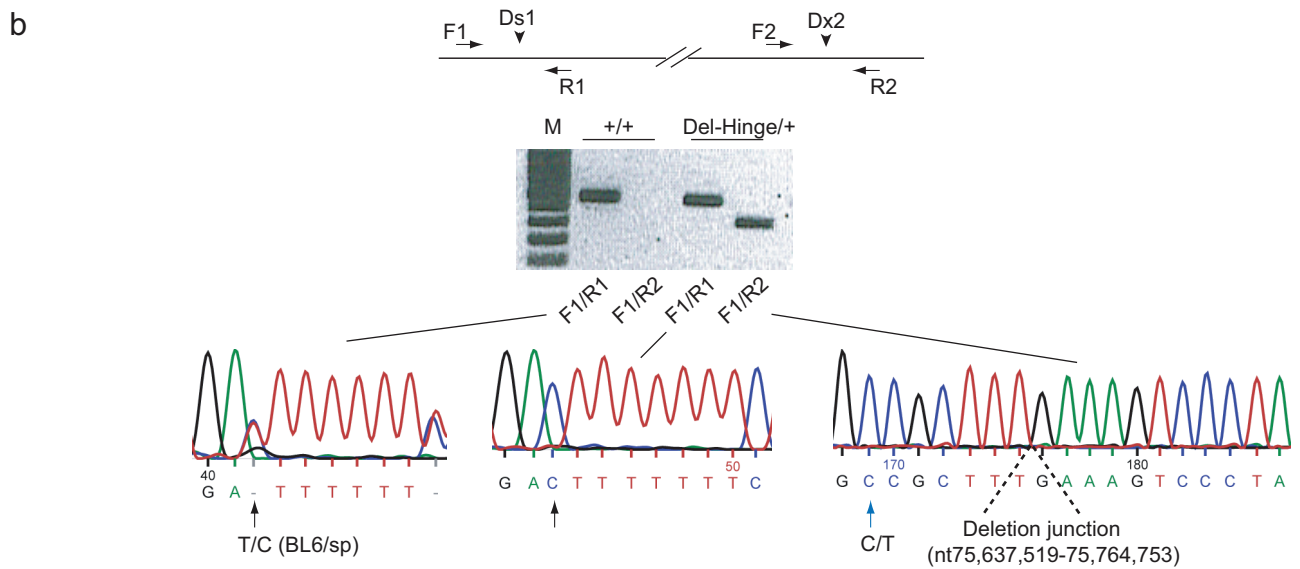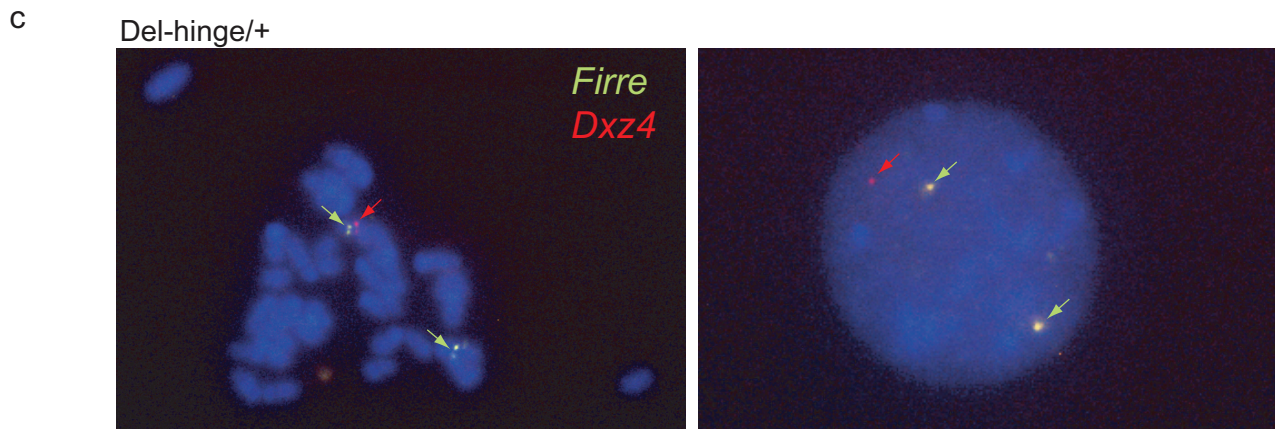

### Supplementary Figure 1, Related to Figure 1.

Generation and verification of the deletions and inversions of the mouse Xi. **a.** Schematic of the hinge region indicating the position of the guide RNAs used for CRISPR/Cas9 editing. Deletion of the whole hinge (127kb, nt75637519-75764753) was obtained in two independent experiments using Ds1 and Dx2 and includes the transcriptional start site of the *Dxz4*-associated lncRNA gene *4933407K13Rik*; Deletion of *Ds-TR* (37kb, nt75637501-75674037) was obtained using Ds1 and Ds2 and does not include the promoter region of *Ds-TR*; Inversion (907bp, nt75674046-75674952) of 2 of 3 CTCF binding sites located 5' of *Ds-TR* was obtained using Ds2 and Ds3; Deletion and inversion of *Dxz4* (44kb, nt75721096-75764754) were obtained using Dx1 and Dx2 (Supplementary Table 6). **b.** Example of a verification of one of the alterations: PCR amplification using primers F1 and R1 followed by Sanger sequencing verified loss of SNPs from the BL6 allele and PCR amplification using primers F1 and R2 revealed the new junction sequence (Supplementary Table 7). **c.** Deletion of the hinge was also verified by fluorescence in situ hybridization (FISH) using a BAC probe for *Dxz4* (red) and a control BAC probe for *Firre* (green). Left, example of a metaphase chromosome preparation with one intact X chromosome with green and red signals (arrows) and a *Dxz4*-deleted X chromosome with only a green signal (arrow); Right, example of a nucleus with one red (*Dxz4*) and two green control signals (arrows).

### **Supplementary Figure 2, Related to Figure 1.**

Allelic contact maps for the X chromosome. **a.** Contact maps for the Xa do not differ between WT and Del-hinge, Del-Dxz4, Inv-Dxz4, Del-Ds-TR, and Inv-5'Ds-TR. Contact maps are shown at 500kb resolution. The position of *Dxz4* on the X and schematics of the allele-specific deletions/inversion are shown under the maps. The color scale reflects the normalized contact counts. **b.** Contact maps for the Xi and Xa representing two pooled sets of Hi-C contacts: one data set representing wild-type and Del-Ds-TR (WT\*), and the other representing Del-hinge and Del-Dxz4 (Del-hinge/Dxz4). Allelic contact maps for each pool are very similar to those obtained from the pooled data. Allelic contacts maps for the Inv-Dxz4 Xi and Xa (duplicated from Fig. 1 and panel a above, respectively) are included to facilitate direct comparisons. Contact maps were generated at 500kb resolution. The location of *Dxz4*, *Firre* and *Xist* and schematics of the allele-specific deletions/inversions are shown. The color scale reflects normalized contact counts.

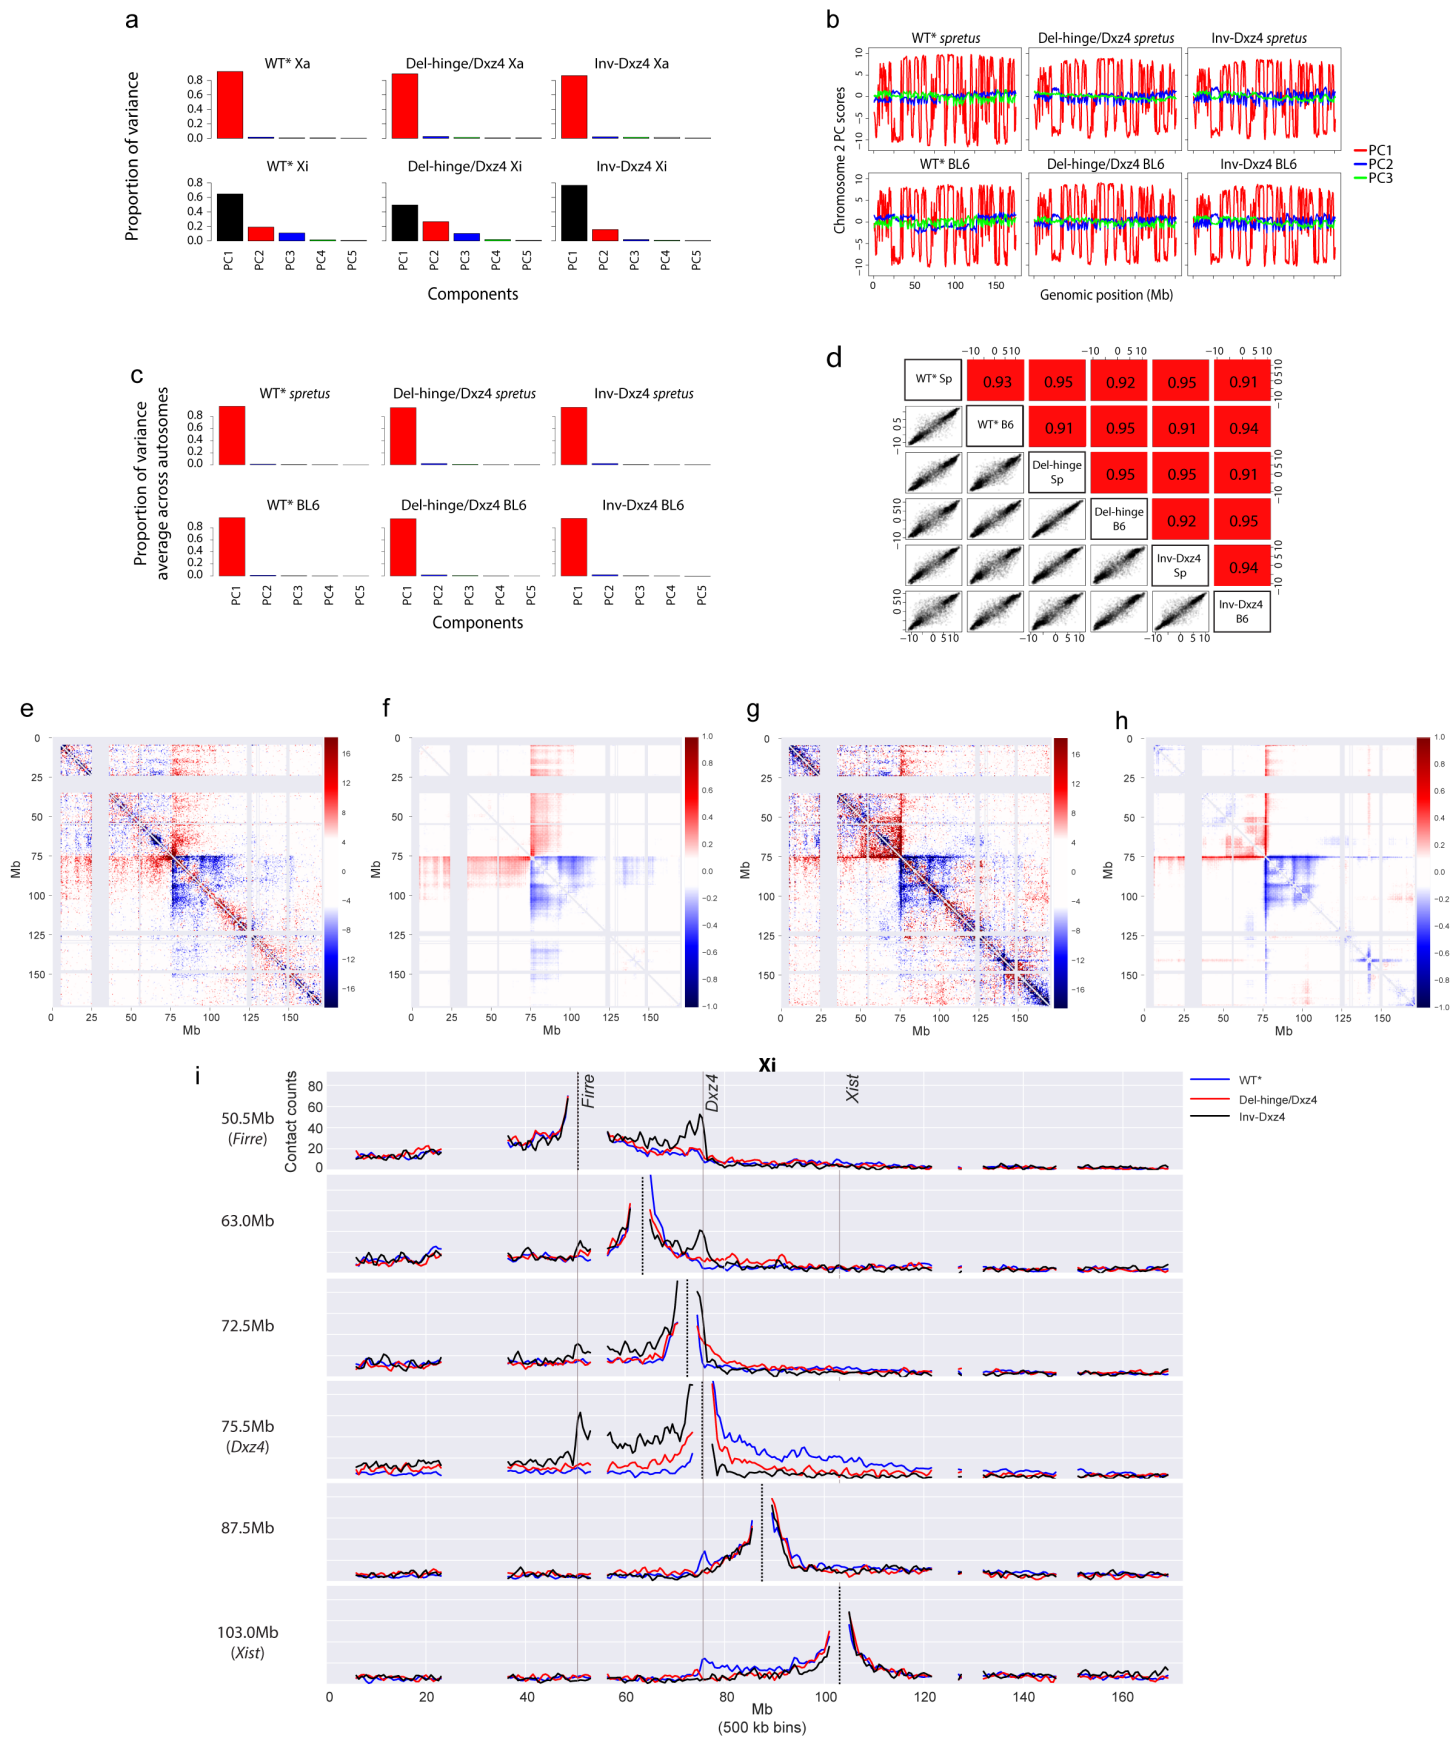

### Supplementary Figure 3, Related to Figures 2 and 3.

Allelic principal component (PC) analyses (a-d), differential contact maps (e-h), and 4C analyses (i). **a.** The variance in the PC score profiles for the X chromosomes is explained by the top five allelic principal components for the Xa and Xi for WT\*, Del-hinge/Dxz4, and Inv-Dxz4. **b.** WT\*, Del-hinge/Dxz4, and Inv-Dxz4 allelic PC score profiles for an exemplar autosome (chr. 2) based on distance-corrected, normalized contact maps with counts binned at 500kb resolution (*spretus* top row; BL6 bottom row). In each case, the top three allelic PC scores are shown (red, blue and green, respectively). **c.** The variance is explained by the top five allelic principal components averaged across all autosomes (*spretus* top row; BL6 bottom row) for WT\*, Del-hinge/Dxz4, and Inv-Dxz4. **d.** Pairwise Spearman correlation values and associated scatterplots between allelic PC1 scores for autosomes concatenated end-to-end for WT\*, Del-hinge/Dxz4, and Inv-Dxz4. **e.** Differential contact map based on untransformed count data at 500kb resolution to highlight differences between Del-hinge/Dxz4 Xi and WT\* Xi (loss or gain of contacts in the Del-hinge/Dxz4 versus WT\* appear blue or red, respectively). Color scale shows differential normalized contact counts. **f.** As in (e) for differential contact map based on Pearson correlation transformed data. Color scale shows differential Pearson correlation values. **g.** As in (e) to highlight differences between Inv-Dxz4 Xi and WT\* Xi. **h.** As in (g) for differential contact map based on Pearson correlation transformed data. **i.** Virtual 4C plots derived from the Hi-C data for various 500kb viewpoints positioned along the Xi for WT\* (blue), Del-hinge/Dxz4 (red), and Inv-Dxz4 (black). Y-axis (contact counts) limited to 20% of maximum. The position of the viewpoints is indicated.

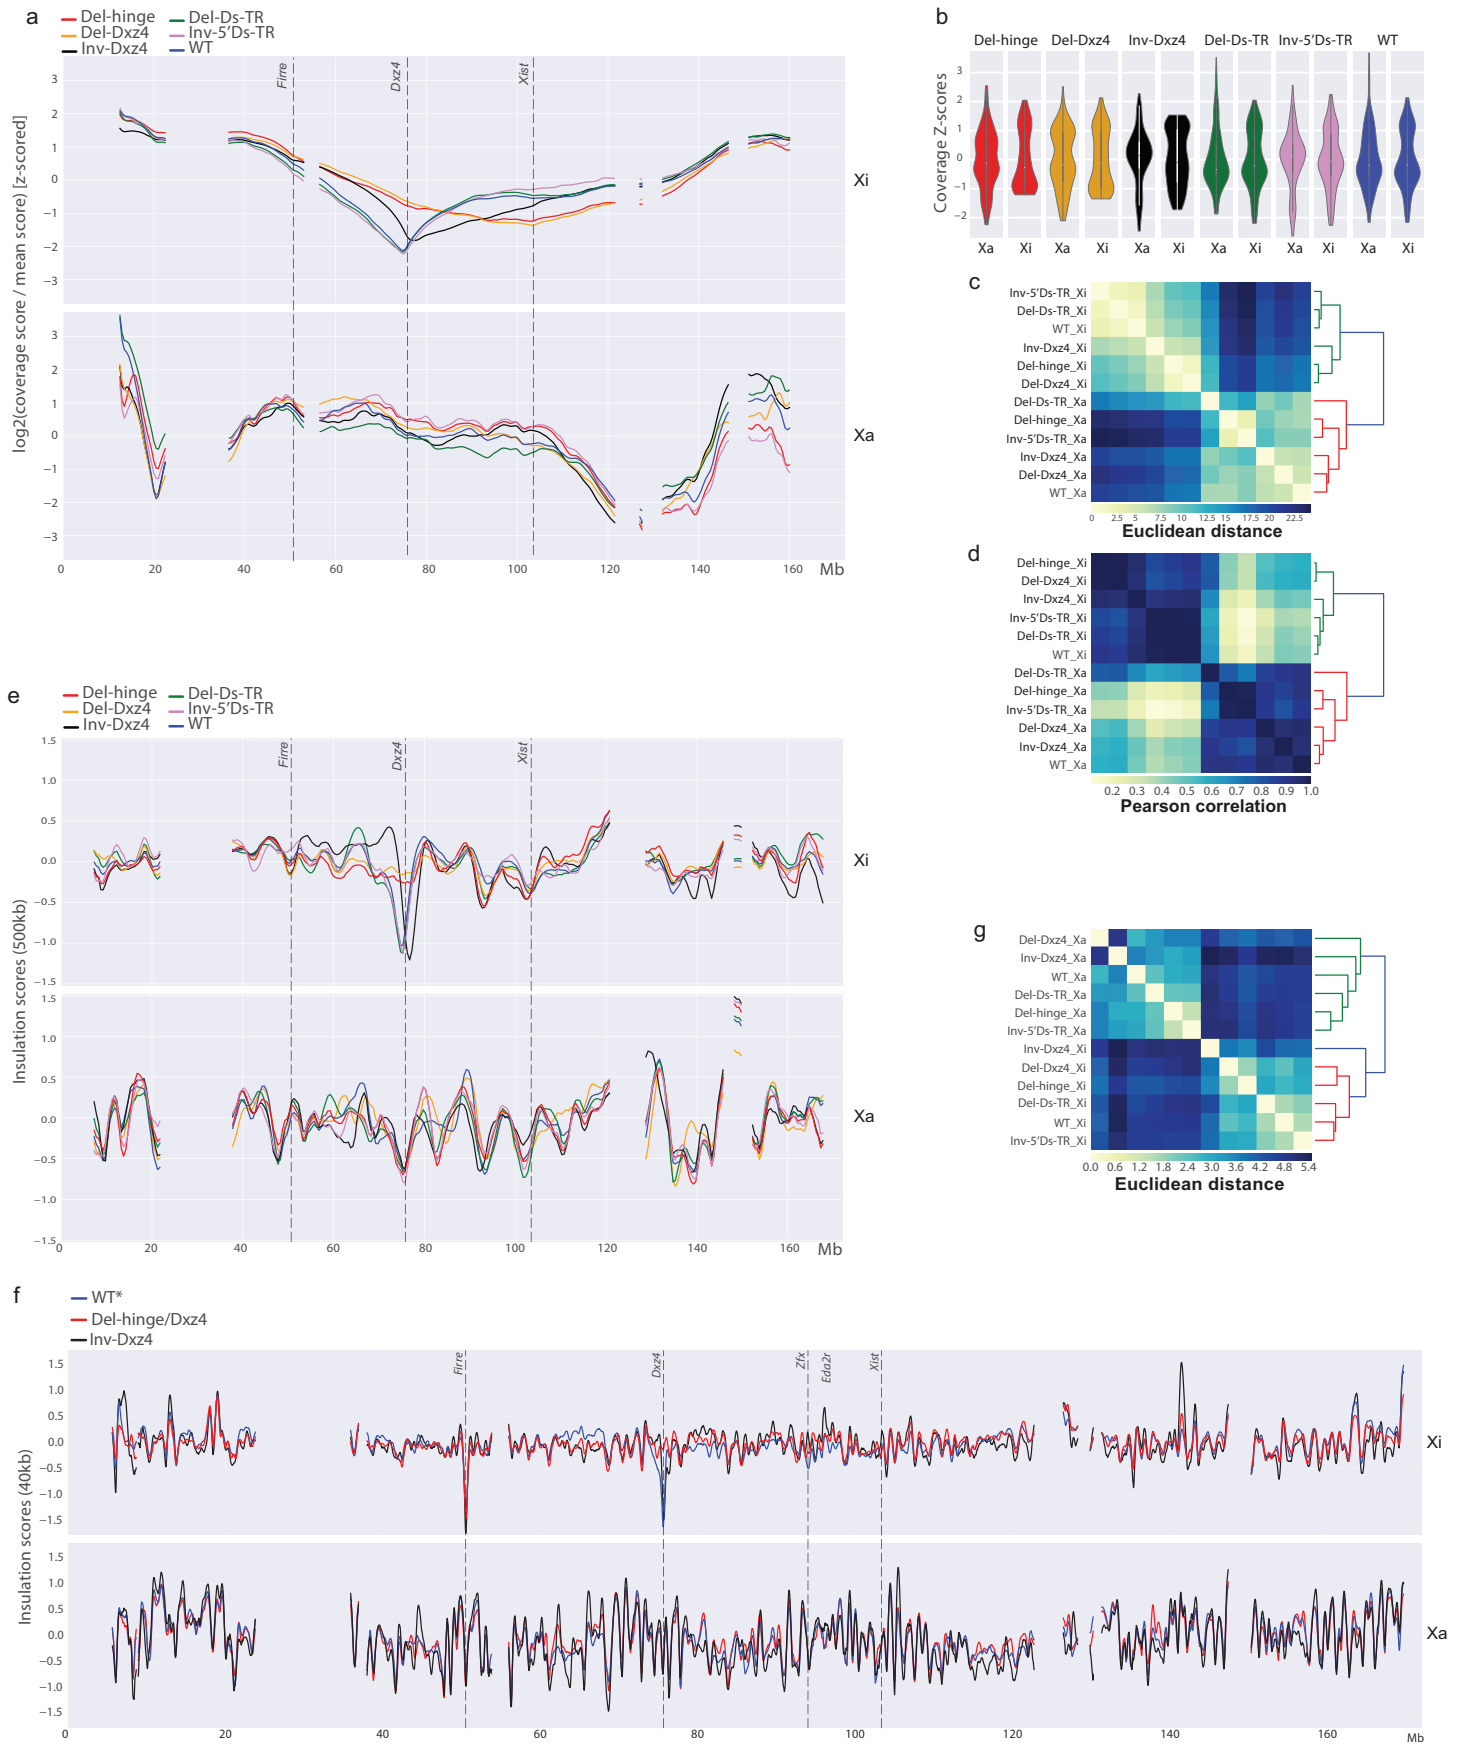

#### Supplementary Figure 4, Related to Figures 3 and 4.

Coverage (a-d) and insulation score analyses (e-g). **a.** Standardized coverage Z-score profiles using 500kb resolution Hi-C contact map data along the Xi (top) and Xa (bottom) in WT (blue), Del-hinge (red), Del-Dxz4 (orange), Inv-Dxz4 (black), Del-Ds-TR (green), and Inv-5'Ds-TR cells (indigo). The positions of *Firre*, *Dxz4*, and *Xist* are indicated. **b.** Violin plots showing the distribution of standardized coverage Z-scores using 500kb bins for the Xi and Xa in WT (blue), Del-hinge (red), Del-Dxz4 (orange), Inv-Dxz4 (black), Del-Ds-TR (green), and Inv-5'Ds-TR cells (indigo). Box and whisker demarcations as described for Fig. 4g. **c.** Hierarchical clustering based on the Euclidean distance between standardized coverage Z-scores using 500kb bins along the Xi and Xa in WT, Del-hinge, Del-Dxz4, Inv-Dxz4, Del-Ds-TR, and Inv-5'Ds-TR cells. **d.** Hierarchical clustering based on Pearson correlation (using  $1 - r$  as the distance measure) for standardized coverage Z-scores using 500kb bins along the Xi and Xa in WT, Del-hinge, Del-Dxz4, Inv-Dxz4, Del-Ds-TR, and Inv-5'Ds-TR cells. **e.** As in (a) for insulation scores. **f.** As in (c) for insulation scores. **g.** Profiles of insulation scores using 40kb bins along the entire length of the Xi (top) and Xa (bottom) in WT\* (blue), Del-hinge/Dxz4 (red), and Inv-Dxz4 (black). The positions of *Firre*, *Dxz4*, *Zfx*, *Eda2r*, and *Xist* are indicated.

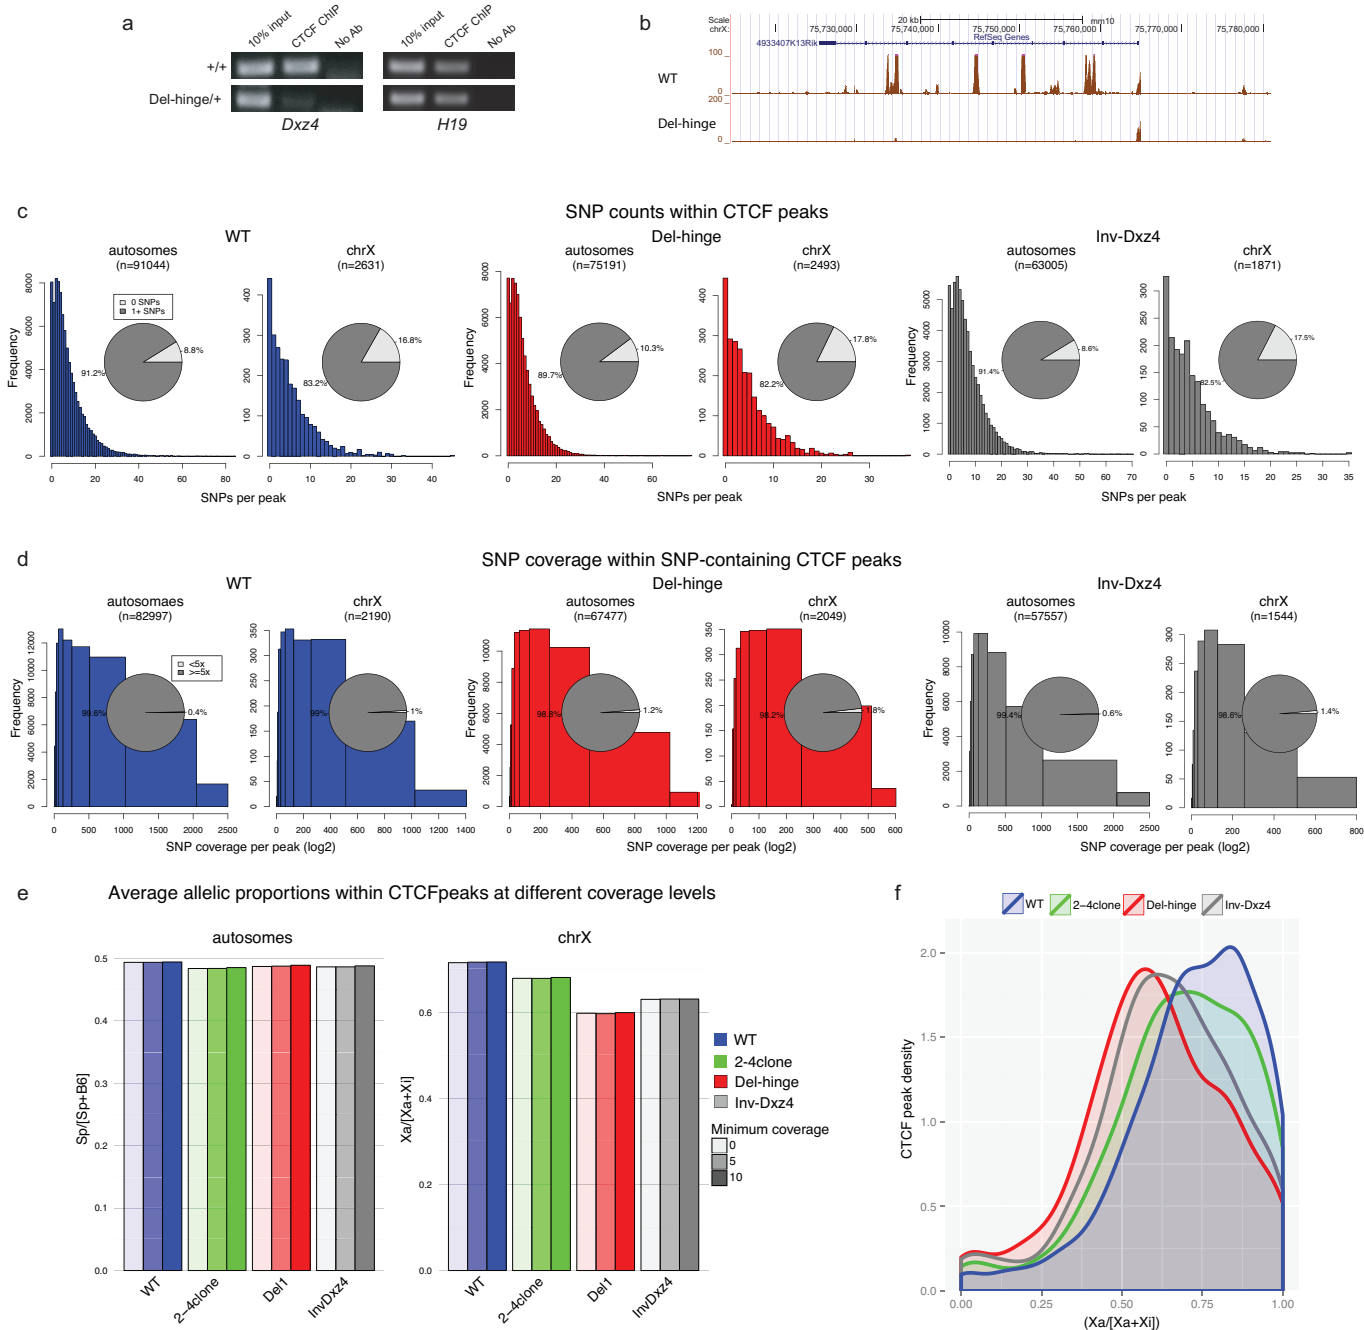

### Supplementary Figure 5, Related to Figure 6.

CTCF ChIP-seq SNP coverage and allelic proportion. **a**. PCR amplification of *Dxz4* and a control imprinted region near the autosomal *H19* gene using the input fraction (10% input), the ChIP fraction (CTCF ChIP) and the no antibody fraction (No Ab) for WT cells (+/+) and Del-hinge cells (Del-hinge/+). A strong decrease in CTCF enrichment at *Dxz4* is seen in Del-hinge due to deletion of *Dxz4* on the Xi, which normally binds CTCF. **b**. 

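Within *Dxz4*, 9 diploid CTCF peaks were called in WT, 2 in Del-hinge, 7 in Inv-Dxz4, and 19 in Patski2-4. These numbers are not comparable between all libraries. WT and Inv-Dxz4 were called against the WT input, and Del-hinge and Patski2-4 against the Del-hinge input, from cells whose Xi lacks *Dxz4*. A summit at 75734908 in WT had a pileup of 250 and a fold enrichment of 2.74, and a summit at 75734916 in Patski2-4 had 845 and 173. The tallest WT peak, in the region from 75744359 to 75745050, had a pileup of 1002, which is 7.01 times the median autosomal height of shared regions. No peak was called there in Del-hinge, while the height was 10.5 times the median in Inv-Dxz4 and 15.7 times in Patski2-4. In Del-hinge, the region from 75733565 to 75735157 kept a peak with a pileup of 15. The other Del-hinge peak had its summit at 75764672, 81 bp inside the distal end of the deleted interval at 75764753, and a pileup of 294, against 118 in WT. Counted by summit, WT had 3 low peaks in *Ds-TR*, none with a negative log10 q-value of at least 5, and the other libraries had none. A taller region with its summits beyond the 5′ end of *Ds-TR* extended into it in all 4 libraries. Over the whole deleted interval there were 14 peaks in WT, 4 in Del-hinge, 9 in Inv-Dxz4, and 21 in Patski2-4. The Xa of Del-hinge keeps the whole interval.

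**Figure D5:**
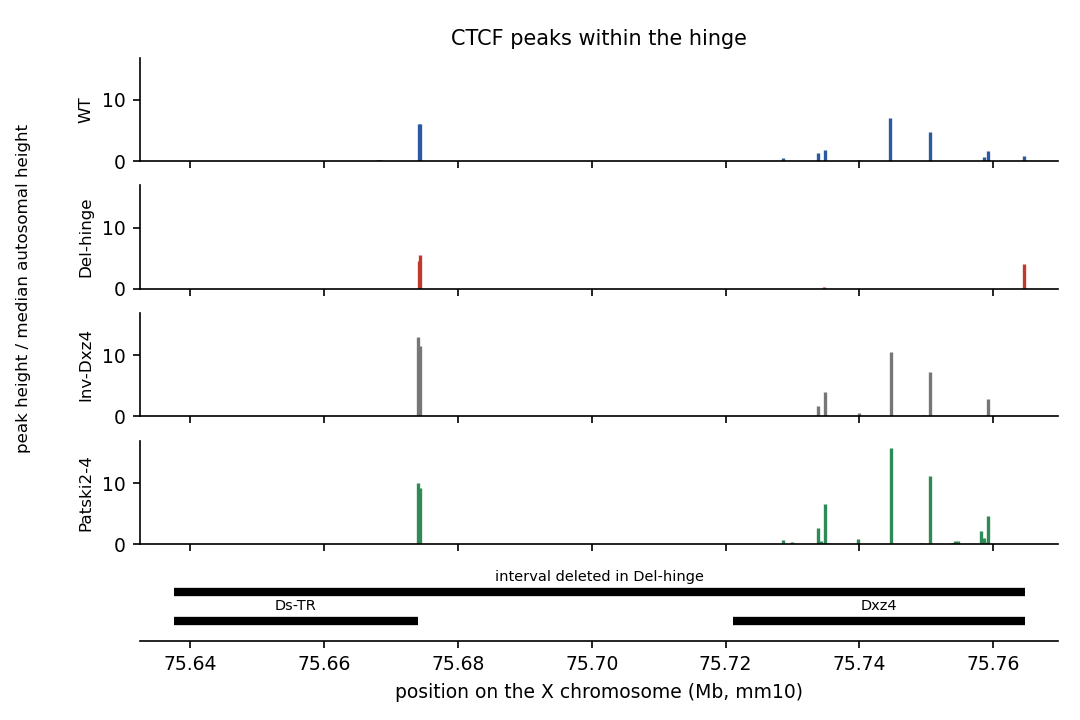
CTCF peak summits in the deleted interval in WT, Del-hinge, Inv-Dxz4 and Patski2-4 (1 library each), with the height of each peak divided by the median autosomal height of shared regions in that library, against position on the X chromosome (mm10). Black bars mark the deleted interval, *Ds-TR* and *Dxz4*, in which 9, 2, 7 and 19 peaks were called.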

CTCF binding to *Dxz4* on the Xi is lost in Del-hinge, as shown on genome browser view of ChIP-seq. **c**. Histograms of SNP counts within CTCF peaks along autosomes and the X-chromosomes in WT (blue), Del-hinge (red), and Inv-Dxz4 (grey). **d**. Histograms of the SNP read coverage within SNP-containing CTCF peaks along autosomes and the X chromosomes in WT (blue), Del-hinge (red) and Inv-Dxz4 (grey). **e**. Overall allelic proportion across all CTCF peaks at three different levels of read coverage (0, 5x, 10x) along autosomes and the X-chromosomes in WT (blue), Patski2-4 (green), Del-hinge (red) and Inv-Dxz4 (grey). See additional analyses in Supplementary Fig. 6. **f**. Density histograms of the distribution of allelic proportions of CTCF peaks ( $X_a/(X_a+X_{ii})$ ) along the X-chromosomes for WT (blue), Patski2-4 (green), Del-hinge (red) and Inv-Dxz4 (grey). A shift in the distribution of allelic proportions due to an increase in CTCF binding on the Xi is evident for the X chromosome in Del-hinge and to a lesser extent Inv-Dxz4, compared to WT and Patski2-4.

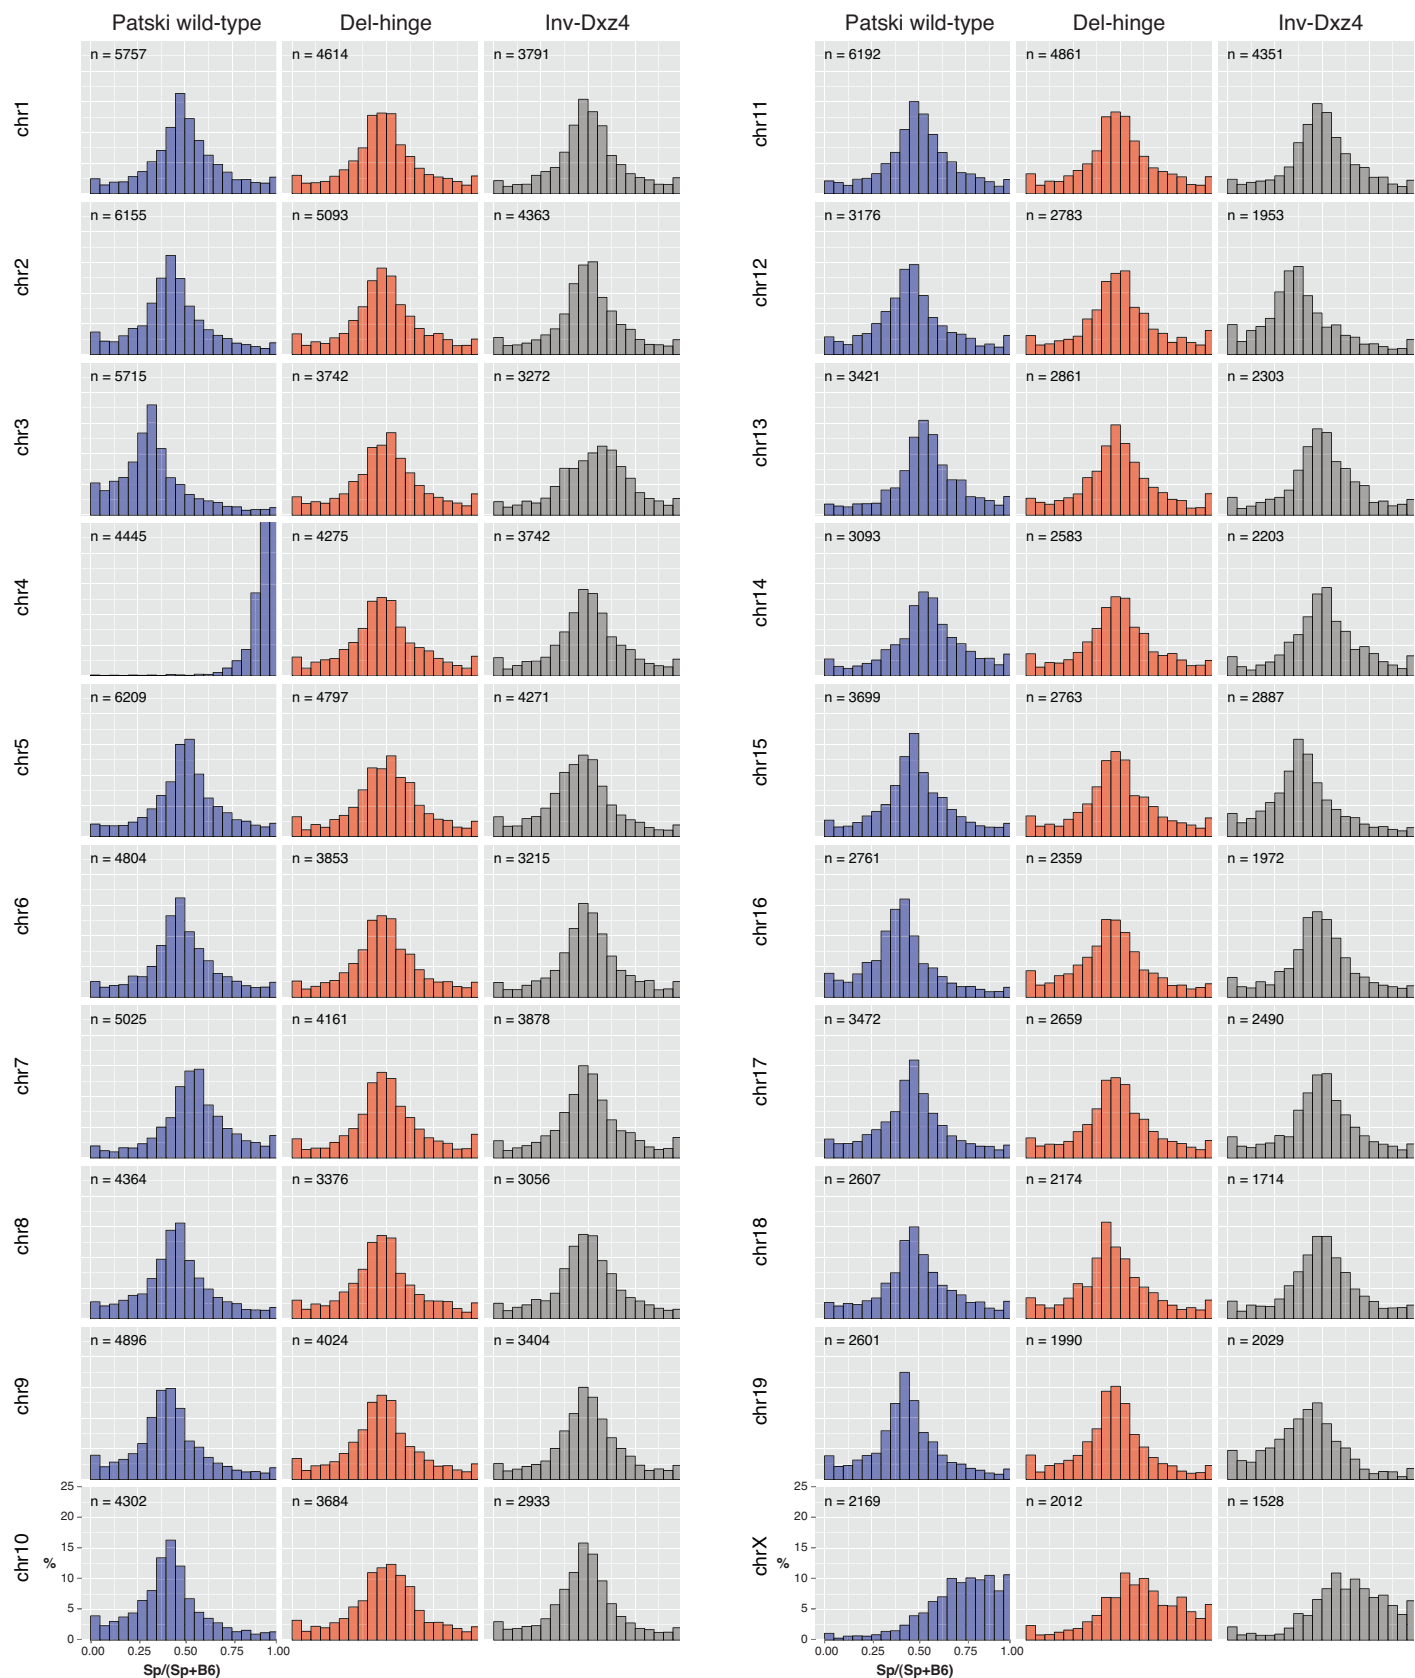

### Supplementary Figure 6, Related to Figure 6.

Histograms showing the percentage of peaks exhibiting the specified allelic proportions of CTCF peaks ( $spretus/(spretus + BL6)$ ) per chromosome for WT (blue), Del-hinge (red) and Inv-Dxz4 (grey). Y-axes have a maximum value of 25%. Skewing in the distributions of chromosomes 3 and 4 in WT due to known BL6 trisomy 3 and monosomy 4 in a high proportion of WT cells, not present in Del-hinge and Inv-Dxz4 clones.

**Supplementary Figure 7, Related to Figures 6, 7, 9.**

CTCF and ATAC browser tracks (a, b) and peak location (c, d). **a.** Genome browser tracks of CTCF ChIP-seq peak d-scores ( $(spretus/(spretus + BL6) - 0.5)$ ) and of peaks assigned as *spretus*-specific, common, or BL6-specific peaks along the entire X chromosome, and exemplar autosome (chromosome 2), as well as around two imprinted genes (*Peg3*, *H19*) on chromosome 7 in WT (blue), Del-hinge (red) and Inv-Dxz4 (black). **b.** As in (a) but for ATAC-seq data. **c.** Plots of Xa-specific, common, and Xi-specific CTCF peak density (counts binned within 500kb windows) along the X chromosome for WT (blue), Del-hinge (red), and Inv-Dxz4 (black). To account for differences in the number of SNP-covered peaks obtained between samples (WT, Del-hinge, and Inv-Dxz4) due to differences in the depth of sequencing (Supplementary Tables 3 and 4), the binned counts are scaled by a factor obtained from the between-sample ratios of autosomal diploid SNP-covered peaks. The scaling factors were 0.7 and 0.87 and 1 for WT, Del-hinge, and Inv-Dxz4, respectively. The tables in the top left corner show the total number of peaks under the curves after normalization and those in the top right corner are Spearman correlation matrices across samples (Del: Del-hinge; Inv: Inv-Dxz4). The positions of *Firre*, *Dxz4*, and *Xist* are indicated. **d.** As in (c) but for ATAC peaks, but the scaling factors were 0.5 and 0.38 and 1 for WT, Del-hinge, and Inv-Dxz4, respectively.

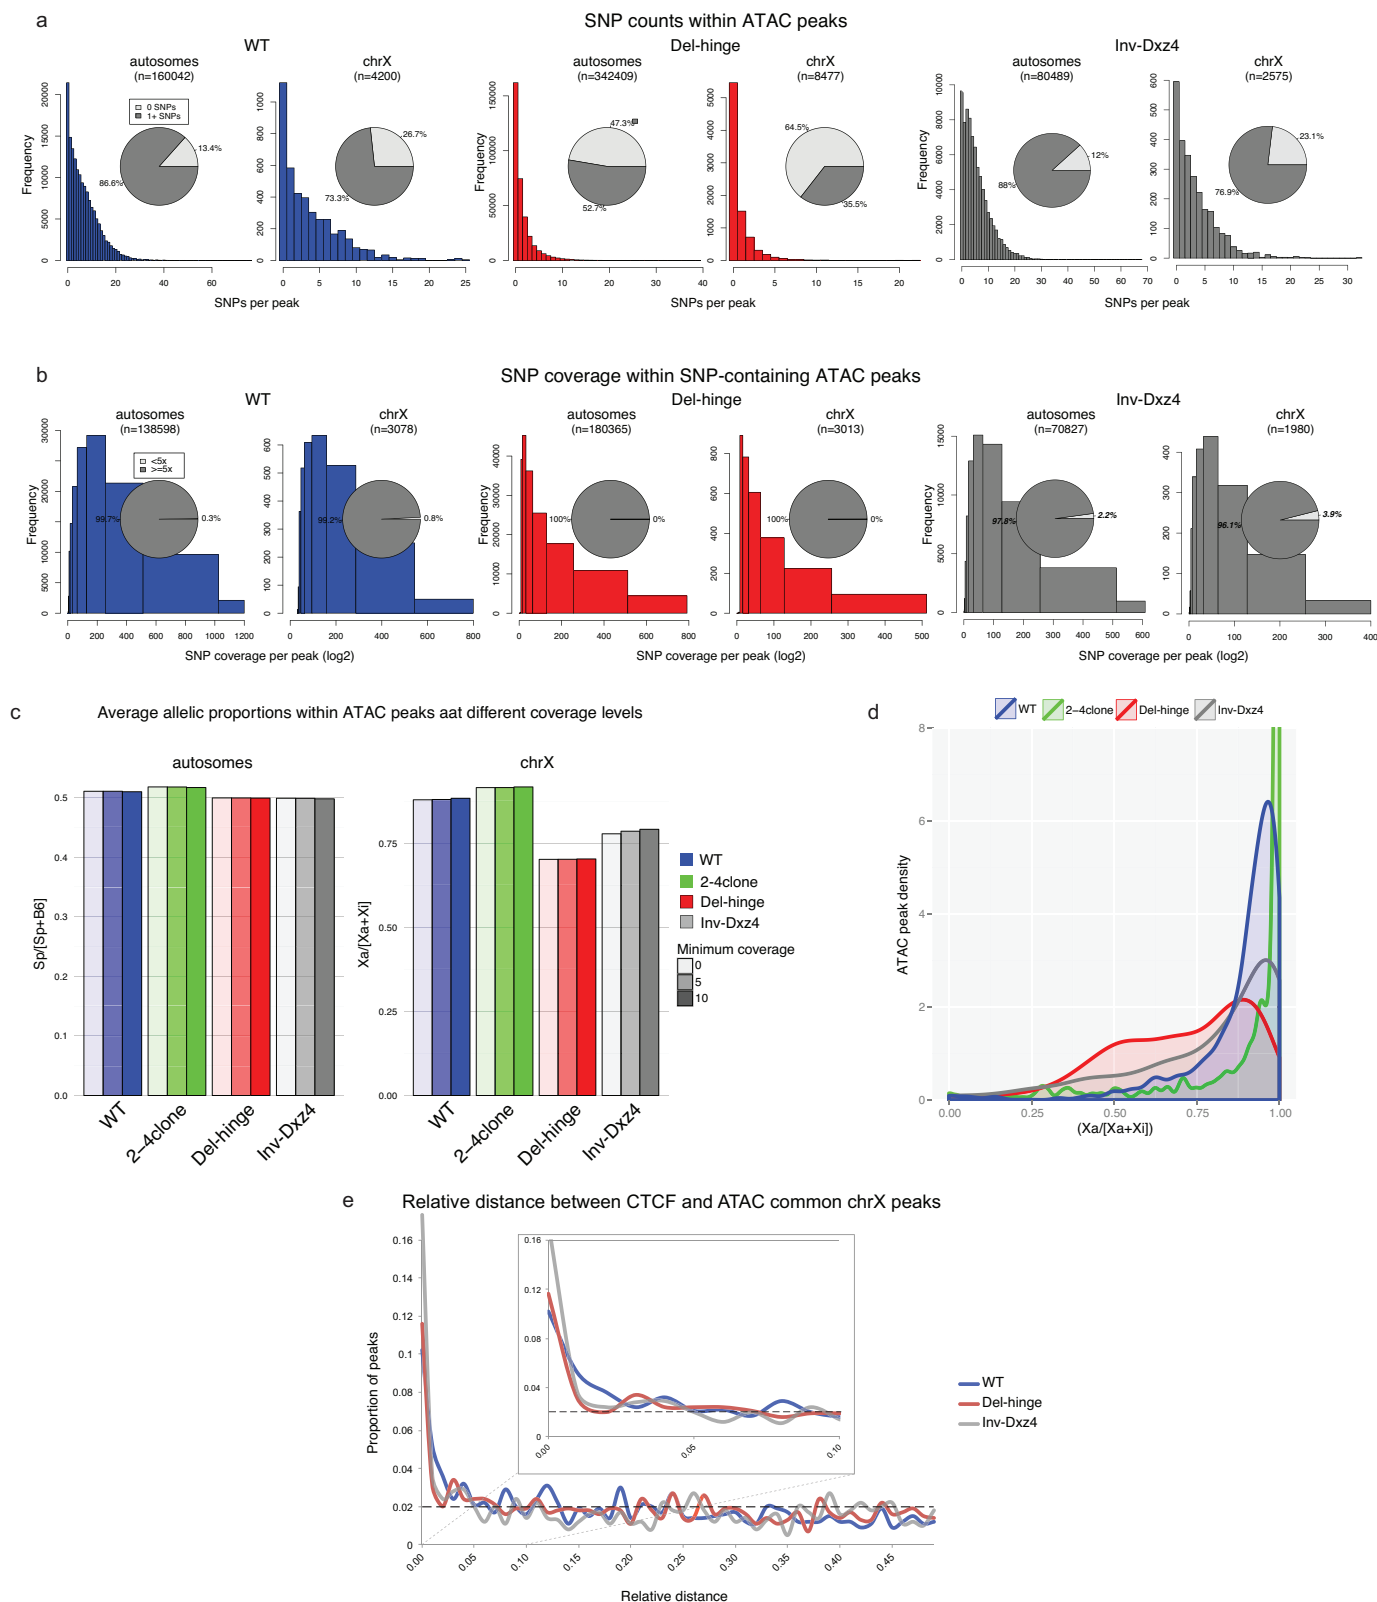

### Supplementary Figure 8, Related to Figure 7.

ATAC-seq SNP coverage and allelic proportion. **a-d.** As in Supplementary Fig. 5c-d but for ATAC peaks, except that in panel d the maximum Y axis value was set to 8. See additional analyses in Supplementary Fig. 9. **e.** Plot of the proportions of common CTCF peaks exhibiting the range of relative distances ( $[0; 0.5]$ ) to common ATAC peaks along the x-axis for WT (blue), Del-hinge (red), and Inv-Dxz4 (grey). The dashed horizontal line at 0.02 represents the uniformly distributed proportion if there were no spatial correlation between the two sets of peaks. Inset: As in (e), but for the relative distance range  $[0; 0.1]$  to better show that observed relative distances are shifted towards low values.

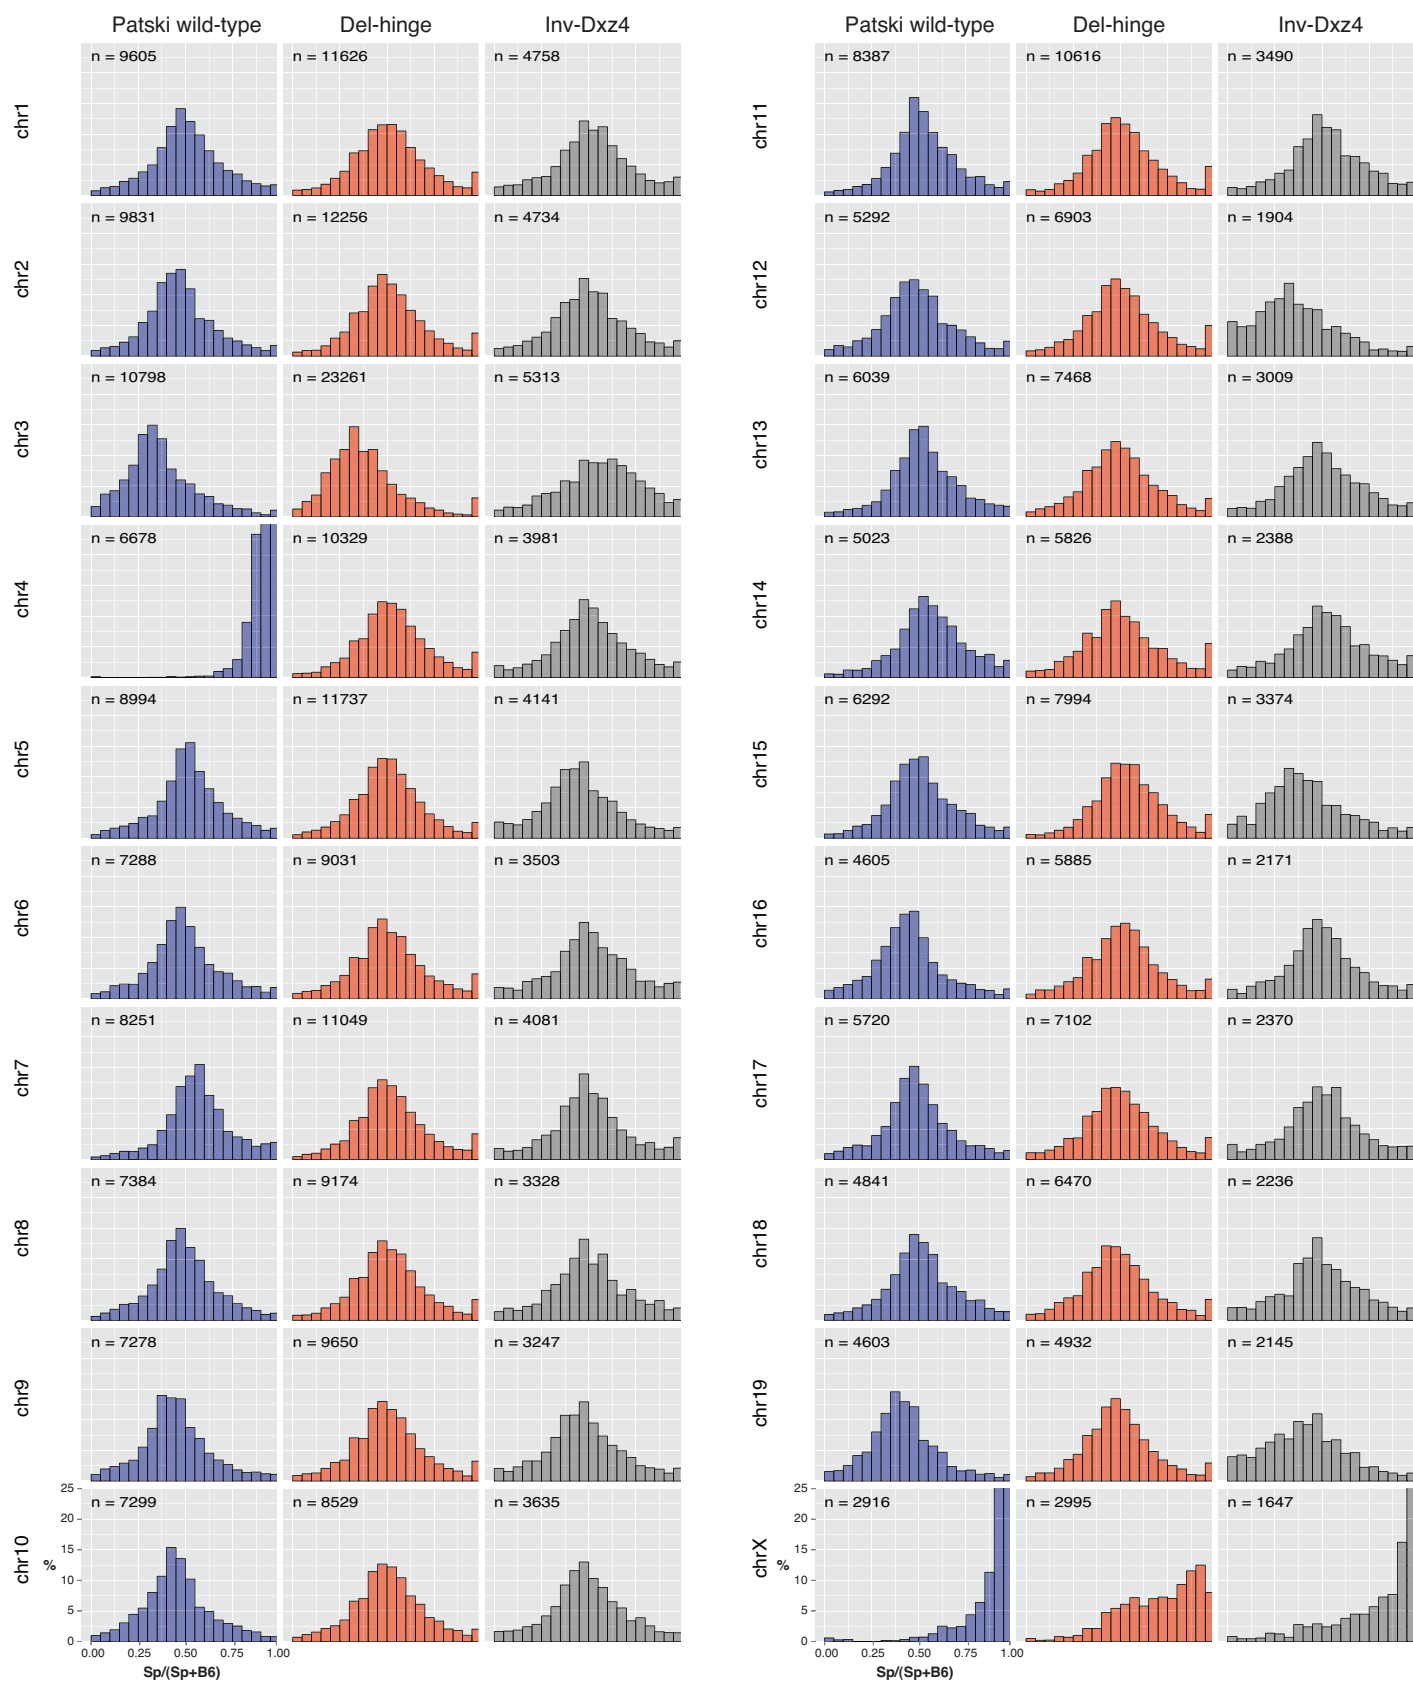

**Supplementary Figure 9, Related to Figure 7.**  
As in Supplementary Figure 6 but for ATAC peaks.

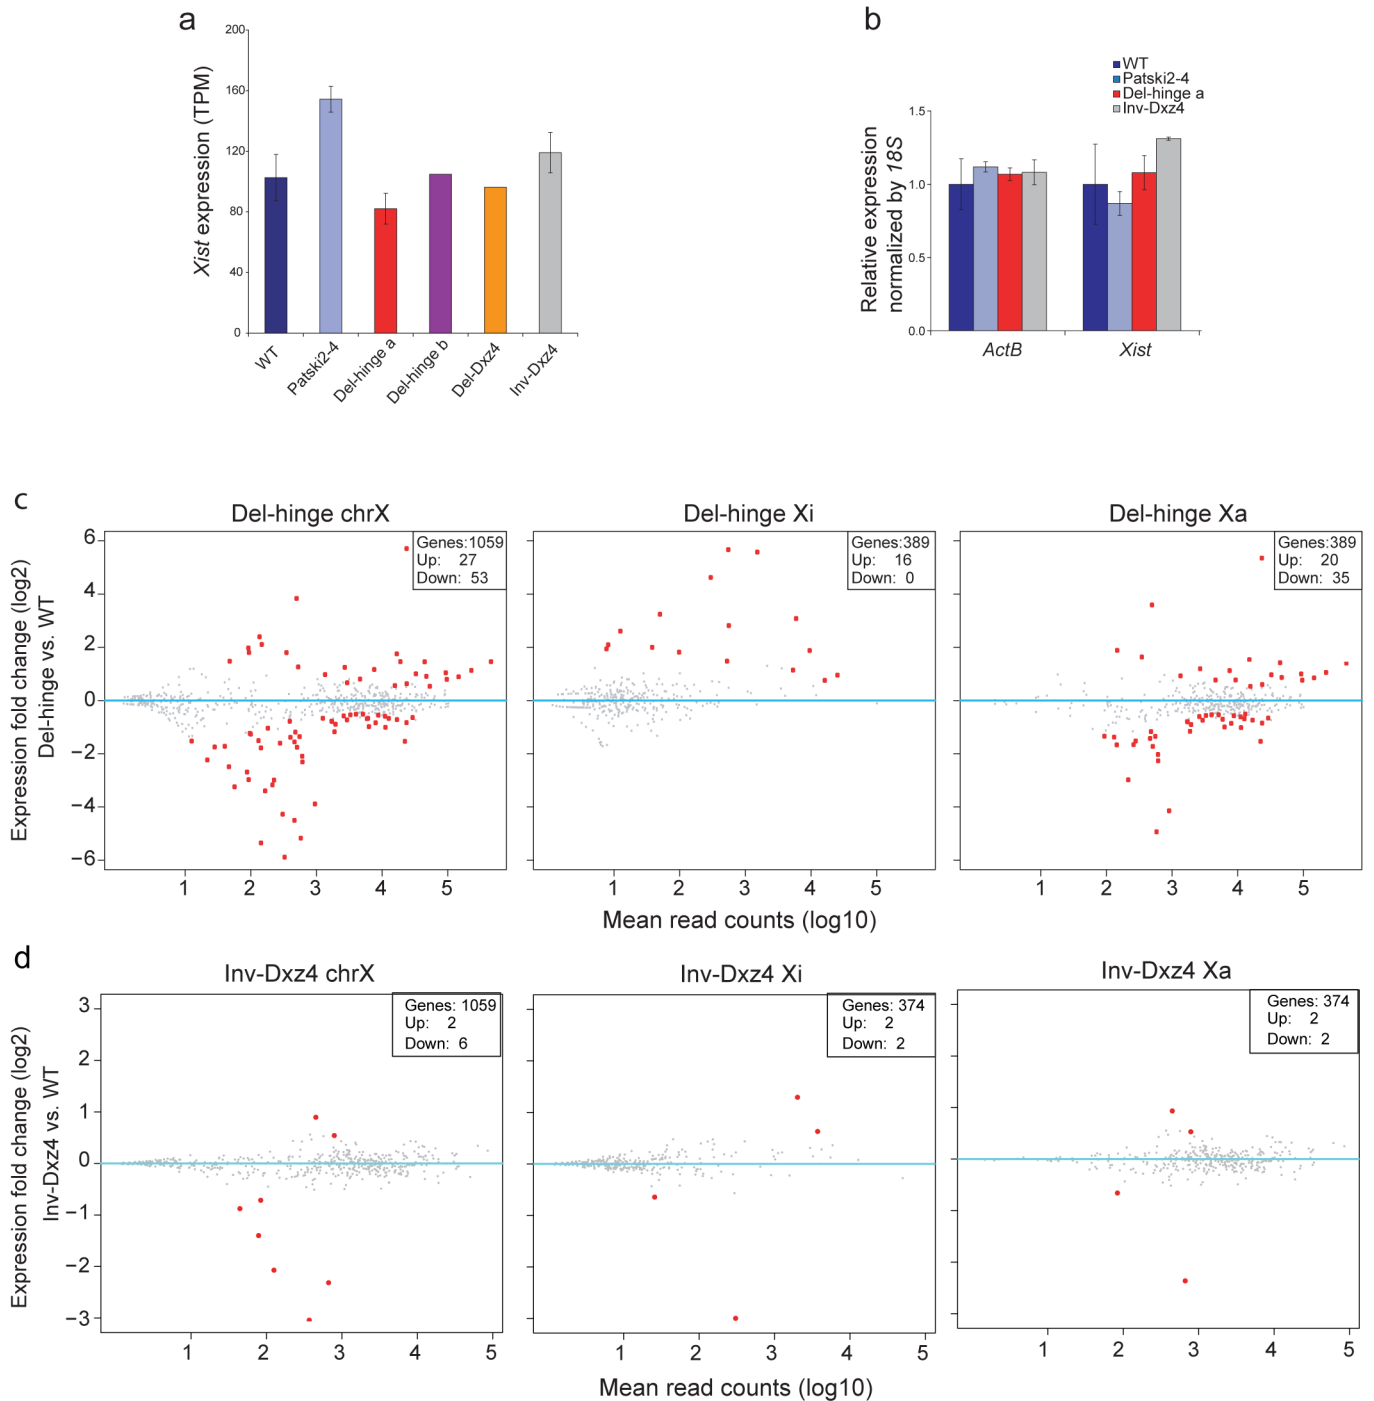

### Supplementary Figure 10, Related to Figures 8 and 9.

No change of *Xist* expression (a, b) and few changes in X-linked gene expression overall upon deletion or inversion of *Dxz4* (c, d). **a.** Expression levels of *Xist* from RNA-seq in WT, Patski2-4, Del-hinge clone a and b, and Inv-Dxz4 are similar. **b.** Quantitative RT-PCR confirms similar *Xist* expression levels in WT, Patski2-4, Del-hinge clone a and Inv-Dxz4. No significant change was detected ( $p$ -value  $> 0.05$  from two-tail Student's  $t$ -test). Error bars, s.e.m. *18S* was used for normalization and *ActB* as a control gene. **c.** Plots of expression fold-changes (log2) between Del-hinge versus WT for transcripts on the X chromosome and for subsets of transcripts specifically from the Xi and Xa, based on SNPs, relative to expression levels (mean read counts). The total number of genes examined and the number of genes that show significantly increased expression (Up) or lower expression (Down) in Del-hinge versus WT is indicated in the box (log2 fold change  $> 0.5$  and adjusted  $p$ -value  $< 0.05$  by the Wald test used by DESeq2). Grey dots represent genes and red dots indicate genes with significantly changed expression. **d.** As in (c) but for expression fold-changes (log2) between Inv-Dxz4 versus wild-type Patski2-4. See additional analyses in Supplementary Table 7, Supplementary Data 2-5 and Supplementary Fig. 11.

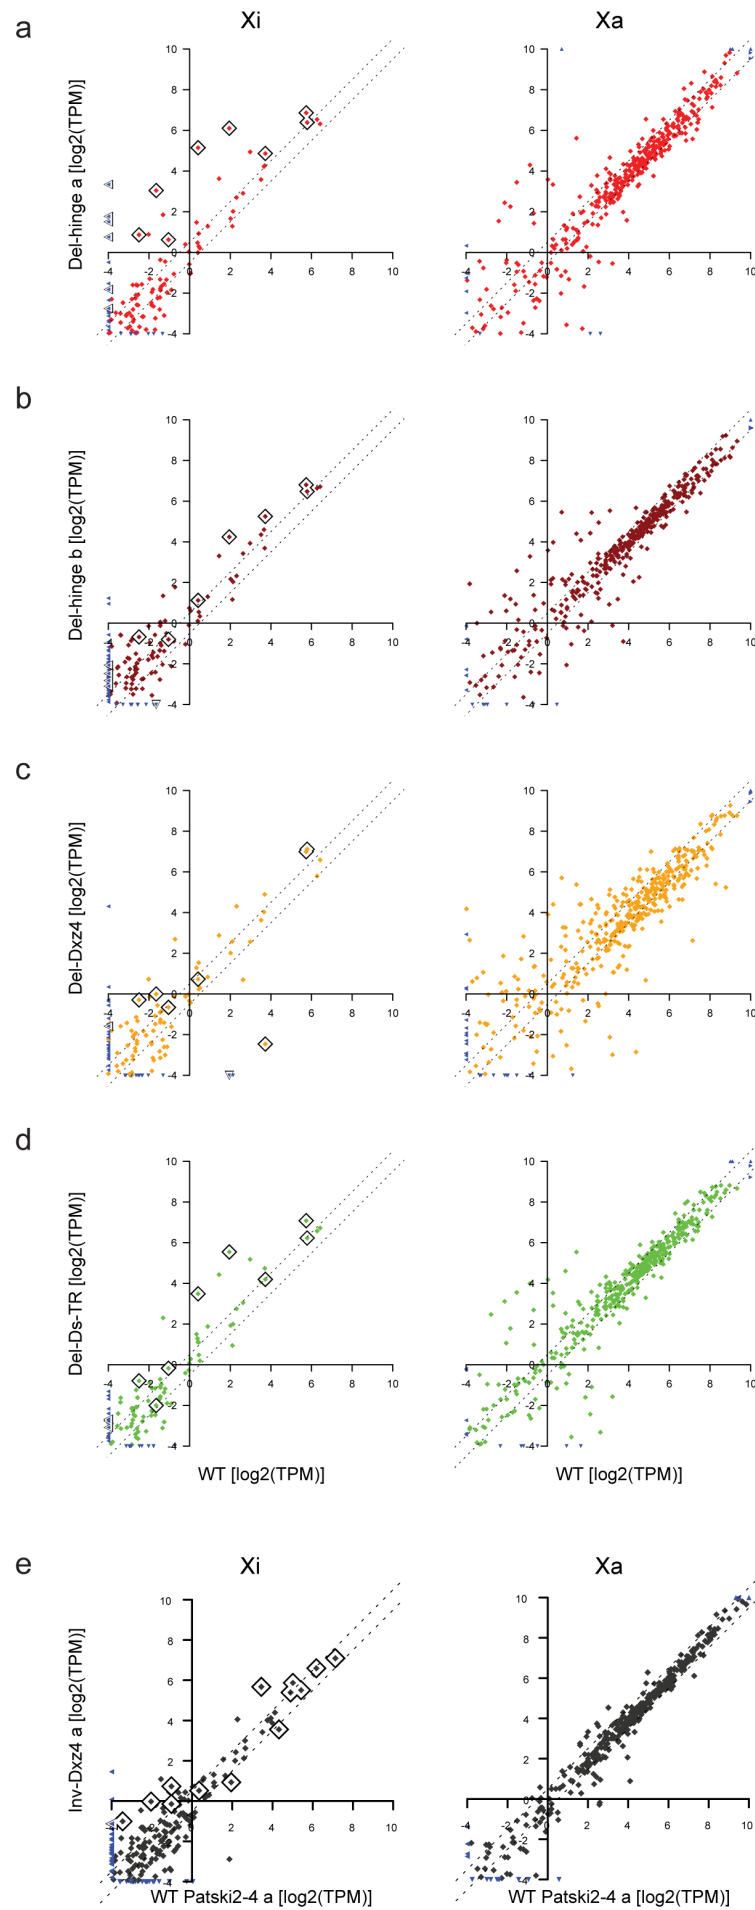

**Supplementary Figure 11, Related to Figure 9.**

Gene expression changes in Del-hinge clone a **(a)**, Del-hinge clone b **(b)**, Del-Dxz4 **(c)**, and Del-Ds-TR **(d)** compared to WT cells, and in Inv-Dxz4 versus wild-type Patski2-4 **(e)**. Scatter plots of Xi- and Xa-specific expression between each deleted clone and WT are shown for genes with mean  $\log_2(\text{TPM}) \geq -4$  diploid (i.e. mean TPM  $\geq 0.0625$ ). Dot lines represent 1.5-fold cutoffs. Genes marked by a diamond represent the 16 genes that showed a significant change in Xi-specific expression between WT and Del-hinge clone a. Note that only genes expressed at least in one condition are plotted. See additional analyses in Supplementary Table 7 and Supplementary Data 2-5.

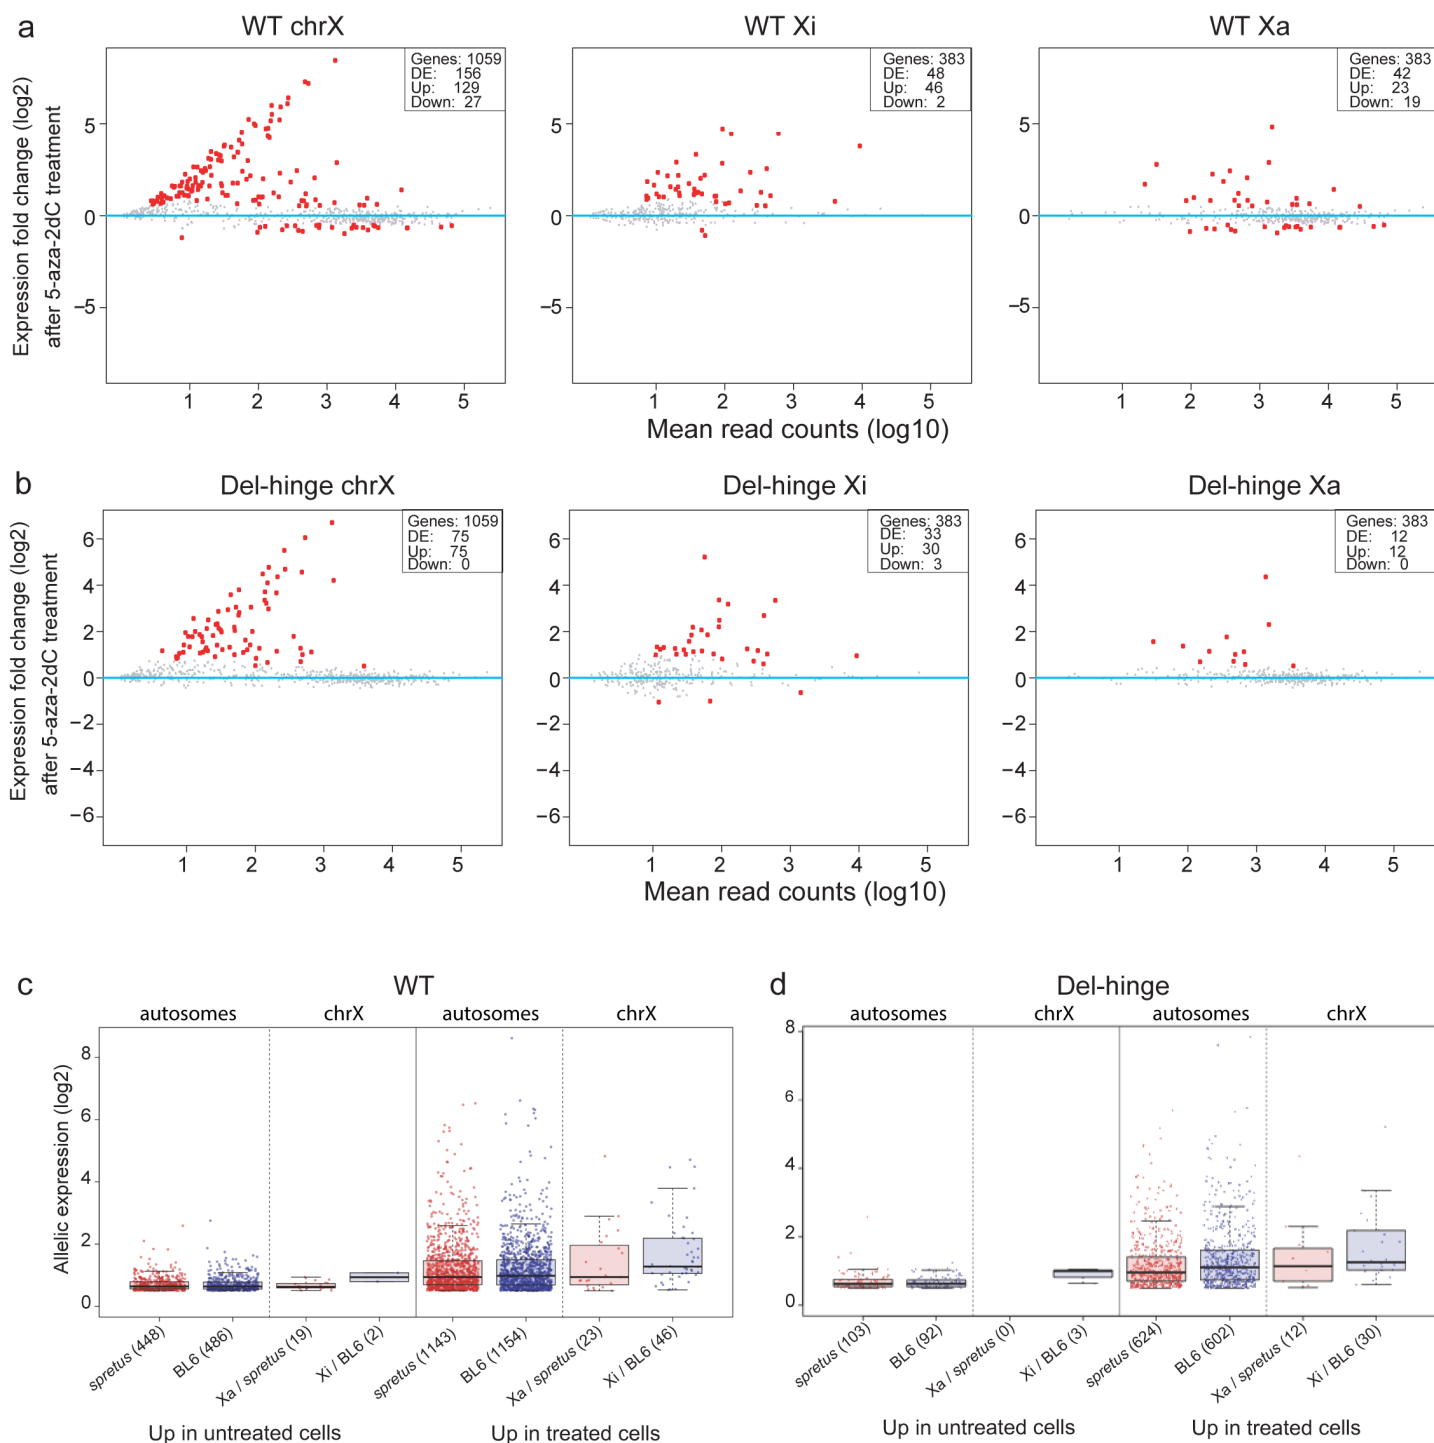

### Supplementary Figure 12, Related to Figure 9.

Gene expression changes in WT and Del-hinge clone a after 5-aza-2dC treatment. **a, b.** Plots of expression fold-changes (log2) between 5-aza-2dC -treated cells and controls in WT (a) and Del-hinge clone a (b) for all transcripts on the X chromosome (chrX) and for allele-specific transcripts from the Xi and Xa, relative to expression levels (mean read counts). The total number of genes examined and the number of genes that show significantly increased expression (Up), decreased expression (Down) and the total number of genes with differential expression (DE) in treated versus untreated cells are indicated in the box. (log2 fold change >0.5, adjusted *p*-value <0.05 by the Wald test used by DESeq2). Grey dots represent genes and red dots indicate genes with significantly changed expression. **c, d.** Box plots showing the distribution of allelic expression of genes with increased expression (Up) in untreated and 5-aza-2dC treated cells in WT (c) and Del-hinge clone a (d) for autosomal (A\_ *spretus* or A\_BL6) and X-linked (Xa or Xi) genes. Red, *spretus* alleles; blue, BL6 alleles. See additional analyses in Supplementary Data 6 and 7. Box and whisker demarcations as described for Fig. 8c-f.

**Supplementary Table 1: In situ DNase Hi-C valid read pairs before and after merging**

| Unpooled (sequencing runs) |                       |                  | Individual cell types |                  |                         |                                     | Pooled (WT* and Del-hinge/Dxz4/Dxz4) |                  |                         |                                     |          |             |            |            |
|----------------------------|-----------------------|------------------|-----------------------|------------------|-------------------------|-------------------------------------|--------------------------------------|------------------|-------------------------|-------------------------------------|----------|-------------|------------|------------|
| Sequencing run             | Read length (per end) | Valid read pairs | Sample                | Valid read pairs | BL6-specific read pairs | <i>spretus</i> -specific read pairs | Pooled sample                        | Valid read pairs | BL6-specific read pairs | <i>spretus</i> -specific read pairs |          |             |            |            |
| Patski WT                  | 150                   | 31,017,733       | WT                    | 250,110,923      | 61,160,112              | 64,392,323                          | WT*                                  | 365,294,454      | 97,529,009              | 100,639,206                         |          |             |            |            |
| Patski WT                  | 150                   | 30,791,787       |                       |                  |                         |                                     |                                      |                  |                         |                                     |          |             |            |            |
| Patski WT                  | 150                   | 31,378,804       |                       |                  |                         |                                     |                                      |                  |                         |                                     |          |             |            |            |
| Patski WT                  | 150                   | 31,262,773       |                       |                  |                         |                                     |                                      |                  |                         |                                     |          |             |            |            |
| Patski WT                  | 80                    | 20,073,848       |                       |                  |                         |                                     |                                      |                  |                         |                                     |          |             |            |            |
| Patski WT                  | 80                    | 19,786,937       |                       |                  |                         |                                     |                                      |                  |                         |                                     |          |             |            |            |
| Patski WT                  | 80                    | 20,275,097       |                       |                  |                         |                                     |                                      |                  |                         |                                     |          |             |            |            |
| Patski WT                  | 80                    | 20,220,057       |                       |                  |                         |                                     |                                      |                  |                         |                                     |          |             |            |            |
| Patski WT                  | 80                    | 1,196,756        |                       |                  |                         |                                     |                                      |                  |                         |                                     |          |             |            |            |
| Patski WT                  | 80                    | 1,171,759        |                       |                  |                         |                                     |                                      |                  |                         |                                     |          |             |            |            |
| Patski WT                  | 80                    | 1,266,296        |                       |                  |                         |                                     |                                      |                  |                         |                                     |          |             |            |            |
| Patski WT                  | 80                    | 1,234,244        |                       |                  |                         |                                     |                                      |                  |                         |                                     |          |             |            |            |
| Patski WT                  | 154                   | 40,434,832       |                       |                  |                         |                                     |                                      |                  |                         |                                     |          |             |            |            |
| Patski Del-Ds-TR           | 80                    | 101,918,089      | Del-Ds-TR             | 101,918,089      | 31,534,068              | 31,292,655                          | Del-hinge/Dxz4                       | 373,892,589      | 72,092,628              | 74,850,687                          |          |             |            |            |
| Patski Inv-5' Ds-TR        | 154                   | 13,265,442       | Inv-5' Ds-TR          | 13,265,442       | 3,202,735               | 3,211,491                           |                                      |                  |                         |                                     |          |             |            |            |
| Patski Del-hinge           | 154                   | 51,281,552       | Del-hinge             | 184,240,459      | 30,200,476              | 30,762,468                          |                                      |                  |                         |                                     |          |             |            |            |
| Patski Del-hinge           | 154                   | 48,652,938       |                       |                  |                         |                                     |                                      |                  |                         |                                     |          |             |            |            |
| Patski Del-hinge           | 150                   | 63,931,278       |                       |                  |                         |                                     |                                      |                  |                         |                                     |          |             |            |            |
| Patski Del-hinge           | 150                   | 20,374,691       |                       |                  |                         |                                     |                                      |                  |                         |                                     |          |             |            |            |
| Patski Del-Dxz4            | 150                   | 189,652,130      | Del-Dxz4              | 189,652,130      | 40,184,143              | 42,218,639                          |                                      |                  |                         |                                     | Inv-Dxz4 | 158,673,578 | 27,059,801 | 27,641,615 |
| Patski Inv-Dxz4            | 150                   | 158,673,578      | Inv-Dxz4              | 158,673,578      | 27,059,801              | 27,641,615                          |                                      |                  |                         |                                     |          |             |            |            |

The number of valid read pairs and their length is listed for each Hi-C library together with the calculated total number of reads for each individual cell type, and for the pooled data sets (WT\* and Del-hinge/Dxz4). Reads were mapped to mm10 using BWA MEM. The number of BL6-specific and *spretus*-specific interactions based on one unambiguously mapped end and discarding interactions < 20kb are listed.

**Supplementary Table 2: Summary of TAD counts**

| bin size (kb) | cell line             | X-allele | TADs |
|---------------|-----------------------|----------|------|
| 500           | Patski WT*            | Xi       | 14   |
|               | Patski Del-hinge/Dxz4 | Xi       | 16   |
|               | Patski Inv-Dxz4       | Xi       | 17   |
|               | Patski WT*            | Xa       | 17   |
|               | Patski Del-hinge/Dxz4 | Xa       | 21   |
|               | Patski Inv-Dxz4       | Xa       | 17   |
| 40            | Patski WT*            | Xi       | 117  |
|               | Patski Del-hinge/Dxz4 | Xi       | 139  |
|               | Patski Inv-Dxz4       | Xi       | 125  |
|               | Patski WT*            | Xa       | 131  |
|               | Patski Del-hinge/Dxz4 | Xa       | 127  |
|               | Patski Inv-Dxz4       | Xa       | 135  |

The estimated number of TADs is shown for the Xi and Xa for each cell line using different bin size.

**Supplementary Table 3: Summary of CTCF ChIP-seq read counts and peaks**

|                                              |                      | WT                                                   |             | Del-hinge |             | Inv-Dxz4 |                      | Patski2-4            |       |
|----------------------------------------------|----------------------|------------------------------------------------------|-------------|-----------|-------------|----------|----------------------|----------------------|-------|
|                                              |                      | Counts                                               | %           | Counts    | %           | Counts   | %                    | Counts               | %     |
|                                              | Read pairs           | Sequenced IP reads (2 x 75bp)                        | 115,062,412 |           | 74,218,646  |          | 81,267,787           | 126,182,956          |       |
|                                              |                      | Sequenced input reads (2 x 75bp)                     | 159,112,872 |           | 165,137,101 |          | Used Del-hinge input | Used Del-hinge input |       |
|                                              |                      | High-quality deduplicated primary mapped IP reads    | 39,335,415  |           | 22,741,658  |          | 24,260,327           | 36,793,673           |       |
|                                              |                      | High-quality deduplicated primary mapped input reads | 65,615,369  |           | 56,188,199  |          | Used Del-hinge input | Used Del-hinge input |       |
|                                              | Diploid peaks        | genome-wide peaks                                    | 93,675      |           | 77,684      |          | 65,493               | 101,447              |       |
|                                              |                      | autosomal peaks                                      | 91,044      |           | 75,191      |          | 63,613               | 98,864               |       |
|                                              |                      | chrX peaks                                           | 2,631       |           | 2,493       |          | 1,880                | 2,583                |       |
|                                              | SNP-containing peaks | genome-wide peaks                                    | 85,187      | 90.9%     | 69,526      | 89.5%    | 59,101               | 91,419               | 90.1% |
|                                              |                      | autosomal peaks                                      | 82,997      | 91.2%     | 67,477      | 89.7%    | 57,557               | 89,335               | 90.4% |
|                                              |                      | chrX peaks                                           | 2,190       | 83.2%     | 2,049       | 82.2%    | 1,544                | 2,084                | 80.7% |
| Allelic peaks<br>(% of SNP-containing peaks) | Genome               | covered SNP peaks                                    | 84,863      | 99.6%     | 68,664      | 98.8%    | 59,355               | 91,040               | 99.6% |
|                                              |                      | <i>spretus</i> -assigned                             | 15,692      | 18.5%     | 10,205      | 14.9%    | 8,323                | 14,233               | 15.6% |
|                                              |                      | BL6-assigned                                         | 14,482      | 17.1%     | 10,623      | 15.5%    | 9,056                | 15,173               | 16.7% |
|                                              |                      | common                                               | 54,689      | 64.4%     | 47,836      | 69.7%    | 41,976               | 61,634               | 67.7% |
|                                              | Autosomes            | covered SNP peaks                                    | 82,694      | 99.6%     | 66,652      | 98.8%    | 57,827               | 88,969               | 99.6% |
|                                              |                      | <i>spretus</i> -assigned                             | 14,422      | 17.4%     | 9,557       | 14.3%    | 7,729                | 13,194               | 14.8% |
|                                              |                      | BL6-assigned                                         | 14,389      | 17.4%     | 10,443      | 15.7%    | 8,954                | 15,062               | 16.9% |
|                                              |                      | common                                               | 53,883      | 65.2%     | 46,652      | 70.0%    | 41,144               | 60,713               | 68.2% |
|                                              | chrX                 | covered SNP peaks                                    | 2,169       | 99.0%     | 2,012       | 98.2%    | 1,528                | 2,071                | 99.4% |
|                                              |                      | Xa-assigned                                          | 1,270       | 58.6%     | 648         | 32.2%    | 594                  | 1,039                | 50.2% |
|                                              |                      | Xi-assigned                                          | 93          | 4.3%      | 180         | 8.9%     | 102                  | 111                  | 5.4%  |
|                                              |                      | common                                               | 806         | 37.2%     | 1,184       | 58.8%    | 832                  | 921                  | 44.5% |

The number of read pairs is listed for the ChIP and the input in Patski WT and Del-hinge, as well as for the ChIP in Patski Inv-Dxz4 and the Patski2-4 clone. The number of diploid CTCF peaks and SNP-containing CTCF peaks including genome-wide, autosomal and X-linked peaks are listed together with the percentage in each category and the ratio between Del-hinge and WT. 

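The diploid peaks in Supplementary Table 3 are peaks called from all reads of a library without regard to allele, so that they measure binding on either chromosome. In the deposited peak lists, the numbers genome-wide, on autosomes, and on the X chromosome were 93675, 91044, and 2631 in WT. They were 77684, 75191, and 2493 in Del-hinge, and 101447, 98864, and 2583 in Patski2-4. For Inv-Dxz4, the deposited list held 64876, 63005, and 1871 peaks, while the table gives 65493, 63613, and 1880 as the paper's values. A peak with several summits counts once per summit, and such additional summits numbered 10747 in WT, 6845 in Del-hinge, 5800 in Inv-Dxz4, and 16188 in Patski2-4.

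The X chromosome held 2.81% (95% Wilson interval 2.70 to 2.92%) of the peaks in WT, 3.21% (3.09 to 3.34%) in Del-hinge, 2.88% (2.76 to 3.02%) in Inv-Dxz4, and 2.55% (2.45 to 2.64%) in Patski2-4. Divided by the ratio of autosomal peaks, the Del-hinge/WT ratio of X-linked peaks was 1.15 (1.09 to 1.21). The same ratio to WT was 1.03 (0.968 to 1.09) in Inv-Dxz4 and 0.904 (0.856 to 0.955) in Patski2-4. Relative to Patski2-4 in place of WT, it was 1.27 (1.20 to 1.34) in Del-hinge and 1.14 (1.07 to 1.21) in Inv-Dxz4.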

The number of allelic peaks including covered peaks, *spretus*- and BL6-assigned peaks and common peaks are listed together with the percentages in each category.

**Supplementary Table 4: Summary of segregated CTCF ChIP-seq and input reads and allelic peak calls**

|                                   |           | WT             |            |            |                     | Patski Del-hinge |            |            |                     | Del-hinge/WT ratio* |      |           |
|-----------------------------------|-----------|----------------|------------|------------|---------------------|------------------|------------|------------|---------------------|---------------------|------|-----------|
|                                   |           | <i>spretus</i> | BL6        | Ambiguous  | BL6/ <i>spretus</i> | <i>spretus</i>   | BL6        | Ambiguous  | BL6/ <i>spretus</i> | <i>spretus</i>      | BL6  | Ambiguous |
| Deduplicated primary mapped reads | CTCF ChIP | 9,124,976      | 8,165,500  | 21,054,943 | 0.89                | 4,985,098        | 4,568,454  | 12,352,327 | 0.92                |                     |      |           |
|                                   | Input     | 16,428,379     | 14,983,924 | 33,952,974 | 0.91                | 13,359,723       | 12,722,977 | 29,743,259 | 0.95                |                     |      |           |
| Peaks                             | Genome    | 47,272         | 43,515     | 69,742     | 0.92                | 42,194           | 39,950     | 59,826     | 0.95                | 1.01                | 1.04 | 0.97      |
|                                   | chrX      | 1,472          | 709        | 2,247      | 0.48                | 1,372            | 949        | 2,272      | 0.69                | 1.05                | 1.51 | 1.14      |

Summary of segregated CTCF ChIP-seq and input reads and allelic peak numbers (genome-wide and along the X chromosome) called using those reads for WT and Del-hinge. The BL6/*spretus* ratio is given for each row and each sample, along with the Del-hinge/WT ratios of peak numbers. \*The Del-hinge/WT peak abundance ratios were scaled by a correction factor based on the genome-wide WT/Del-hinge ratio of the total number of peaks (1.13).

**Supplementary Table 5: Summary of ATAC-seq read counts and peaks**

|                                              |                      | WT                                             |               | Del-hinge |         | Inv-Dxz4    |        | Patski2-4   |         |             |       |         |
|----------------------------------------------|----------------------|------------------------------------------------|---------------|-----------|---------|-------------|--------|-------------|---------|-------------|-------|---------|
|                                              |                      | Counts                                         | %             | Counts    | %       | Counts      | %      | Counts      | %       |             |       |         |
|                                              | Read pairs           | sequence run1 (2 x 150bp)                      | 32,714,426    |           |         | 63,548,820  |        | 129,505,499 |         | 278,027,006 |       |         |
|                                              |                      | sequence run2 (2 x 75 bp)                      | 21,477,971    |           |         | 115,577,719 |        | N/A         |         | N/A         |       |         |
|                                              |                      | sequence run3 (2 x 75bp)                       | 160,039,334   |           |         | 137,035,953 |        | N/A         |         | N/A         |       |         |
|                                              |                      | sequence run4 (2 x 75bp)                       | 116,278,899   |           |         | N/A         |        | N/A         |         | N/A         |       |         |
|                                              |                      | High-quality deduplicated primary mapped reads | 51,886,726    |           |         | 130,045,772 |        | 21,983,451  |         | 45,046,809  |       |         |
|                                              | Diploid peaks        | genome-wide peaks                              | 164,242       |           |         |             |        | 83,064      |         | 126,030     |       |         |
|                                              |                      | autosomal peaks                                | 160,042       |           |         |             |        | 342,409     |         | 80,489      |       | 123,081 |
|                                              |                      | chrX peaks                                     | 4,200         |           |         |             |        | 8,477       |         | 2,575       |       | 2,949   |
|                                              | SNP-containing peaks | genome-wide peaks                              | 141,676       | 86.3%     | 183,378 | 52.3%       | 72,807 | 87.7%       | 102,030 | 81.0%       |       |         |
|                                              |                      | autosomal peaks                                | 138,598       | 86.6%     | 180,365 | 52.7%       | 70,827 | 88.0%       | 100,114 | 81.3%       |       |         |
|                                              |                      | chrX peaks                                     | 3,078         | 73.3%     | 3,013   | 35.5%       | 1,980  | 76.9%       | 1,916   | 65.0%       |       |         |
| Allelic peaks<br>(% of SNP-containing peaks) | Genome               | covered peaks                                  | 141,275       | 99.7%     | 183,355 | 100.0%      | 71,194 | 97.8%       | 101,690 | 99.7%       |       |         |
|                                              |                      | spretus-assigned                               | 27,546        | 19.5%     | 28,017  | 15.3%       | 13,447 | 18.9%       | 24,856  | 24.4%       |       |         |
|                                              |                      | BL6-assigned                                   | 19,826        | 14.0%     | 26,351  | 14.4%       | 12,167 | 17.1%       | 20,202  | 19.9%       |       |         |
|                                              |                      | common                                         | 93,903        | 66.5%     | 128,987 | 70.3%       | 45,580 | 64.0%       | 56,632  | 55.7%       |       |         |
|                                              |                      | covered peaks                                  | 138,221       | 99.7%     | 180,343 | 100.0%      | 69,292 | 97.8%       | 99,784  | 99.7%       |       |         |
|                                              | Autosomes            | spretus-assigned                               | 24,800        | 17.9%     | 26,345  | 14.6%       | 12,082 | 17.4%       | 23,139  | 23.2%       |       |         |
|                                              |                      | BL6-assigned                                   | 19,782        | 14.3%     | 26,239  | 14.5%       | 12,056 | 17.4%       | 20,146  | 20.2%       |       |         |
|                                              |                      | common                                         | 93,639        | 67.7%     | 127,759 | 70.8%       | 45,154 | 65.2%       | 56,499  | 56.6%       |       |         |
|                                              |                      | chrX                                           | covered peaks | 3,054     | 99.2%   | 3,012       | 100.0% | 1,902       | 96.1%   | 1,906       | 99.5% |         |
|                                              | Xa-assigned          |                                                | 2,746         | 89.9%     | 1,672   | 55.5%       | 1,365  | 71.8%       | 1,717   | 90.1%       |       |         |
|                                              | Xi-assigned          |                                                | 44            | 1.4%      | 112     | 3.7%        | 111    | 5.8%        | 56      | 2.9%        |       |         |
|                                              | common               |                                                | 264           | 8.6%      | 1,228   | 40.8%       | 426    | 22.4%       | 133     | 7.0%        |       |         |

As described in Supplementary Table 3, but for ATAC-seq.

**Supplementary Table 6: Summary of RNA-seq read counts, alignment rates, and differential expression results**

| Cell type                      | sequenced<br>read pairs<br>(2 x 75 bp) | Mapped reads | % mapped |
|--------------------------------|----------------------------------------|--------------|----------|
| WT                             | 146,560,220                            | 121,413,511  | 83%      |
| WT 0u 5-aza-2dC rep1           | 137,038,933                            | 105,153,917  | 77%      |
| WT 0u 5-aza-2dC rep2           | 139,474,312                            | 107,636,475  | 77%      |
| WT 4u 5-aza-2dC rep1           | 146,601,538                            | 110,413,816  | 75%      |
| WT 4u 5-aza-2dC rep2           | 139,171,755                            | 104,978,343  | 75%      |
| Del-hinge clone a              | 146,560,220                            | 126,226,252  | 86%      |
| Del-hinge clone b              | 153,499,202                            | 115,995,076  | 76%      |
| Del-hinge 0u 5-aza-2dC rep1    | 133,661,415                            | 103,975,758  | 78%      |
| Del-hinge 0u 5-aza-2dC rep2    | 126,077,695                            | 99,068,067   | 79%      |
| Del-hinge 4u 5-aza-2dC rep1    | 129,875,455                            | 102,072,146  | 79%      |
| Del-hinge 4u 5-aza-2dC rep2    | 121,252,477                            | 94,826,906   | 78%      |
| Del-Ds-TR                      | 148,259,851                            | 125,850,134  | 85%      |
| Del-Dxz4                       | 137,042,219                            | 116,563,384  | 85%      |
| Inv_Dxz4 clone a               | 80,967,254                             | 54,727,362   | 68%      |
| Inv_Dxz4 clone b               | 75,241,635                             | 49,830,943   | 66%      |
| Wild-type Patski2-4 clone rep1 | 85,856,348                             | 55,750,224   | 65%      |
| Wild-type Patski2-4 clone rep2 | 94,294,601                             | 61,415,780   | 65%      |

Total RNA-seq reads, mapped reads and mapped percentage for each library.

**Supplementary Table 7: Summary of differential expression results for various sample pairs**

| Comparison                                      | Autosomes |                |       | chrX    |                |     | See also                |
|-------------------------------------------------|-----------|----------------|-------|---------|----------------|-----|-------------------------|
|                                                 | Diploid   | <i>spretus</i> | BL6   | Diploid | <i>spretus</i> | BL6 |                         |
| Del-hinge clone a vs. WT                        | 2,689     | 1,634          | 1,552 | 80      | 55             | 16  | Supplementary Data 2, 3 |
| Inv-Dxz4 clone a vs. WT                         | 2,049     | 1,237          | 983   | 86      | 48             | 17  |                         |
| Inv-Dxz4 clone a vs. Del-hinge clone a          | 2,967     | 2,196          | 2,211 | 105     | 75             | 25  |                         |
| WT 4u-5aza-2dC vs. WT 0u-5aza-2dC               | 2,968     | 1,591          | 1,640 | 156     | 42             | 48  | Supplementary Data 6    |
| Del-hinge 4u-5aza-2dC vs. Del-hinge 0u-5aza-2dC | 1,451     | 727            | 694   | 75      | 12             | 33  | Supplementary Data 7    |
| Del-hinge 4u-5aza-2dC vs. WT 4u-5aza-2dC        | 4,710     | 2,726          | 3,578 | 197     | 102            | 53  |                         |
| Patski2-4 vs. WT                                | 2,998     | 2,253          | 2,817 | 115     | 81             | 57  |                         |
| Patski2-4 vs. WT 0u-5aza-2dC                    | 4,350     | 3,428          | 3,872 | 184     | 128            | 49  |                         |
| Patski2-4 vs. WT 4u-5aza-2dC                    | 5,738     | 4,057          | 4,433 | 266     | 140            | 67  |                         |
| Patski2-4 vs. Del1-hinge clone a                | 5,073     | 3,984          | 4,176 | 185     | 135            | 42  |                         |
| Patski2-4 vs. Del-hinge 0u-5aza-2dC             | 5,540     | 4,340          | 4,509 | 198     | 143            | 54  |                         |
| Patski2-4 vs. Del-hinge 4u-5aza-2dC             | 5,942     | 4,405          | 4,555 | 233     | 133            | 60  |                         |
| Patski2-4 vs. InvDxz4 clone a                   | 317       | 199            | 262   | 8       | 4              | 4   |                         |
|                                                 |           |                |       |         |                |     |                         |
|                                                 |           |                |       |         |                |     |                         |
|                                                 |           |                |       |         |                |     | Supplementary Data 5    |

Counts of differentially expressed autosomal and X-linked genes (both diploid and allelic) between relevant samples where replicates were available.

**Supplementary Table 8. List of sgRNAs for CRISP/Cas9 editing**

| sgRNA_ID | Sequence                              | Genomic location (mm10)    |
|----------|---------------------------------------|----------------------------|
| Ds1*     | GTGGTTAGGGACTTTCATAG <b>GGG</b>       | chrX:75,637,503-75,637,525 |
| Ds2      | TGGCCACTGGGTA(g)GCGACAG <b>CGG(a)</b> | chrX:75,674,020-75,674,042 |
| Ds3      | AGGGATATTTGGCTTCTTG <b>TGG(t)</b>     | chrX:75,674,935-75,674,957 |
| Dx1      | GCCCCTCTAAATACCTAGTG <b>CG(a)G</b>    | chrX:75,721,083-75,721,105 |
| Dx2      | GAGCAATGGGTCTGGGAAAG <b>CGG(a)</b>    | chrX:75,764,738-75,764,760 |

\*sgRNAs designed by CHOPCHOP were selected to include BL6 SNPs at the PAM site (red) if available. The *spretus* SNPs are listed as small letters in parenthesis. 

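The guides of Supplementary Table 8 were aligned to mm10. Ds1 matched the X chromosome from 75637503 to 75637522 and Ds2 from 75674020 to 75674039. Dx1 matched from 75721083 to 75721102 and Dx2 from 75764738 to 75764757. Each of these 4 guides had 1 exact match in the genome, on the plus strand, followed by NGG in the reference (GGG for Ds1 and CGG for the others). Ds3 is printed with 19 bases, where the other guides have 20, and had no exact match. The 20 bases from 75674935 to 75674954, AGGGATATTTTGGCTTCTTG, hold its sequence with 1 base added and are followed by TGG.

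The CTCF peak region at the 5′ end of *Ds-TR* spans 75673293 to 75674706 and was called in all 4 libraries. Its height was 6.13 times the median autosomal height of shared regions in WT, 5.51 in Del-hinge, 13.0 in Inv-Dxz4, and 10.0 in Patski2-4. Del-hinge lacks this region on the Xi and keeps it on the Xa. In the interval between the Ds2 and Ds3 targets, the CTCF motif learned from peaks matched on the plus strand at 75674392 to 75674410 (ATACCCACCAGGTGGCGAG). A further match on the plus strand, at 75673896 to 75673914 (TTCGCCACAAGGTGGCGCT), lies on the *Ds-TR* side of Ds2 within the same peak region.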

A pair of sgRNAs were used to edit each target: Ds-1&2 for Del-Ds-TR, Ds-2&3 for Inv-5' Ds-TR (CTCF peak inversion (chrX:75674066-75674317) at the 5' of Ds-TR, Dx1&2 for Del-Dxz4 and Inv-Dxz4, and Ds1&Dx2 for Del-hinge. See also Supplementary Fig. 1a.

**Supplementary Table 9. List of primers**

| Primer      | Sequence                         | Note                                      |
|-------------|----------------------------------|-------------------------------------------|
| Ds_F1*      | TCATCAACGCGATGAGAGAC             | Primer pair flanking the Ds-TR_cut1 site  |
| Ds_R1       | CACATCCTTGCACTGCATCT             |                                           |
| Ds_F2       | TGAGCCAGAGAACCAGGAGT             | Primer pair flanking the Ds-TR_cut2 site  |
| Ds_R2       | TGACAGACAGGAAGTGCGTC             |                                           |
| Ds_F3       | GACGCACTTCCTGTCTGTCA             | Primer pair flanking the Ds-TR_cut3 site  |
| Ds_R3       | CAGAGCACTTGGTCGAAACA             |                                           |
| Dx_F1       | GACTAACACAGAAGCGGTCCTT           | Primer pair flanking the Dxz4_cut1 site   |
| Dx_R1       | TTTATGTGCTTCGGTGTAATGC           |                                           |
| Dx_F2       | TTCCGCATCTCAGAAGGAGT             | Primer pair flanking the Dxz4_cut2 site   |
| Dx_R2       | CAGGCAAAACATCCACAATG             |                                           |
| Dxz4_ChIP_F | AACAAAAGCAAGGGGAACCT             | Primers for Dxz4 repeats                  |
| Dxz4_ChIP_R | CAGGTCCTGAGCACAGTTCA             |                                           |
| H19_ChIP_F  | GGGTAGCTCCTTCAGTCTTGCGCCCTTAC    | Primers for H19 imprinting control region |
| H19_ChIP_R  | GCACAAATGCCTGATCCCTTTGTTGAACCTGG |                                           |
| 18S_F       | TGAGGCCATGATTAAGAGGG             | Primers for 18S RT-PCR                    |
| 18S_R       | AGTCGGCATCGTTTATGGTC             |                                           |
| ActB_F      | GCTCTTTTCCAGCCTTCCTT             | Primers for ActB RT-PCR                   |
| ActB_R      | CTTCTGCATCCTGTACAGAA             |                                           |
| Xist_F      | TGCCCTTTCTCAATTCCATC             | Primers for Xist RT-PCR                   |
| Xist_R      | GGCCTGCTTTTGCTATTACG             |                                           |

\*Five different combinations of primer pairs were used for each pair of CRISPR/Cas9 cutting sites to verify deletion or inversion of loci. For example, for Dxz4 cut1 and 2, Dx\_F1/R1, Dx\_F2/R2, Dx\_F1/R2 were used to verify deletion, and Dx\_F1/F2 to verify inversion (see also Supplementary Fig. 1a,b). Primers to verify the efficiency of CTCF ChIP for Dxz4 and H19 as well as primers used for RT-PCR are also listed.

How the deposited data were processed for this re-analysis (not part of the article)

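CTCF binding was measured by ChIP-seq in WT Patski cells, Del-hinge clone a, Inv-Dxz4 clone a and Patski2-4, with 1 library per cell line. Patski cells are fibroblasts from a cross between BL6 and *M. spretus*, with the BL6 X chromosome as the Xi. The sample labels name the cell lines, and the clone letters were taken from the paper. The peak lists of these 4 libraries were analysed. The Hi-C, ATAC-seq and RNA-seq experiments and the reads themselves were not analysed here, so that allelic proportions, d-scores and allele-specific peaks were not recomputed.

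The authors mapped read pairs to mm10 with BWA-MEM, removed pairs of low mapping quality and duplicates, and called diploid peaks with MACS2 (2.1.1.20160309) against input DNA at a q-value threshold of 0.05, with 1 entry per summit. The pileup in the deposited lists is a signal, the number of ChIP fragments covering the summit, which the authors did not scale between libraries. The fold enrichment in the deposited lists is the ratio of the pileup to the background that MACS2 estimated from the input, as the authors ran it. The -log10 p and -log10 q values in the deposited lists are from the Poisson test of MACS2, as run by the authors, with q adjusted for multiple tests. The numbers of fragments, the control used and the order of the sequencing runs were read from the headers of the deposited lists.

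From these lists, peaks were counted genome-wide, on autosomes 1 to 19 and on the X chromosome, and the X-linked share was given with its Wilson 95% interval. Peaks overlapping by at least 1 bp were merged into regions across the 4 libraries, and the highest pileup in a region was its height. The shift of a chromosome was the median log2 ratio of heights over the regions with a peak in every library, minus the median over the 17 autosomes other than chromosomes 3 and 4, which the paper leaves out of autosomal aggregates. Intervals for shifts came from 1000 bootstrap resamples of 1 Mb windows. The X-linked shift was also placed among 10000 random sets of as many autosomal regions, drawn with the same numbers in 10 bins of mean height. Windows along the X chromosome were 10 Mb long and needed at least 20 shared regions. As there were no replicates, no p-value was computed across peaks, regions or genes. The precision of a count is limited by the depth, which was lowest in Del-hinge.

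The named loci were those that the paper names in relation to CTCF binding, with 10 kb to each side of a gene. To these were added, among the shared X-linked regions above their median height, the 3 with the largest rise and the 3 with the largest fall in Del-hinge relative to WT. This rule was written before the data were seen. Gene positions came from the RefSeq annotation of GRCm38.p6, the same assembly as mm10. Of the 331 genes listed in Supplementary Data 2, which include genes that escape XCI, 329 were matched to it, 9 of them by an older symbol. The 16 DE genes are those with an absolute log2 fold change of at least 0.5 and an adjusted p-value of at most 0.05 in that table, the paper's definition. Random sets for them were drawn from the 30 other genes closest in peak density to each. Guide and primer sequences were matched to the reference on both strands. Input reads per allele were taken from Supplementary Data 1.

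A 19 bp CTCF motif was learned over 5 rounds from 2500 autosomal peaks, starting from the general CTCF core consensus, and matches were counted at a rate of 5 per 100000 background positions. This search was tested on simulated data, shuffled *Dxz4* sequence with 45 planted motifs. Of these, 45 were found on the planted strand, with 0 other calls. The planted motifs came from sites that already passed the threshold, so that their recovery was fixed in advance. It tests the reading of position and strand, not sensitivity. The computation of the shift was tested on simulated data with 12 simulations of 50252 regions, in which the largest error was 0.01 on the log2 scale and 11 of the 12 intervals covered the true value. With a simulated dependence on GC content, the largest error was 0.09 without a correction and 0.01 with it.

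Alternatives set before the data were examined were stricter peaks (-log10 q of at least 5, or a fold enrichment of at least 10), equal numbers of peaks, strong regions (-log10 q of at least 50), entries of the same interval counted once, 50% reciprocal overlap, fold enrichment in place of the pileup, other sets of autosomes, Patski2-4 as the reference, means in place of medians, gene bodies without flanks, and other window lengths. Added after the data were seen were corrections for GC content within 100 bp of the summit, for GC content and peak height, and for GC content and the number of shared regions within 1 Mb (each a polynomial of degree 3 fitted on the 17 autosomes), a correction for input reads, peak numbers at the DE genes without scaling, and other rates for the motif search. The motif search itself was also added at that stage, and the rate of 20 per 100000 positions was added after no match had been found in *Dxz4*. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.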

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

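All tests in this part were chosen after the results were seen.

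Chromosome 4 was higher in Inv-Dxz4 than in Patski2-4, its parental subclone, by a shift of 0.49 on the log2 scale. The paper does not report this comparison, and the shift is larger than the smallest shift of chromosome 3 relative to WT (-0.33), which served as the measure of a known aneuploidy. In Del-hinge relative to Patski2-4, chromosome 4 shifted by 0.43. Relative to WT, the shift of chromosome 4 in Patski2-4 was -0.05. A dependence on GC content was tested for Inv-Dxz4, and the shift after the correction was 0.49, outside the range of the other autosomes. The ratio of Inv-Dxz4 to Patski2-4 was nearly independent of GC content (Spearman's rho 0.03), so that the correction could hardly have moved it. A difference in copy number of the whole chromosome predicts a shift of every part of it, and 16 of 16 windows of 10 Mb lay above 0, from 0.43 to 0.72. A candidate explanation is therefore that Patski2-4 cells held fewer copies of chromosome 4 than Inv-Dxz4 cells. The paper goes against it, since it describes Patski2-4 as a 40,XX subclone and gives monosomy 4 for the main WT line only. The sequencing run differed between these libraries, and no input library of Patski2-4 was analysed here, so that copy number cannot be told apart from an effect of the run that follows the chromosome. No biological explanation was tested.

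Chromosome 19 was lower in Del-hinge than in Patski2-4, with a shift of -0.44, in a comparison that the paper does not report. After the correction for GC content it was -0.43, outside the range of the other autosomes. Of 7 windows of 10 Mb, 7 lay below 0, from -0.61 to -0.20. The shift was uneven, at -0.61 from 1 to 10000000 and from 40000001 to 50000000, against -0.20 from 30000001 to 40000000. A difference in copy number of the whole chromosome predicts a similar shift throughout, so that the count of windows does not decide for it. Relative to WT, chromosome 19 shifted by -0.13 in Del-hinge and by 0.30 in Patski2-4, so that most of the difference lay between the unedited libraries. The sequencing run differed here too and cannot be told apart from copy number.

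In Del-hinge, a peak with a pileup of 294 remained at 75764484 to 75764955, at the distal edge of the deleted interval of the X chromosome. It stood out because the paper reports CTCF binding at *Dxz4* as lost from the Xi, and because the lowest pileup of any Del-hinge peak was 8. Divided by the median autosomal height of shared regions, it was 4.03 in Del-hinge and 0.825 in WT, with runs dated to the same month. No peak was called there in Inv-Dxz4 or Patski2-4. If its reads came from the sequence kept on the Xi, the summit would be expected outside the deleted interval. It was 81 bp inside, with 270 bp of the peak inside and 202 bp outside. Reads from the Xa and an end of the deletion other than the stated position were not tested, since alleles and reads across the junction were not analysed here. No biological explanation was tested.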

How the results depend on the processing

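All choices were set before the data were examined, except those marked as chosen after seeing the data. Over 118 results, 234 alternative values were computed, of which 126 stayed close to the reported value, 103 moved and 5 changed sign. Of the 126, 47 lay within the interval of the reported value. The other 79 were counts without an interval, taken as close if within 1.5 times of the reported count, a wider limit than counting error. Of the 195 set beforehand, 116 stayed, 77 moved and 2 changed sign. The cause of these differences was not tested unless stated. No paired analysis was possible because there was 1 library per cell line. All alternatives set beforehand were run.

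The X-linked shift in Del-hinge relative to WT stayed within its interval with fold enrichment, regions called in both libraries, strong regions, 50% reciprocal overlap, all autosomes and means, from 0.19 to 0.24. Fold enrichment is a weak correction for the input on the X chromosome, since the background was the library-wide one at 82.1% of X-linked peaks in WT and 82.8% in Del-hinge. Centring on all autosomes, 5 Mb windows and means left every result they were applied to within its interval. Counting entries of the same interval once lowered the total number of peaks from 93675 to 82928 in WT, 77684 to 70839 in Del-hinge, 64876 to 59076 in Inv-Dxz4 and 101447 to 85259 in Patski2-4. With a -log10 q of at least 5, the totals were 79844, 65281, 58478 and 83129. The lower depth of Del-hinge and Inv-Dxz4 limits the detection of weak peaks, so that a weak peak missing from these libraries is not shown to be absent.

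With Patski2-4 as the reference, the X-linked shift was 0.48 in Del-hinge and 0.18 in Inv-Dxz4, the latter a change of sign. The scaled ratio of X-linked peaks was 1.27 in Del-hinge and 1.14 in Inv-Dxz4. Chromosomes 3, 4, 15 and 19 shifted by -0.12, 0.43, -0.0134 and -0.44 in Del-hinge, and chromosomes 3, 15 and 19 by -0.12, 0.33 and -0.25 in Inv-Dxz4, the last a change of sign. The percentages of peaks that overlapped a peak of the reference were 84.2% on the X chromosome and 90.7% on autosomes in Del-hinge, and 96.2% and 97.0% in Inv-Dxz4.

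With fold enrichment over the input, the X-linked shift of Patski2-4 was -0.28, and the percentage of its X-linked windows above 0 was 0. Chromosomes 3, 4, 15 and 19 shifted by -0.21, 0.17, -0.0647 and -0.0850 in Del-hinge, and chromosomes 3, 4 and 15 by -0.22, -0.20 and -0.0587 in Patski2-4. In strong regions, the X-linked shift was -0.0859 in Inv-Dxz4 and -0.29 in Patski2-4. With peaks matched at 50% reciprocal overlap, it was -0.17 in Patski2-4.

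The corrections were chosen after seeing the data. With the correction for GC content, the X-linked shift was 0.14 in Del-hinge, 0.0566 in Inv-Dxz4 (a change of sign) and -0.10 in Patski2-4. With GC content and peak height it was 0.13, 0.0909 (a change of sign) and -0.0856. With GC content and the density of regions it was 0.0938, 0.0872 (a change of sign) and -0.0317. With the correction for input reads it was 0.0780 in Del-hinge. The bootstrap intervals stayed above 0 in Del-hinge with the first 3 of these corrections.

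The X-linked share of peaks was 3.07% in Del-hinge with peaks of a -log10 q of at least 5, and 3.07% with equal numbers of peaks. With a fold enrichment of at least 10 it was 3.01% in WT, 3.35% in Del-hinge, 3.08% in Inv-Dxz4 and 2.80% in Patski2-4. Without chromosomes 3 and 4 it was 3.19%, 3.63%, 3.27% and 2.85%. The scaled ratio to WT stayed within its interval under all of these settings.

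At 50% reciprocal overlap, the percentages of peaks overlapping a WT peak on the X chromosome and on autosomes were 80.9% and 83.6% in Del-hinge, 82.5% and 82.4% in Inv-Dxz4, and 79.6% and 76.5% in Patski2-4. With peaks of a -log10 q of at least 5, they were 95.6% and 97.7%, 96.7% and 96.9%, and 92.3% and 91.3%. With the same peaks, the percentages of regions called in both libraries and rho of their heights were 75.1% and 0.943 for WT and Del-hinge, 67.7% and 0.903 for WT and Inv-Dxz4, and 76.3% and 0.931 for WT and Patski2-4. They were 73.4% and 0.883 for Del-hinge and Inv-Dxz4, 71.4% and 0.897 for Del-hinge and Patski2-4, and 70.0% and 0.953 for Inv-Dxz4 and Patski2-4.

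At single loci with peaks of a -log10 q of at least 5, the number of peaks was 0 at *Ds-TR* in WT, 1 at x75 in Inv-Dxz4 and in Patski2-4, and 1 at *Ddx3x* in Patski2-4. In gene bodies without flanks it was 5, 9, 4 and 5 at *Eif2s3x* in WT, Del-hinge, Inv-Dxz4 and Patski2-4, 5, 5, 4 and 5 at *Xist*, and 0 in WT and 1 in Patski2-4 at *Ddx3x*. In 1 Mb windows, rho between the numbers of peaks and genes was 0.760 in WT, 0.748 in Del-hinge, 0.754 in Inv-Dxz4 and 0.756 in Patski2-4. The motif counts were all chosen after seeing the data. Of 14 counts by locus and strand, 8 stayed the same at the stricter rate of 1 per 100000 positions and 6 moved, and at the looser rate of 20 per 100000 positions 13 moved.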

Differences from the paper's values

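Of 18 values that the paper states and that were taken from the deposited lists, 13 were identical and none differed by more than 1.5 times. Fragment numbers were read from the headers and peak numbers counted in the authors' own lists. The agreement therefore checks the identity of the lists, not the peak calling. The scaling factors used all diploid peaks, where the paper used peaks with SNP coverage. For Inv-Dxz4, the deposited list held 617 peaks fewer than the paper's Supplementary Table 3 genome-wide, 608 fewer on autosomes and 9 fewer on the X chromosome.

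The paper gives an increase in CTCF binding on the Xi of Inv-Dxz4 relative to WT, from allelic proportions. The diploid peak height, a sum over the Xa and the Xi, shifted by -0.02 on its X chromosome, which does not measure the Xi alone. Among the alternatives set before the data were examined, only Patski2-4 as the reference gave a rise beyond the interval of this value, of 0.18. The 3 corrections that gave 0.0566, 0.0909 and 0.0872 were chosen after seeing the data.

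The paper describes Patski2-4 as close to WT in its allelic proportion of CTCF peaks. The diploid peak height of its X chromosome shifted by -0.22 relative to WT. With the correction for GC content and density, chosen after seeing the data, the shift was -0.0317, with an interval from -0.0786 to 0.00451 that includes 0.

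The paper finds a higher density of Xi-associated CTCF peaks, those common or specific to the Xi, at the 16 DE genes in Del-hinge. Diploid peaks are an unlike measure. A site bound on the Xa is the same diploid peak whether or not the Xi is bound too. For diploid peaks, the median difference was 0.00307 scaled peaks per kb, with an interval from -0.000933 to 0.0149. With peaks of a -log10 q of at least 5, it was 0.00420 with an interval from 0.00258 to 0.0161. Without scaling, an alternative chosen after seeing the data, it was 0 with an interval from -0.00808 to 0.00936.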

Other observations

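Tests of copy number, of sparse regions and of Inv-Dxz4 against Patski2-4 in this part were chosen only after the results were seen, while the tests of GC content and allelic proportions on the shifts relative to WT were chosen after the peak lists were opened but before a shift was computed, and the strong regions before the data were examined.

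The X-linked rise of diploid peak height in Del-hinge relative to WT, with runs dated to the same month, was weighed against 4 technical explanations. For weak peaks near the calling threshold, the shift in strong regions was 0.24, still outside the range of the autosomes. For GC content, the shift after the correction was 0.14 (95% interval 0.11 to 0.17), and the autosomes then lay between -0.16 and 0.16, so that the remaining rise cannot be told apart from the spread between chromosomes. For a property of regions with few neighbors on any chromosome, the shift after the correction for GC content and density was 0.0938 (0.07 to 0.12). Its interval lay above 0, but the shift lay within the range of the autosomes, which reached 0.15. For copy number, the X-linked share of input reads changed by 0.14, which is 63.8% of the rise and lies within the range of single autosomes, so that a difference in the proportion of Xi in the cells cannot be told apart from added binding. The paper gives evidence against a difference in copy number that was not analysed here, from karyotyping and FISH, WT genomic DNA, and Hi-C read pairs between chromosomes. Adjusted for the relative BL6/*spretus* ratio of the inputs, the paper's allelic proportions were 65.8% in WT and 61.2% in Del-hinge, a difference of 4.69 points in place of 11. As for a biological explanation, the paper's allelic proportions, with an unchanged Xa, predict a rise of 0.24, within the interval of the rise before any correction (0.18 to 0.25) but above the interval after the correction for GC content. The proportions adjusted for the inputs predict 0.11, where the rise less the change of the input share was 0.0780, a value without an interval. GC content, sparse regions and copy number could account for a part of the rise in diploid height, and it cannot be told apart from them. GC content and sparse regions were tested on the diploid height only. They were not tested on the paper's allelic proportions, which compare the alleles within a library.

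In Inv-Dxz4 relative to WT, the X-linked shift of -0.02 lay within the range of the autosomes. It was 0.0566 after the correction for GC content and -0.0859 in strong regions, and neither could have moved it into a range where it already lay. The paper's allelic proportions predict a rise of 0.17, above the interval of the shift (-0.07 to 0.04). This interval covers the spread between regions only. The autosomes other than chromosomes 3 and 4 lay between -0.16 and 0.18, so that the interval alone does not rule out the prediction. In Patski2-4 relative to WT, the shift of -0.22 became -0.10 after the correction for GC content, within the range of the autosomes, so that GC content may account for a part of it. The paper's allelic proportions, taken as 71% for WT and 68% for Patski2-4, predict 0.0623 for Patski2-4, above its interval (-0.27 to -0.18). That interval has the same limit. Where the paper sets WT beside Patski2-4 it gives a slightly higher WT proportion, which was not used. Both libraries came from later runs than WT, and the run cannot be told apart from the cell line.

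In Inv-Dxz4 relative to its parental subclone Patski2-4, the X-linked shift was 0.18, and 0.18 after the correction for GC content, with an interval above 0. With a rho of 0.03 for GC content, this correction could hardly have moved the shift. The paper's allelic proportions for these cells predict 0.11, below the interval of 0.15 to 0.21, which again covers the spread between regions only. With the correction for GC content and density, the shift was 0.14 (0.11 to 0.16), an interval that includes the predicted value. The shifts of chromosomes 4 and 15 in this comparison, 0.49 and 0.33, were larger, and these libraries came from separate runs, so that an effect of the inversion cannot be told apart from copy number or the run. No input library of these cells was analysed here.

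The rise in Del-hinge was larger where shared X-linked regions were sparse. The 377 regions with at most 21 shared regions within 1 Mb had a median shift of 0.42, and the other 1117 had 0.17, an excess of 0.24 (95% interval 0.16 to 0.37). After the correction for GC content the excess was 0.12 (0.05 to 0.20), so that GC content does not account for all of it. On autosomes, 2925 regions as sparse as these had an excess of 0.28 (0.25 to 0.31) over the other 40304. The larger rise in sparse regions may therefore be a property of such regions in the Del-hinge library on any chromosome, and no biological explanation was tested.

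At loci that the paper discusses for their contacts or escape from XCI, the numbers of diploid peaks in WT, Del-hinge, Inv-Dxz4 and Patski2-4 were 2, 3, 2 and 2 at x75, 10, 8, 7 and 11 at *Xist* (103460373 to 103483233 and 10 kb to each side), 0, 1, 0 and 0 at *Eda2r*, and 2, 0, 0 and 3 at *Ddx3x*. The peaks at *Eda2r* and *Ddx3x* were low, with pileups of 13 to 23. The tallest X-linked peak of each library lay near the distal end of the chromosome, with its summit at 170022288 in WT and a pileup of 12705. In Del-hinge, Inv-Dxz4 and Patski2-4 the pileup of the tallest peak was 6546, 19118 and 19589. Shared X-linked regions within the 16 DE genes and 10 kb upstream had a median shift of 0.22 in Del-hinge (51 regions), those at the other genes of Supplementary Data 2 0.12 (464 regions), and those outside 0.26 (979 regions).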
